# p53 rapidly restructures 3D chromatin organization to trigger a transcriptional response

**DOI:** 10.1038/s41467-024-46666-1

**Published:** 2024-04-01

**Authors:** François Serra, Andrea Nieto-Aliseda, Lucía Fanlo-Escudero, Llorenç Rovirosa, Mónica Cabrera-Pasadas, Aleksey Lazarenkov, Blanca Urmeneta, Alvaro Alcalde-Merino, Emanuele M. Nola, Andrei L. Okorokov, Peter Fraser, Mariona Graupera, Sandra D. Castillo, Jose L. Sardina, Alfonso Valencia, Biola M. Javierre

**Keywords:** Chromatin structure, Epigenomics, Tumour-suppressor proteins

## Abstract

Activation of the p53 tumor suppressor triggers a transcriptional program to control cellular response to stress. However, the molecular mechanisms by which p53 controls gene transcription are not completely understood. Here, we uncover the critical role of spatio-temporal genome architecture in this process. We demonstrate that p53 drives direct and indirect changes in genome compartments, topologically associating domains, and DNA loops prior to one hour of its activation, which escort the p53 transcriptional program. Focusing on p53-bound enhancers, we report 340 genes directly regulated by p53 over a median distance of 116 kb, with 74% of these genes not previously identified. Finally, we showcase that p53 controls transcription of distal genes through newly formed and pre-existing enhancer-promoter loops in a cohesin dependent manner. Collectively, our findings demonstrate a previously unappreciated architectural role of p53 as regulator at distinct topological layers and provide a reliable set of new p53 direct target genes that may help designs of cancer therapies.

## Abstract (web summary)

Here the authors uncover p53’s role as the master regulator of spatio-temporal genome organization. p53 controls the expression of 340 distal genes through newly formed and pre-existing loops between p53-bound enhancers and promoters.

## Introduction

The *TP53* tumor suppressor gene, colloquially known as the guardian of the genome, is the most frequently altered gene in cancer. It encodes for a sequence-specific transcription factor named p53 that, after its activation via cell stress or DNA damage, triggers transcriptional activation of a myriad of target genes to ultimately facilitate distinct cellular outcomes, including cell cycle arrest, senescence or apoptosis among others^1^. However, the molecular mechanisms by which p53 controls gene transcription are not completely understood despite being one of the most studied gene in history.

Gene transcription is intimately associated with the three-dimensional (3D) packing of the chromatin within the nucleus and its alteration is closely linked to disease^2^. Chromatin folding involves three hierarchical levels. First, at megabases-scale, the genome can be segregated into the so-called A and B compartments. The A compartment represents active, accessible chromatin with a tendency to occupy a more central position in the nucleus. The B compartment corresponds to heterochromatin and is enriched at the nuclear periphery. Second, topologically associating domains (TADs) are sub-megabase structures delimitated by TAD borders that interact more frequently within themselves than with the rest of the genome. TADs are conserved across species^3^ and cell types and show a coordinated transcriptional status. Third, these domains are formed by assemblies of chromatin loops^4^. Among hierarchical levels, chromatin loops engaging gene promoters and distal regulatory elements (e.g., enhancers or silencers) are key to control gene transcription since these often locate distally in the genome but need physical proximity to function^5^.

Despite its critical role in gene transcription regulation, the interplay between spatio-temporal genome organization and p53 remains largely unexplored. Abrams and colleagues previously demonstrated the existence of long-range interactions between a p53-bound enhancer and multiple targets in *Drosophila*, but the chromatin configuration was unaffected by p53 status or DNA damage^6^. Similarly, Agami and colleagues studied three p53-bound enhancers that interacted with multiple distant genes to confer p53-dependent regulation in humans^7^. In addition, focused on two genes controlled by p53, Gadreau and colleagues demonstrated that transcription triggers topological changes that do not affect their connectivity with p53-bound enhancers. These studies agreed that p53-engaged DNA loops represented pre-existing and non-dynamic chromatin architectures^8^. However, since only a few p53-bound elements or p53 target genes were analyzed, a genome-wide study is needed for the generalization of these mechanistic insights. Besides, since p53 frequently binds enhancers and most of its linked distal target genes are unknown, a genome-wide study of the spatio-temporal genome organization would also represent a direct way of identifying the true set of genes directly regulated by p53.

Transcription factor CCCTC-binding factor (CTCF) and the ring-shaped multiprotein complex cohesin, which includes the major subunit RAD21, play key roles in establishing TADs and loops thought a process called ATP-dependent loop extrusion. In this process, the cohesin complex is loaded onto DNA and pushes it until encountering a barrier, which is often formed by CTCF^9–13^. Therefore, cohesin degradation leads to rapid disappearance of TADs, antagonizes compartment segregation and promotes loss of most of the significant promoter-anchored interactions over ∼50Kb of length^10,13–22^. Surprisingly, complete removal of cohesin has little impact on steady-state gene transcription^10^ but prevents adequate activation of inflammatory gene response^23^ and initiation of new regulatory programs in neurons acquiring response to new stimuli^24^. However, the role of cohesin in activation of other types of inducible genes, such as those activated by p53, remains largely unexplored^6–8^.

Here, we addressed, in a genome-wide manner for the first time, the relationship between p53 activation and spatio-temporal genome architecture to establish a transcriptional response to cellular stress. First, we uncovered a new role of p53 as a master remodeler of the spatio-temporal chromatin organization. Unexpectedly, p53-driven topological changes, including the formation of long-range DNA loops between p53-bound enhancers and promoters, occur 1 hour (h) after its activation and enable the establishment of the p53 transcriptional response. Second, we discovered an unforeseen dependence of p53 inducible gene expression on cohesin-mediated DNA looping. Finally, we identified a new set of direct target genes distally controlled by p53 via a mechanism that relies on dynamic and non-dynamic p53-bound enhancer and gene promoter interactions. Taken together, our results demonstrate the power of integrating 3D genome architecture, epigenetics, gene expression and transcription factor binding profiles along time to gain insight into gene regulatory mechanisms and to discover new transcription factor target genes.

## Results

### p53 activation drives two waves of dramatic changes in genome compartments and TADs

To address global consequences of p53 activation in 3D genome organization we used the HCT116 cell line, a widely used model characterized by a wild-type p53 response. These cells were treated with 10 µM Nutlin-3a, an inhibitor of the p53-HDM2 interaction used to mimic cell stress-induced p53 activation, and collected at five time points (1, 4, 7, 10, and 24 h post treatment). We also treated cells with the drug vehicle (i.e., DMSO) and used these cells as a control of basal conditions without p53 activation (also referred to in the manuscript as 0 h of Nutlin-3a) (Fig. 1A). First, we validated p53 activation by confirming progressive cell cycle arrest occurring in parallel with a significant p53 activation (according to phosphorylation of serine 46) and upregulation of well-known p53 target genes (i.e., *CDKN1A*, *TGFA, BAX*) (Suppl. Fig. 1 A–G and Suppl. Data 1, 2). We then used in situ Hi-C to generate genome-wide chromosome conformation maps along all six time points of p53 activation (Suppl. Data 3). After confirming libraries’ quality and reproducibility between biological replicates (SCC > 0.95; see methods) (Suppl. Fig. 1H, I), we segmented the genome into A and B compartments. Clustering of biological replicates and separation of treatment conditions demonstrated robust and dynamic A/B compartmentalization associated with p53 activation (Fig. 1B and Suppl. Fig. 1J, K). Globally, although 87.5% of the genome compartments remained stable throughout all time points, 12.5% of A or B compartments switched during p53 activation, from here on out referred to as dynamic compartments (Fig. 1C and Suppl. Fig. 1L). Furthermore, per time points, we observed compartment activation at 1 h, limited compartment rewiring from 1 to 7 h and compartment inactivation at 10 h of p53 activation and onwards (Fig. 1D and Suppl. Fig. 1M, N), which is exemplified by a 40 Mb genomic region of chromosome 12 (Fig. 1E and Suppl. Fig. 1O). Specifically, clustering based on compartment scores identified 7 main clusters of dynamic compartments following p53 activation. Interestingly, 23.2% of these (clusters 1 and 2) dramatically flipped from B to A after 1 h of Nutlin-3a treatment and then progressively reduced their compartment score switching back to B. Contrarily, 39.5% of the dynamic compartments (clusters 3, 4, and 5) were A compartments specifically inactivated at late time points (10 or 24 h of Nutlin-3a treatment). However, these also increased their compartment score after 1 h of p53 activation despite already being classified as A compartments before p53 activation (i.e., 0 h), reinforcing the observed unexpected tendency of early, genome-wide gain of genome activity.

**Fig. 1:**
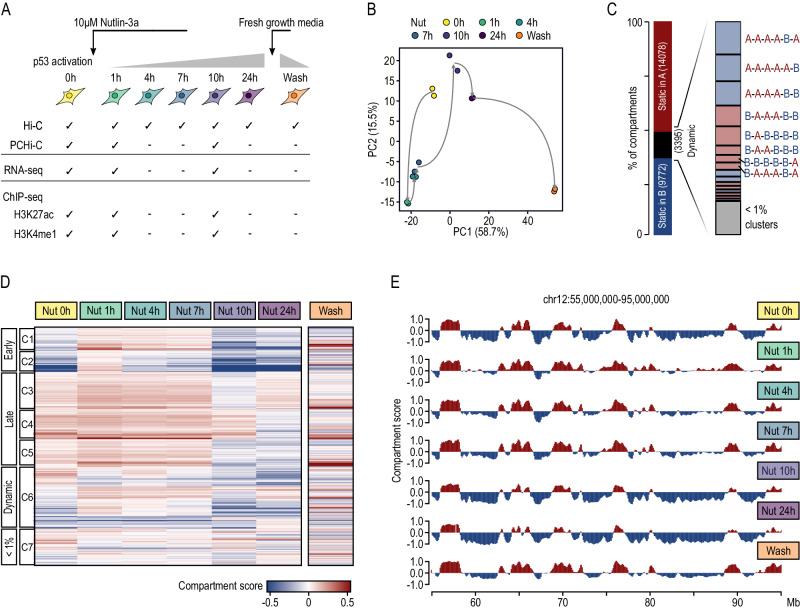
A/B compartment changes along p53 activation. **A** Experimental multi-omics framework of the work. Nut 0 h means control cells treated with drug vehicle characterized by no p53 activation. Wash refers to cells treated with Nutlin-3a for 24 h, washed with PBS to remove Nutlin-3a and cultured for 24 additional hours with fresh growth media. **B** Principal Component (PC) Analysis of the compartment scores for each Hi-C individual biological replicate across p53 activation and inactivation. PC 1 and 2 were taken into consideration. Numbers in parentheses represent the percentage of variance explained by each principal component. **C** Percentage of compartment categories according to their dynamics along p53 activation. Dynamic compartments are defined as those that change compartment between any two time points. **D** Compartment scores of the dynamic compartments in response to p53 activation and inactivation, with each row representing a 100 kb bin and each column representing a time point. The heatmap color scale represents the compartment score assigned to each 100 kb bin with positive values indicating A compartment and negative values indicating B compartment. **E** Variation of PC values along a 40 Mb genomic region of chromosome 12. The genomic bins are colored according to their compartment type.

Next, we used chromosome-wide insulation potential (TADbit score > 4^25^) to identify 4610 unique TAD borders during p53 activation. Specifically, we detected between 2820 and 3963 TADs per time point, with median sizes ranging from 453 to 622 kilobases (Fig. 2A, B). Genome-wide insulation scores analyzed by Principal Component Analysis (PCA) and hierarchical clustering over time revealed high reproducibility between biological replicates and progressive changes reflecting p53 activation (Fig. 2C and Suppl. Fig. 2A, B). While 2032 of TAD borders were stable across all stages, the remaining ones were dynamically lost or gained. Similar to A/B compartments, 1 h of p53 activation promoted architectural change, this time resulting in loss of TAD borders (Fig. 2D, E and Suppl. Fig. 2C). TAD profiles were then extensively conserved until the second wave of rewiring occurring after 10 h of treatment. At this stage, we observed an acquisition of TAD borders followed by, after 24 h of treatment, a global erase of these topological features. Specifically, 26.3% of the dynamic TAD borders rapidly disappeared after 1 h of treatment (clusters 2 and 4, Fig. 2E). One-third of these (cluster 4) temporally reappeared after 10 h of p53 activation before disappearing again at 24 h. Moreover, 16.9% and 8.1% of the dynamic TAD borders specifically disappeared (clusters 3 and 4) or appeared (cluster 5) at 24 h of treatment, respectively. Besides these trends of appearance and disappearance, we observed a global and progressive increase in the insulation capacity of TAD borders (according to their insulation scores), suggesting that less insulating borders are preferentially erased during p53 activation (Fig. 2F and Suppl. Fig. 2D).

**Fig. 2:**
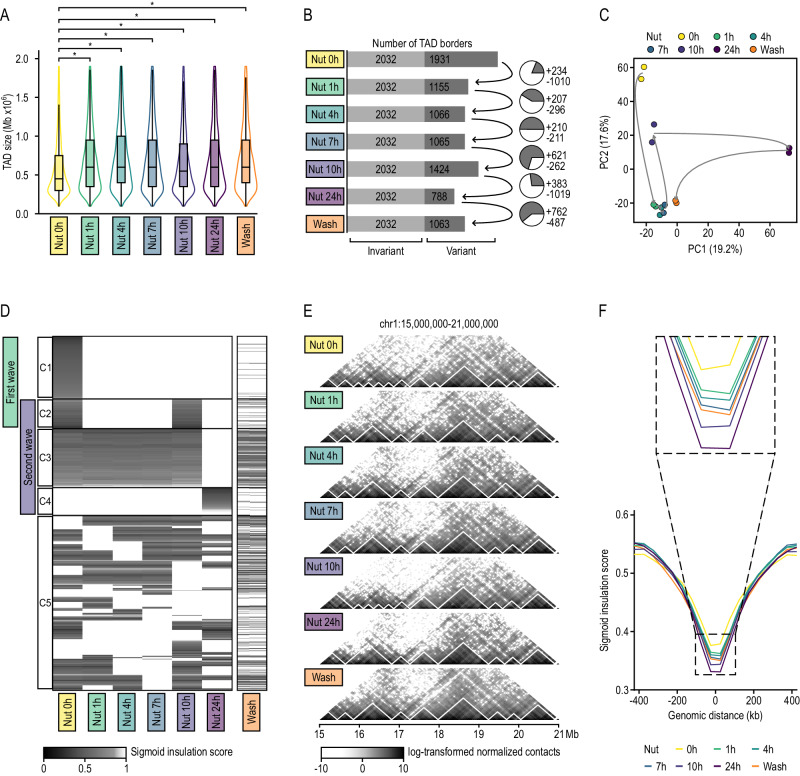
TAD dynamics along p53 activation. **A** Distribution of TAD sizes along p53 activation and inactivation. A two-sided Mann-Whitney test was used to test whether distributions of TAD sizes differed throughout p53 activation compared to control. Nut 0 h refers to control cells without p53 activation. The boxes show the interquartile range (IQR), the central line represents the median, the whiskers add 1.5 times the IQR to the 75 percentile (box upper limit) and subtract 1.5 times the IQR from the 25 percentile (box lower limit). Significance calculated with two-sided Mann–Whitney test. The star indicates *p* values below 0.01. Sample sizes of the box plots appear in the next panel. **B** Bar plot displaying the number of variant and invariant TAD borders along p53 activation and inactivation. Invariant TAD borders, in light gray, are those detected at all time points. Pie charts and positive/negative numbers represent the number of TAD borders gained/lost between the corresponding time points. **C** Principal Component (PC) Analysis of TADbit TAD border scores for all Hi-C biological replicates across p53 activation and inactivation. Principal components 1 and 2 were taken into consideration. Numbers in parentheses represent the percentage of variance explained by each principal component. **D** Ward hierarchical clustering of TAD borders based on their TAD insulation scores and the patterns of temporal changes observed throughout p53 activation and inactivation. Only TAD borders characterized by a TADbit score >4 were included. TAD borders were manually clustered considering their cluster robustness throughout p53 activation. Cluster C5 contains all TAD borders from clusters with low support. **E** Hi-C contact maps of a 6 Mb genomic region of chromosome 1 where TADs are marked by white lines. **F** Insulation score profiles stacked over a 1 Mb genomic region centered at TAD borders. Only TAD borders characterized by a TADbit score >4 were included. Sigmoid insulation score is inversely proportional to insulation capacity.

Finally, we tested the reversibility of these changes in genome architecture that occur during p53 activation using in situ Hi-C libraries (Suppl. Data 3). To do so, we washed Nutlin-3a after 24 h of treatment and cultured HCT116 cells for an additional 24 h in fresh growth media without Nutlin-3a (Fig. 1A). p53 protein abundance and p53 activation levels (according to phosphorylation of serin 46) of washed cells were similar to cells prior to p53 activation (Suppl. Fig. 1D–G), whereas the p53 driven transcriptional changes were not fully recovered (Suppl. Fig. 1B, C). After confirming libraries quality and reproducibility between biological replicates (SCC > 0.95, see methods) (Suppl. Fig. 1H, I), we segmented the genome into A and B compartments and identified TAD borders. Globally, we observed that a significant proportion of topological changes occurring throughout p53 activation are reversible, especially changes associated with the second wave of rewiring. This was clearly observed at the TAD level where, among the dynamic TAD borders, the percentage of shared TAD borders with respect to DMSO condition goes from 24% at 24 h to 43% in washed cells (Fig. 2 and Suppl. Fig. 2A–C) and, to lesser extent, at the compartment level (Fig. 1B, D, E and Suppl. Fig. 1J–M, O).

Altogether, these results demonstrate dramatic changes in genome architecture during p53 activation, including early changes at 1 h of activation and late changes after 10 h of treatment, that are partially reverted upon p53 inactivation.

### Early and late genome organization changes are triggered by p53 binding directly and indirectly

Since p53 activation leads to two waves of genome organization dynamics, we decided to explore the underlying molecular mechanisms driving these sharp transitions. To do so, using cells collected after 1 and 10 h of Nutlin-3a treatment and control cells treated with the drug vehicle (0 h), we generated: i) high-quality chromatin immunoprecipitation with massively parallel sequencing (ChIP-seq) libraries of two histone modifications (H3K4me1 and H3K27ac), enabling the identification of primed enhancers (H3K4me1), active enhancers (H3K4me1 and H3K27ac) and active promoters (H3K27ac) (Suppl. Data 4); and ii) RNA-seq libraries that enable the genome-wide profiling of gene transcription (Fig. 1A and Suppl. Data 5). 

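RNA was collected from HCT116 cells, a human colorectal carcinoma line, after 0, 1 and 10 h of treatment with 10 µM Nutlin-3a, a compound that frees p53 from its inhibitor MDM2. The 0 h cells (Nut 0h) received the vehicle DMSO. Each condition had 2 biological replicates, so that 6 RNA-seq libraries were compared. The authors trimmed the reads with Trim Galore, aligned them to GRCh37 with STAR and counted them per gene with featureCounts, and the deposited values are these counts without normalization for 57905 genes. The paper's text does not state whether the counting used the strand or how reads mapping to several places were treated, so values of overlapping genes and of genes with near-identical copies are uncertain. The counts assigned to genes summed to 35473485 and 35141106 in the Nut 0h replicates, 31731267 and 26068076 in the Nut 1h replicates, and 34977386 and 34972083 in the Nut 10h replicates. Counts on the mitochondrial genome made up 4.99% and 6.18% of these totals at Nut 0h, 8.44% and 8.15% at Nut 1h, and 6.45% and 7.06% at Nut 10h. From the counts, 16565 genes passed the default low-count filter of edgeR (filterByExpr). They were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test over all 6 libraries, with Benjamini-Hochberg adjustment. Genes with an adjusted p-value of at most 0.05 were called differentially expressed, the threshold that the legend of Suppl. Fig. 3C gives. With 2 libraries per condition, the fit had 3 residual degrees of freedom, and the spread of each gene was stabilized by sharing information between genes. Gene coordinates, GC content and transcript lengths were taken from the GENCODE annotation lifted to GRCh37, which gave a GC content for 97.4% of the tested genes.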

Besides, we also used already processed publicly available ChIP-seq data of p53’s binding profile in the same cell type subjected to 12 h of 10 µM Nutlin-3a treatment^26^.

After verifying the libraries’ quality and reproducibility between biological replicates (Suppl. Fig. 3), we identified enhancers and defined their activities along p53 activation (Suppl. Fig. 4A–D and Suppl. Data 6). 

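Across the 16565 tested genes, the 2 RNA-seq replicates of a condition correlated with a Pearson r on log2(CPM + 1) values between 0.997 and 0.998. Libraries of different conditions correlated less, with r from 0.982 to 0.984 between Nut 0h and Nut 10h, from 0.952 to 0.968 between Nut 0h and Nut 1h, and from 0.941 to 0.958 between Nut 1h and Nut 10h. These are correlations across genes, which are not independent replicates, and no test was made on 2 replicates. The replicates were separate libraries, since their counts differed by more than sampling noise in each condition, with a chi-square per degree of freedom of 17.6 at Nut 0h, 5.41 at Nut 1h and 17.5 at Nut 10h. In a principal component analysis of the same values, the first component held 76.1% of the variance and the second 19.9%. The first component set both Nut 1h libraries, at 63.1 and 57.5, apart from the Nut 0h libraries, at -28.9 and -16.9, and from the Nut 10h libraries, at -44.7 and -30.1. The second component set the Nut 10h libraries, at 21.4 and 28.4, apart from the Nut 0h libraries, at -32.2 and -25.0. The alternative that moved these values most was the restriction to the 500 most variable genes. It gave a median replicate r of 0.994, an r between 0.446 and 0.776 for libraries of different conditions, and 78.6% of the variance on the first component.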

Next, we further tested whether changes induced by Nutlin-3a treatment were direct (i.e., local shifts provoked by p53 binding) or indirect effects of p53 (e.g., alterations through transcription factors regulated by p53). p53 binding to chromatin is largely invariant but not all binding events deliver transactivation, leading to cell type and stimulus-specific variation in the p53 transcriptional program^27–29^. Thus, we defined as functional p53 binding sites a set of 2105 sites bound by p53 and characterized by the presence of the activating H3K27ac histone mark in the time points corresponding to p53 activation condition (i.e., 1 or 10 h of Nutlin-3a treatment) (Suppl. Fig. 4E–G and Suppl. Data 7). Only 6.5% (137/2,105) of those functional p53 bindings occurred at promoters (i.e., −1000 + 200 bp of any TSS). 

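Supplementary Data 9 of the paper lists 82 genes with a functional p53 binding site at the promoter at Nut 1h and 77 at Nut 10h, of which 62 and 56 were among the tested genes of the RNA-seq counts. At Nut 10h the median log2 fold change of these genes was 0.32, against -0.00145 for the 16320 tested genes that are neither a proximal nor a distal target at Nut 10h (two-sided Mann-Whitney test, n = 56 and n = 16320 genes, p = 1.79e-07, 7.18e-07 after Benjamini-Hochberg adjustment over the 4 lists compared). Of the 56 genes, 29 were upregulated and 3 downregulated. Upregulated genes made up 51.8% of them. At Nut 1h the median was -0.04, against 0.05 for the 16344 genes that are neither at Nut 1h (p = 0.717 in the same test, n = 62 genes, 0.717 adjusted), with 20 genes upregulated and 22 downregulated. Genes are not independent replicates. Among 10000 random lists of the same size matched on mean expression, the median of the promoter-bound genes was above all at Nut 10h and at the 36.1 percentile at Nut 1h. At Nut 1h the difference of the medians, -0.09, was -0.15 without Nut 0h replicate 1 and -0.14 without Nut 1h replicate 1.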

Genes involved in these bindings had some degree of activity at basal conditions (i.e., H3K27ac at promoters), and tended to gain promoter H3K27ac deposition and gene transcription levels after Nutlin-3a treatment (Suppl. Fig. 4G–I). The remaining functional p53 binding events were distal from TSS, and among them, 901 occurred at active enhancers characterized under p53 activation conditions (i.e., co-presence of H3K4me1 and H3K27ac at 1 or 10 h of Nutlin-3a treatment at regions that do not overlap promoters) (Suppl. Fig. 4G). Interestingly, most of these active enhancers were already established at basal conditions and increased their H3K27ac levels as a consequence to p53 activation (Suppl. Fig. 4G–J). Collectively, these results highlight p53’s preference to bind active regulatory elements, mainly active enhancers, and suggest its limited capacity for epigenetic rewiring on the linear genome.

Since p53 preferentially acts on pre-established regulatory elements, we explored whether its functional binding may promote topological perturbations to ultimately explain the transcriptional response. Globally, functional p53 preferentially bound A compartments (Fig. 3A) and TAD border vicinities (Suppl. Fig. 2E). Interestingly, its binding was mainly enriched in compartments that gained activity during p53 activation (Fig. 3B). In other words, compartments switching from B to A showed significant enrichment in functional p53 binding sites with respect to those switching from A to B. Indeed, after 1 h and 10 h of activation, 5.7% (61 out of 1078; Fisher O.R. 3.5 *p* value 0.007) and 13.1% (22 out of 168; Fisher OR 3.9 *p* value 4e-6) of the B to A switched compartments, respectively, were characterized by harboring functional p53 binding sites. Besides, regions harboring functional p53 binding sites (independently of the compartment dynamics) tended to suffer a higher increase in compartment score (Fig. 3C, D), a higher gain of activating H3K27ac mark (Fig. 3E), and increased transcription (Fig. 3F) compared to their counterparts depleted of functional p53 bindings. Contrarily, only 1.7% (7 out of 411) and 3.7% (48 out of 1281) of the compartments that switched from A to B after 1 or 10 h of activation, respectively, harbor functional p53 binding sites, although these tended to have a more moderate decrease in compartment score than compartments depleted of functional p53 binding (light blue area in Fig. 3C, D).

**Fig. 3:**
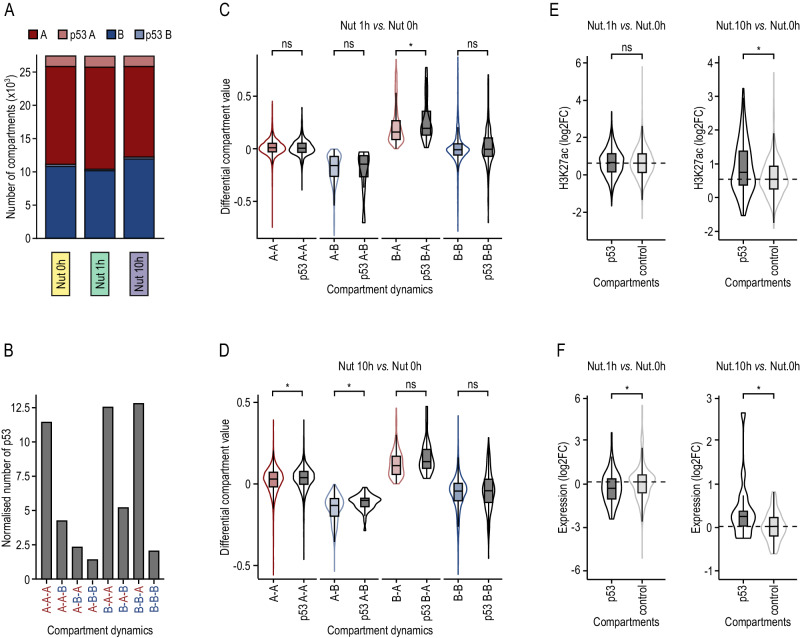
p53 binding to chromatin leads to direct changes in 3D genome topology. **A** Proportion of functional p53 bindings in A/B compartments along p53 activation. p53A/p53B are 100 kb bins in A/B compartment with at least one functional p53 binding. Nut 0 h refers to control cells without p53 activation. **B** Proportion of functional p53 bindings in the different categories of A/B compartments dynamics. Data are normalized by the total number of 100 kb regions considered in each sample. **C** Distribution of differential compartment scores between compartments defined after 1 h of p53 activation and control compartments (Nut 1 h–Nut 0 h). 100 kb regions were classified according to their compartment dynamism and according to the presence or absence of functional p53 binding sites. Two-sided Mann-Whitney test was performed to test whether differential compartment scores differed significantly between compartments with the same dynamics with and without functional p53 binding sites. The number of 100 kb bins in each category is AA: 16,050; p53-AA: 1671; AB:416, p53-AB: 7; BA:1156, p53-BA: 67; BB:10,154, p53-BB: 216. **D** As in (**C**), but in this case differential compartments scores are between compartments defined after 10 h of p53 activation and control compartments (Nut 10 h–Nut 0 h). The number of 100 kb bins in each category is AA: 15,132; p53-AA: 1630; AB:1334, p53-AB: 48; BA:195, p53-BA: 24; BB:11,115, p53-BB: 259. **E** Differential H3K27ac between 1 h (Nut 1 h) and 0 h (Nut 0 h) time points (log2FC), identified at 100 kb regions (compartments) either with (p53) or without (control) an overlapping p53 binding site. Two-sided Mann-Whitney test was performed to test whether p53 and control distributions differed significantly. The number of 100 kb bins in each category is p53: 1961; control: 25,815. **F** As in (**E**), but in this case analyzing the differential H3K27ac between 10 h and 0 h of p53 activation. The number of 100 kb bins in each category is p53: 1961; control: 25,815. **C**–**F** The boxes show the interquartile range (IQR), the central line represents the median, the whiskers add 1.5 times the IQR to the 75 percentile (box upper limit) and subtract 1.5 times the IQR from the 25 percentile (box lower limit). Significance calculated with two-sided Mann–Whitney test. The star indicates *p* values below 0.05.

Collectively, these results show that direct p53 binding drives a displacement towards A compartments, supporting the role of p53 acting as a transcriptional activator and suggesting that indirect p53 effects, occurring at later time points, are more heterogeneous depending on the activating or repressing nature of downstream effectors (e.g., p21^30^, E2F7^31^, and miRNAs^32^).

### Promoter interactome is highly rewired by p53 activation

Since TADs and DNA loops are thought to share a cohesin-driven loop extrusion formation mechanism^10,15^, we investigated whether our observed TAD dynamics during p53 activation may also be accompanied by promoter loop rewiring. To do so, we generate high-quality and reproducible Promoter Capture Hi-C (PCHi-C) libraries using cells collected after 1 and 10 h of Nutlin-3a treatment and control cells treated with the drug vehicle (0 h) (Fig. 1A). Each sample was deep-sequenced, paired-end reads were mapped and filtered using the HiCUP pipeline, and significant interactions of 31,253 annotated promoters were called using the CHiCAGO pipeline (CHiCAGO score ≥ 5) (Suppl. Data 8). Specifically, we detected an average of 78,832 significant interactions per sample (SD = 4067), which were characterized by a median linear distance between promoters and their interacting regions of 260 kb (SD = 12 kb) and an average of 83% (SD = 2.5%) of promoter-to-non-promoter interactions (Suppl. Fig. 5A, B). PCA of CHiCAGO interaction scores demonstrated that promoter interactomes were highly reproducible within each condition and dynamic according to p53 activation state, which was also confirmed by hierarchical clustering (Fig. 4A and Suppl. Fig. 5C, D). Consistent with our previous Hi-C data, 1 h of p53 activation led to the most dramatic changes in the promoter interactome. Specifically, early p53 activation triggered a loss of promoter interactions, mostly affecting longer interactions (>200 Kb) (Fig. 4B–C and Suppl. Fig. 5E), and an increase of promoter-promoter connectivity (Suppl. Fig. 5B). Late p53 activation (10 h of Nutlin-3a treatment) also led to specific promoter-centric topologies, which included an increase of longer interactions (>300 Kb). A closer analysis allowed us to identify clusters of promoter interactions specifically gained at 1 h (C1), 10 h (C2) or both extensions of treatment (C7) of Nutlin-3a (Fig. 4D). Besides, we also recognized clusters of promoter interactions specifically lost during early (C3-4) and late (C6) p53 activation, some of these later re-established at 10 h of Nutlin-3a treatment (C4).

**Fig. 4:**
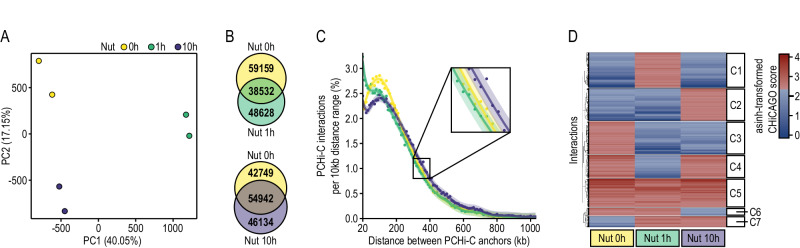
Promoter interactions shift during p53 activation. **A** Principal Component (PC) Analysis of promoter interactomes throughout p53 activation obtained by PCHi-C at the biological replicate level. Numbers in parentheses represent the percentage of variance explained by each principal component. **B** Overlap between significant promoter interactions (CHiCAGO score ≥ 5) before and after 1 h of p53 activation (top) and before and after 10 h of p53 activation (bottom). **C** Observed number of interactions with CHICAGO score ≥ 5 ranked according to the genomic distance between their anchor points. Distances were grouped into 10 kb bins and converted to percentages to facilitate the comparison between samples. Observed percentages were fitted using a linear GAM (see Methods). **D** Heatmap of asinh-transformed CHiCAGO scores. Only interactions found significant in at least one-time point were considered. Clusters were defined based on the presence or absence of interaction significance in each time point, and hierarchical clustering was performed within each predefined cluster to order the interactions order the clusters from C1 to C7. Euclidean distances were measured between interactions and clusters, and the “complete” agglomeration method was used.

Summarizing, our data demonstrated that p53 activation leads to a dramatic rewiring of the promoter interactome that may contribute to reshaping the promoter-enhancer interactome landscape to ultimately control the transcriptional response.

### p53 controls transcription of previously non-associated genes located a few hundred kilobases away

Considering our results and previous knowledge, p53 binds preferentially to distal regulatory elements. In consequence, its target genes are often not directly identifiable, which accounts for a critical gap of knowledge. p53 regulation can occur from hundreds of kilobases away, bypassing several proximal genes, and can even occur in consequence to p53 binding in the intron of a non-target gene^33^. However, transcriptional regulation is conveyed through the physical proximity of communicating enhancers and promoters^34^. Therefore, we used our PCHi-C data to associate 253 p53-bound enhancers with 340 candidate genes to be distally (i.e., over distance) controlled by p53, from now on referred to as p53 distal target genes (Fig. 5A–B and Suppl. Data 9). Among these, we identified examples of previously identified p53 target genes (e.g., *PPM1D*^35^*, TP53INP1*^36^*, PLK2*^37^*, DKK1*^38^*, FUCA1*^39^), but also identified potential new p53 target genes^40^ (e.g., *TGFR2*, *JAG2, BRD7, TENT4B, CD9*). p53 distal target genes were located at a median genomic distance of 116 kb from the functional p53 binding sites (Fig. 5C). Remarkably, only 7.1% (24/340) of these p53-bound enhancers were linked to the nearest gene, highlighting the importance of our long-range promoter interaction data to avoid misleading associations based on proximity within the genomic sequence. Indeed, unlike genes closest to the p53-bound enhancers along the linear genome (labeled as nearest genes in Fig. 5B), p53 distal target genes were enriched in p53-related gene sets (e.g., Reactome transcriptional regulation by *TP53* pathway^41^, p53 dn.v1 up gene set^42^) (Fig. 5D and Suppl. Data 10).

**Fig. 5:**
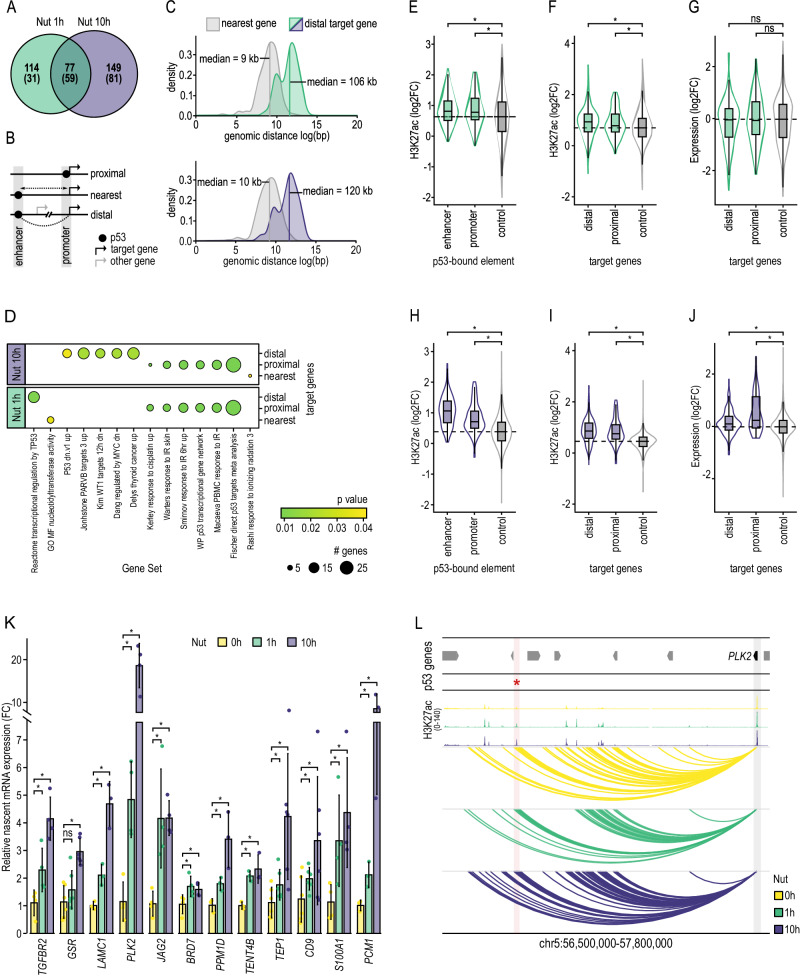
Identification of new p53 distal target genes through enhancer-promoter interactions. **A** Overlap between p53 distal target genes at Nut 1 h and Nut 10 h time points. In parentheses are the number of p53 distal target genes which were primed (already interacting with a distal p53-bound enhancer prior to p53 activation) (i.e., Nut 0 h). Distal target genes are those genes engaging in PCHi-C interaction with a p53-bound enhancer. Nut 0 h refers to control cells without p53 activation. **B** Schematic representation of our definition of p53 target genes. “Proximal” target genes are those with p53 binding at their promoter (i.e., −1000/+200 nucleotides from the TSS). “Nearest” genes are those found closest in linear proximity to a p53-bound enhancer. “Distal” target genes are those found to interact with a distal p53-bound enhancer (defined using PCHi-C data). **C** Density distribution of the distance between the midpoint of a p53-bound enhancer and the transcription start site of the “nearest” gene (gray), or the transcription start site of the “distal” target gene linked by PCHi-C after 1 h (green) or 10 h (purple) of p53 activation. **D** Gene set enrichment analysis of gene sets from the Molecular Signatures Database (MSigDB) with significant enrichment (p-adj <0.05) in one or more p53 target gene groups. Bubble size indicates the number of genes found enriched for a given gene set, and green to yellow corresponds to the decreasing adjusted *p* value for enrichment. *p* values were calculated using a hypergeometric distribution test and adjusted for multiple comparisons using Benjamini-Hochberg (BH). **E** Differential H3K27ac between Nut 1 h and Nut 0 h time points (log2FC) at p53-bound regulatory elements (enhancer and promoter) and genome-wide (control). Genomic regions from p53-bound regulatory elements are excluded from genome-wide analysis. Two-sided Mann-Whitney test was used to test whether the mean H3K27ac log2FC differed significantly between groups using a *p* value cutoff of 0.05 (star). Sample sizes are respectively 175, 82 and 476,760, for enhancer, promoter and control regions. **F** Differential H3K27ac between Nut 1 h and Nut 0 h time points (log2FC) at promoter elements of proximal and distal p53 target genes, and promoter elements of non-targeted genes (control). Two-sided Mann-Whitney test was used to test whether the mean H3K27ac log2FC differed significantly between groups using a *p* value cutoff of 0.05 (star). **G** Differential expression between Nut 1 h and Nut 0 h time points (log2FC) of proximal and distal p53 target genes and non-targeted genes (control). Two-sided Mann-Whitney test was used to test whether the mean H3K27ac log2FC differed significantly between groups using a *p* value cutoff of 0.05 (star). **F**–**G** Sample sizes are respectively 191, 82 and 14,233, for distal, proximal and control genes. **H**, **I** and **J**. As in (**E**, **F** and **G**), respectively, but considering target genes controlled by p53 at 10 h of activation. **H** Sample sizes are respectively 184, 77 and, 189,993, for enhancer, promoter and control regions. **I**, **J** Sample sizes are respectively 226, 77 and 13,803, for distal, proximal and control genes. **E**–**J** The boxes show the interquartile range (IQR), the central line represents the median, the whiskers add 1.5 times the IQR to the 75 percentile (box upper limit) and subtract 1.5 times the IQR from the 25 percentile (box lower limit). Significance calculated with two-sided Mann–Whitney test. The star indicates *p* values below 0.05. **K** Relative nascent mRNA expression (fold change) of p53 distal target genes along p53 activation. A one-tailed Student’s *t* test was used to test whether relative expression differed significantly (*p* value  < 0.05) between adjacent time points for each gene (star). A linear mixed model was used to test whether relative expression differed significantly between adjacent time points, globally. For this, relative expression was averaged between the three replicates at each time point for each gene (*p* value: 6.5e-14 after 1 h, and 4.3e-13 after 10 h. linear mixed model see methods). Error bars correspond to one standard deviation of the mean. **L** Interaction landscape of *PLK2’s* gene promoter (blue shade) showing stable interactions (arcs) with a p53-bound enhancer (red asterisk and pink shade) located 966 kb downstream. H3K27ac profiles along p53 activation are represented at the top. Peak tips colored in black represent a peak going over the scale limit. Arrows symbolize gene placement and orientation along the genomic window.

Next, we validated these p53 distal target genes. First, we observed that enhancers and promoters bound by functional *TP53* binding sites gained significantly more H3K27ac than their control regions during p53 activation (Fig. 5E, H). Similarly, promoters of p53 distal target genes (i.e., gene promoters engaged in a DNA loop with a p53-bound enhancer) gained significantly more H3K27ac than genes that were not directly targeted by p53 (Fig. 5F, I). Moreover, these p53 distal target genes were upregulated at both the nascent transcribed (*p* value: 1e-8 after 1 h, and 1e-7 after 10 h, linear mixed model; see methods) (Suppl. Data 2) and mature messenger RNA levels (Fig. 5G, J, K). 

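The mature mRNA of p53 distal target genes was examined with the lists of Supplementary Data 9, which hold 191 genes at Nut 1h and 226 at Nut 10h, of which 161 and 191 were tested. At Nut 10h the median log2 fold change of the distal target genes was 0.08 (quartiles -0.15 and 0.36), higher by 0.09 than the median of the tested genes that are neither a distal nor a proximal target at that time point (two-sided Mann-Whitney test, n = 191 genes, p = 0.00176, 0.00352 after adjustment over the 4 lists). Of these 191 genes, 52 were upregulated (27.2%, against 13.9% of the other genes) and 24 downregulated (12.6%, against 15.0%). Without a low-count filter the difference was 0.04 and was not significant (p = 0.275, n = 218 genes). At Nut 1h the median of the distal target genes was -0.04 (quartiles -0.64 and 0.42) and did not lie above that of the other genes, with a difference of -0.09 (p = 0.163, n = 161 genes, 0.217 adjusted). Of these 161 genes, 58 were upregulated (36.0%, against 34.5% of the other genes) and 62 downregulated (38.5%, against 32.3%). This difference was -0.02 without Nut 0h replicate 1 and -0.02 without Nut 1h replicate 1. Other settings placed the distal target genes below the other genes at Nut 1h. Without a low-count filter the difference was -0.11 (p = 0.0125, n = 179 genes). It was -0.06 with the GC-content offset (p = 0.0324, n = 161 genes). The fry rotation test, which does not compare the list with other genes, gave p = 0.0101 towards lower values (n = 161 genes). Against 10000 random lists matched on mean expression, the median of the distal target genes was above all random medians at Nut 10h and at the 35.8 percentile at Nut 1h.
Single distal target genes moved both ways at Nut 1h. TP53INP1 rose, with a log2 fold change of 1.39 (standard error 0.13, adjusted p = 8.2e-07, edgeR's quasi-likelihood test), and so did YTHDC2, with 1.04 (adjusted p = 1.24e-06). DDIT4 (chromosome 10, 74033678 to 74035794) fell from 2806 ± 72.6 to 429 ± 19.5 normalized counts (mean ± SD, n = 2 libraries), a log2 fold change of -2.71 (standard error 0.11, adjusted p = 1.37e-09), and CDKN2A fell by 1.50 on the log2 scale (adjusted p = 5.11e-07). YTHDC2 has a GC content of 33.4% and its log2 fold change was 0.00374 with the GC-content offset, whereas DDIT4 kept -2.08 and TP53INP1 0.66. TP53INP1 overlaps NDUFAF6 and CDKN2A overlaps CDKN2B-AS1 in the annotation. The paper takes the gain of H3K27ac at enhancers and promoters and the nascent and mature RNA as part of its evidence that p53 is able to drive transcription over distance.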

The *PLK2* kinase^37^ gene is an example of a p53 distal target gene, which is controlled by a p53-bound enhancer located 966 kb downstream from its transcriptional start site (Fig. 5L). *PLK2’s* promoter and the p53-bound enhancer, both in spatial proximity facilitated by DNA looping, gained activity according to H3K27ac levels upon p53 activation. Besides, *PLK2* was significantly upregulated (Fig. 5K–L). However, in this same example, genes closer to the p53-bound enhancer did not respond to p53 activation. Together, these results provide evidence of p53’s ability to drive transcription from a linear distal location.

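The p53 site of this enhancer lies on chromosome 5 of GRCh37 from 56790601 to 56790823, within an enhancer from 56789702 to 56791882, according to Supplementary Data 9. PLK2, on the minus strand from 57749809 to 57755966, is 966 kb away. Its mRNA rose from 1042 ± 29.4 normalized counts at Nut 0h to 2735 ± 30.6 at Nut 1h and 3630 ± 101 at Nut 10h (mean ± SD, n = 2 libraries). These are log2 fold changes of 1.39 (standard error 0.09, adjusted p = 8.41e-08 from edgeR's quasi-likelihood test) and 1.80 (standard error 0.09, adjusted p = 6.08e-09 from the same test). From the site towards PLK2, the count matrix holds 9 annotated genes, none of them protein-coding, and none had enough counts to be tested. The highest count of any of them in any library was 3. The site itself is inside the long non-coding RNA gene CTD-2023N9.1 (56690887 to 56830331). The nearest protein-coding gene is ACTBL2 (56775845 to 56778638), 12.1 kb away on the other side of the site, which had 8 counts in all 6 libraries together, so that a change was not detectable at this depth. The next protein-coding gene on that side, GPBP1 (56469775 to 56560506), is 230 kb from the site. Its mRNA rose at Nut 1h, with a log2 fold change of 0.71 (standard error 0.09, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test), and was not called at Nut 10h, with -0.21 (adjusted p = 0.112). The GC-content offset gave a log2 fold change at Nut 1h of -0.10 for GPBP1, whose GC content is 38.0%, and of 1.06 for PLK2. At Nut 10h GPBP1 was called lower with the offset, at -0.23.

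**Figure D1:**
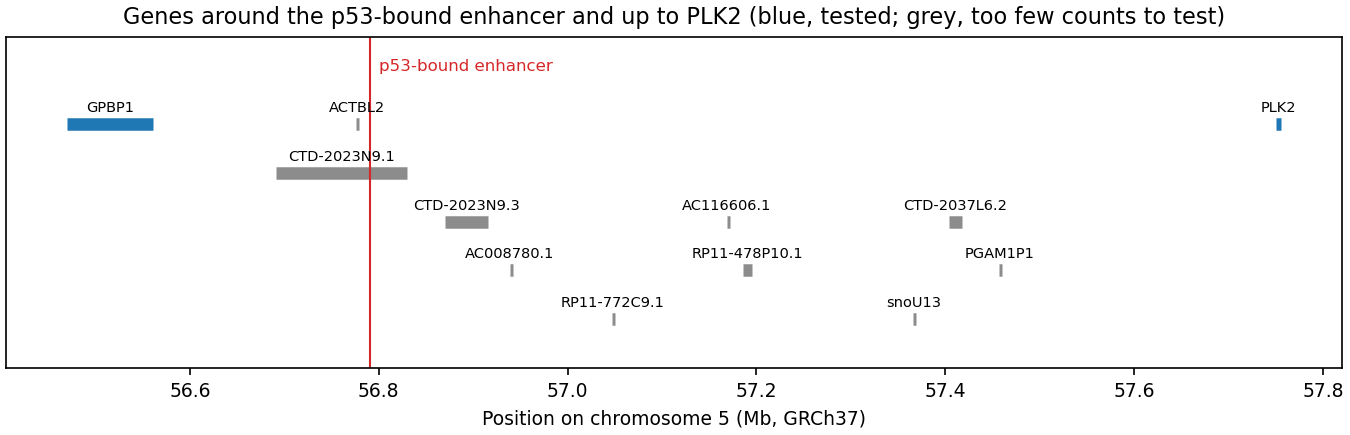
Map of chromosome 5 (x axis, position in Mb on GRCh37) with the p53-bound enhancer as a line. Bars are annotated genes of the count matrix, drawn to scale and placed on several levels for legibility. Genes in blue were tested and genes in grey had too few counts. Between the enhancer and PLK2 no gene was tested, and GPBP1 is the only tested gene drawn on the other side.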

Finally, we investigate the cell type-specificity of the core transcriptional program of genes directly regulated by p53-bound enhancer over distance. To do so, we treated five different cancer cell lines wild type for p53 (Suppl. Fig. 6K) and three human primary cell types (Suppl. Fig. 7A) with 10 µM Nutlin-3a. Cells were collected at 0, 10, and 10 h of treatment and used to quantify the nascent transcript levels of well-known p53 target genes (i.e., *CDKN1A*, *TGFA*, *BAX*) and new target genes distally regulated by p53-bound enhancers that we previously identified (Suppl. Data 2). Globally, the p53-driven transcriptional response was conserved across cell types, whereas the kinetics and strength of the response vary between cell types and genes (Suppl. Figs. 6, 7), supporting the reliability of a new set of p53 target genes previously identified.

Altogether, our analysis demonstrates that DNA looping enables the effect of p53 activation to be broadcasted from enhancers to gene promoters and allows the identification of new p53 distal target genes, obtaining a more complete picture of the p53 gene regulatory mechanisms.

### p53 binding at enhancers leads to neo-loop formation with distal gene promoters

As we previously demonstrated, the promoter interactome was highly rewired during p53 activation (Fig. 4D). Next, we studied whether this rewiring could be caused, at least partially, by dynamic p53-mediated enhancer-promoter interactions. Only 47.1% (90/191) of p53 distal target genes at 1 h of activation were primed (i.e., gene promoter interacting with p53-bound enhancers prior activation) (Fig. 5A). This result suggests a novel role of p53 related to the establishment of DNA looping between enhancers and target gene promoters. Besides, just 23.6% (77/340) of distal target genes were in physical proximity with p53-bound enhancers at both time points (1 h and 10 h of Nutlin-3a treatment), most of which were primed (76.6% (59/77)).

Collectively, these results suggest the co-existence of two mechanisms by which p53 controls transcription of distal genes: i) a stable and primed mechanism that relies on a non-dynamic 3D chromatin structure, which could be associated with a core and stable transcriptional program; and ii) a dynamic and non-primed mechanism associated with the formation and destruction of DNA loops along p53 activation, which could enable tailoring of the response to different types of stress or DNA damage.

We then focused the study of the p53-mediated promoter-enhancer interactome rewiring at early p53 activation (i.e., 1 h of Nutlin-3a treatment) where p53-indirect contributions (i.e., those related with factors transcriptionally controlled by p53) are minimal. Contrary to the general trend of loss of interactions (Suppl. Fig. 8A), p53-bound enhancers increased connectivity with promoters located a median distance of 100 kb away (Fig. 6A and Suppl. Fig. 8A–B). Specifically, 41.2% (91/221) p53-bound enhancers acquired interactions engaging distal target genes after 1 h of Nutlin-3a treatment, none of these being engaged with other genes before p53 activation (Fig. 6B). On the other hand, 25.8% (57/221) of p53-bound enhancers lost connectivity with any gene promoters.

**Fig. 6:**
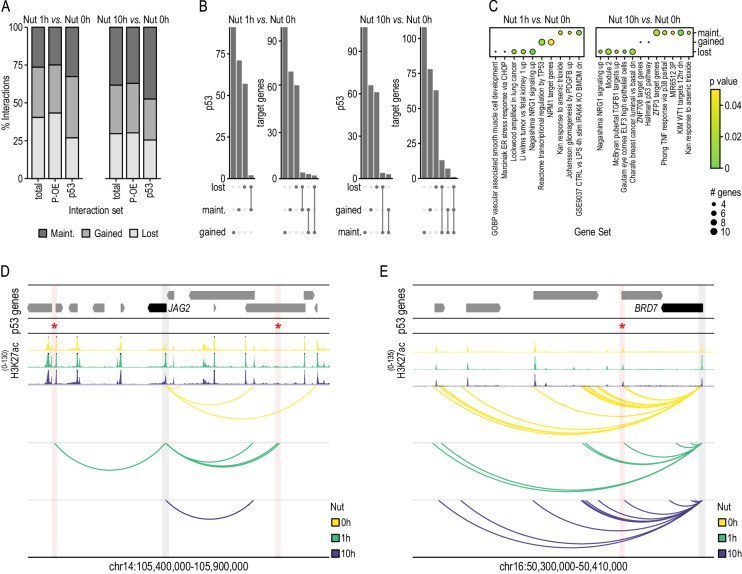
p53 drives the formation of promoter-enhancer interactions or uses pre-established ones to control gene transcription over distance. **A** Percentage of significant promoter interactions (CHiCAGO score ≥ 5) gained, lost, and maintained between Nut 1 h and Nut 0 h time points (left) and Nut 10 h, and Nut 0 h time points (right) respectively. The three interaction sets shown are comparing the total interactomes (total); comparing promoter interactions with non-promoter regions (promoter with other-end or P-OE); and comparing interactomes with a p53 binding site present at either end (p53). Nut 0 h refers to control cells prior to p53 activation. **B** Upset plot showing the overlap between p53 binding sites and p53 distal target genes found at maintained, gained and lost interactions between Nut 1 h and Nut 0 h time points (left) and Nut 10 h and Nut 0 h time points (right). **C** Gene set enrichment analysis of gene sets from the Molecular Signatures Database (MSigDB) with significant enrichment (*p*-adj <0.05) in one or more p53 distal target gene groups defined by the interaction dynamism between Nut 1 h and Nut 0 h (left) and Nut 10 h and Nut 0 h time points (right). Bubble size indicates the number of genes found enriched for a given gene set. *p* values were calculated using a hypergeometric distribution test (or one-sided Fisher exact test) and adjusted for multiple comparisons using Benjamini-Hochberg (BH). **D** Interaction landscape of *JAG2’s* gene promoter (blue shade) showing dynamic interactions (arcs) with two p53-bound enhancers (red asterisk and pink shade) located 186 kb and 185 kb away. H3K27ac profiles along p53 activation are represented at the top. Peak tips colored in black represent a peak going over the scale limit. Arrows symbolize gene placement and orientation along the genomic window. **E** Interaction landscape of *BRD7’s* gene promoter (blue shade) showing stable interactions (arcs) with a p53-bound enhancer (red asterisk and pink shade). H3K27ac profiles along p53 activation are represented at the top. Peak tips colored in black represent a peak going over the scale limit. Arrows symbolize gene placement and orientation along the genomic window.

Pathway-wise, genes that acquired de novo interactions with p53-bound enhancers within 1 h of p53 activation were enriched in the Reactome transcriptional regulation by *TP53* pathway^41^ (e.g., *ATRIP*, *CARM1*, *DDIT4*, *GTF2H4*, *GSR*, *PRDX1*, *TCEB3*, *TP53INP1*, *YWHAH*) (Fig. 6C and Suppl. Data 9, 10). Besides, we also identified a number of target genes not previously associated with p53, which are distally controlled by p53 through new loop (neo-loop) formation and are not observed in control cells before p53 activation (e.g., *E2F2*, *DUSP4*, *SMAD1*, *DNAJA3*, *PPM1D*, *YTHDC2*, *CHD1L*, *KMT2E*, *KIAA1429*). For example, *JAG2* gene, regulator of the Notch signaling pathway, is rapidly upregulated (i.e., its promoter gains H3K27ac and its transcription is increased) by p53 via de novo formation of two DNA loops that engage one p53-bound enhancer each, located 186 kb and 185 kb away from *JAG2*’s transcriptional start site at 1 h of treatment (Figs. 5K and 6D). This transactivation is transient since, at 10 h of p53 activation, both loops are erased, its promoter lost H3K27ac and *JAG2* reduced its transcription rate.

This highly dynamic spatio-temporal promoter interactome contrasts with a topologically stable regulation of both well-known and novel genes by p53 (e.g., *CDKN2A, PLK2, GTF2F2*). For instance, the primed spatial proximity through stable DNA looping of the *BRD7* promoter and the p53-bound enhancer correlated with a gain in activity according to H3K27ac and an increase in nascent transcription levels during p53 activation (Suppl. Data 2, 9 and Figs. 5K and 6E).

Collectively, these findings uncover an unexpected dependence of p53 on both newly formed and pre-existing enhancer-promoter loops to distally control gene transcription and ultimately determine the cellular response to cellular stress.

### Cohesin is required for the p53-mediated transcriptional response

As previously demonstrated, DNA looping enables long-distance broadcasting of p53 transactivation from enhancers to gene promoters. On the other hand, previous studies have shown that cohesin plays a pivotal role in organizing spatio-temporal chromatin architecture by stabilizing DNA loops^43^. Given these premises, we next explored the dependency between p53 on cohesin to trigger a transcriptional response. To do so, we took advantage of HCT116 cells in which all alleles of the cohesin subunit *RAD21* were tagged with an auxin-inducible degron version 2 (AID)^44^. After validating RAD21’s rapid degradation after 6 h of treatment with 1 µM of 5-Ph-IAA, we activated p53 using 10 µM of Nutlin-3a (Suppl. Fig. 9A, B). Treated cells were used to: i) confirm that DNA loops were erased using PCHi-C (Suppl. Fig. 9C, D and Suppl. Data 8); ii) generate high-quality ChIP-seq libraries to genome-wide profile the H3K27ac distribution, which allowed us to characterize active promoters (Suppl. Fig. 7E, F and Suppl. Data 4); and iii) analyze nascent transcript by Real-Time Quantitative Reverse Transcription Polymerase chain reaction (qRT-PCR), which allowed the measurement of gene transcriptional activity (Suppl. Data 2).

Focused on the previously identified 340 p53 distal target genes (Fig. 5A, B and Suppl. Data 9), most of the DNA loops engaging p53-bound enhancers with these distal target gene promoters were erased (67%) or found to reduce their interaction strength (76%) upon cohesin depletion (Fig. 7A, B, G, H), being the shorter-range DNA loops those identified as less dependent on RAD21 depletion, as previously reported^22^ (Fig. 7C, G, H). We observed that RAD21 degradation hindered H3K27ac gain at their promoters during early p53 activation compared with control genes, as opposed to the significant gain of H3K27ac observed in wild-type conditions (Fig. 7D). In addition, we observed a significant drop in transcription rates depicted by the relative nascent mRNA expression levels (*p* value: 0.6 at Nut 0 h, 1.4e-13 at Nut 1 h and 2.0e-15 at Nut 10 h) (Fig. 7E, F). For instance, RAD21 degradation impeded p53-mediated transcriptional upregulation of tumor suppressor gene *PLK2*^37^ (Fig. 7F). Similarly, transcriptional upregulation of *LAMC1*, which encodes for a Laminin Subunit involved in cell adhesion, differentiation and metastasis^45^, as well as *TENT4B*, which encodes for a nucleotidyltransferase involved on RNA metabolic processes^46^, were also compromised (Fig. 7F).

**Fig. 7:**
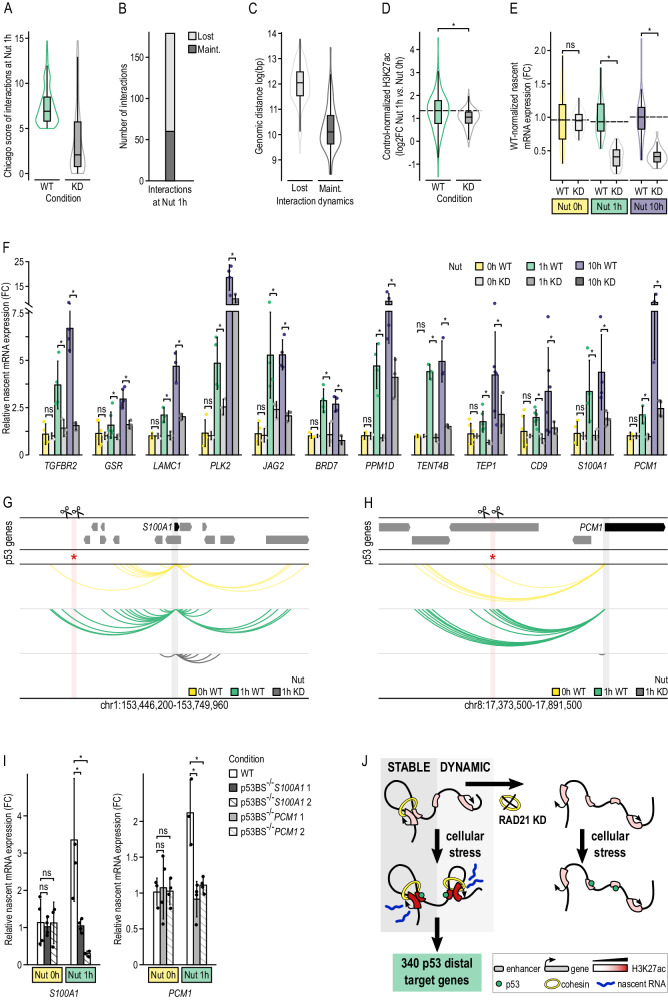
Cohesin depletion impedes p53-mediates transcriptional response. **A** Distribution of CHiCAGO scores of the 179 interactions found between p53-bound enhancers and distal target genes found at Nut 1 h for wild-type (WT) and RAD21 depleted (KD) conditions. **B** Number of significant promoter interactions (CHiCAGO score ≥ 5) lost and maintained between WT and KD conditions at Nut 1 h. **C** Logarithmic distribution of genomic distance of interactions lost (*n* = 135) and maintained (*n* = 68) at Nut 1 h between WT and KD conditions. **D** Control-normalized differential H3K27ac (log2FC) at promoters of p53 distal target genes between Nut 1 h and Nut 0 h time points in wild type (WT) and RAD21 depleted (KD) conditions. Control genes are defined as those not directly targeted by p53. Two-sided Mann-Whitney test was used to test whether the control-normalized mean H3K27ac log2FC differed significantly between groups using a *p* value cutoff of 0.05 (star, *p* value = 3.2e-6). Sample sizes are 191 promoters for WT and 184 promoters for KD. **E** Distribution of wild-type-normalized nascent mRNA expression levels (fold change) of 12 distal target genes along p53 activation in WT or KD conditions, from at least three replicates each. A two-sided Mann-Whitney test was used to test whether expression levels differed significantly between conditions for each time point (star) (*p* value: 0.6 at Nut 0 h, 1.4e-13 at Nut 1 h and 2.0e-15 at Nut 10 h). **A**, **C**–**E** The boxes show the interquartile range (IQR), the central line represents the median, the whiskers add 1.5 times the IQR to the 75 percentile (box upper limit) and subtract 1.5 times the IQR from the 25 percentile (box lower limit). Significance calculated with two-sided Mann–Whitney test. The star indicates *p* values below 0.05. **F** Relative nascent mRNA expression (fold change) of p53 distal target genes along p53 activation in the presence (WT) or absence of RAD21 (KD). A one-tailed Student’s *t* test was used to test whether relative expression differed significantly between conditions at each time point for each gene (star). A linear mixed model was used to test whether relative expression differed significantly between conditions of adjacent time points, globally. For this, relative expression was averaged between the three replicates at each condition and time point for each gene (*p* value: 0.3 at Nut 0 h, and 2.3e-21 at Nut 1 h and 4.3e-16 at Nut 10 h. linear mixed model see Methods). Error bars correspond to one standard deviation of the mean. **G** Interaction landscape of *S100A1’*s gene promoter (blue shade) showing interactions (arcs) with a p53-bound enhancer (red asterisk and pink shade) located 101 kb upstream. Arrows symbolize gene placement and orientation along the genomic window. **H** Interaction landscape of *PCM1’*s gene promoter (blue shade) showing interactions (arcs) with a p53-bound enhancer (red asterisk and pink shade) located 202 kb upstream. Arrows symbolize gene placement and orientation along the genomic window. **I** Levels of relative nascent mRNA expression at 0 and 1 h after p53 activation, measured by qRT-PCR, for *S100A1* (left), in wild type cell and both clones of CRISPR deletions targeting the p53 binding site distally acting on *S100A1* (p53BS^−/−^ *S100A1*); and for *PCM1* (right), in wild type cells and both clones of CRISPR deletions targeting the p,53 binding site distally acting on *PCM1* (p53BS^−/−^ *PCM1*). **J** Graphical representation of both mechanisms by which p53 controls transcription of distal genes: i) a stable and primed mechanism that relies on a non-dynamic 3D chromatin structure; and ii) a dynamic and non-primed mechanism associated with the formation and destruction of DNA loops along p53 activation.

Summarizing, these results disclose a novel association between p53 and cohesin in the context of cellular stress and demonstrate that RAD21 degradation reduces p53-mediated distal promoter activation and compromises p53-driven transcription response.

### CRISPR-Cas9-based functional validation of new p53 direct target genes

Finally, we formally proved the new mechanistic model that we propose being that p53 controls transcription of distal target genes via DNA looping engaging p53-bound enhancers and gene promoters. To do so, we selected two target genes (i.e., *S100A1* and *PCM1*) controlled by a single p53-bound enhancer each, located 101 kb and 202 kb away from their promoter region, respectively (Fig. 7G, H). Using CRIPR-Cas9 methodology, we generated homozygotic clones lacking the p53 sequence-specific DNA motif (Suppl. Fig. 9G), which were treated with Nutlin-3a. After validation of p53 activation by qRT-PCR and WB (Suppl Fig. H, I), we quantified nascent transcription. As shown in Fig. 7I, both distal target genes were found to no longer transcriptionally respond to p53 activation after deletion of the distal p53 sequence-specific DNA motif identified as the regions bound by their targeting p53.

Collectively, these results support reliability of the set of new p53 direct target genes distally controlled by p53-bound enhancers and uphold the mechanistic model by which DNA looping enables the effect of p53 activation to be broadcasted from enhancers to gene promoters to ultimately trigger a transcriptional response (Fig. 7J).

## Discussion

Although the tumor suppressor p53 was first characterized as a transcription factor 44 years ago^47–57^, there are still many unresolved questions about its mechanism of action, including its interplay with the 3D genome organization to ultimately trigger the activation of hundreds of genes in a highly coordinated fashion. Here, using a fine-scale multi-omics time course, we demonstrated that p53 activation drives dramatic genome-wide changes in genome compartments, TADs and DNA loops to ultimately trigger a temporally dependent transcriptional response against cellular stress.

Unexpectedly, we observed that the most changes in spatio-temporal genome organization occur at 1 h of p53 activation, prior to any dramatic p53 protein activation, significant cell cycle alterations or apoptosis. This finding agrees with a previous study that identified ∼200 genes being rapidly activated only 30 min after p53 activation using Global Run-on Sequencing (GRO-Seq) analysis^58^. However, with few exceptions^59–61^, most genome-wide alterations in 3D genome architecture associated with any cellular perturbation have been reported at later time points, suggesting a slower chromatin dynamism or advising the redesign of these time-resolved studies to capture early events. These changes in spatio-temporal genome organization include direct p53 effects, immediately associated with its binding to DNA, and indirect p53 effects driven by factors transcriptionally regulated by p53. For instance, we have identified chromatin remodelers (e.g., *BRD7*, *CHD1L*), transcriptional co-activators (e.g., *CARM1*), transcription factors (e.g., *E2F2*, *SMAD1*), components and regulators of the transcriptional machinery (e.g., *GTF2H4*, *TCEB3, GTF2F2*) and epigenetic modifiers (e.g., *KMT2E*) as p53 distal target genes that may also contribute to DNA topological alterations. Direct p53 effects, which mainly contribute to dynamism at 1 h of p53 activation, are primarily associated with gain of compartmental activity and enhancer-promoter loops. Here, we emphasize that these effects occur in early response, when the confounding effects of indirect transcriptional and post-transcriptional regulation are minimal. Our findings support the role of p53 as a transcriptional activator and demonstrate a previously unappreciated architectural role as a regulator at distinct topological layers. Contrarily, indirect p53 effects could mainly contribute to later dynamism and are more heterogenous depending on the activating or repressing nature of the downstream effectors.

The identification of reliable and reproducible p53 direct targets genes has been historically challenging due to the misleading association of p53-bound enhancers to target genes based on sequence proximity. Indeed, previous studies only considered as potential p53 direct targets those genes found differentially expressed following p53 activation or inactivation, whose transcriptional start sites are located from 5^62^ to 100 kb^63^ away from a p53 binding event. However, enhancers have the capacity to regulate genes located up to a few megabases away^64–66^ and p53-bound enhancers should not be an exception to the rule. To overcome this limitation, in this work, we made use of PCHi-C^67^, a methodological breakthrough that we developed to associate distal regulatory elements and target genes in a genome-wide, unbiased manner^68,69^. Specifically, we identified 340 p53 distal target genes, including previously defined target genes as well as new ones. In fact, using as reference a survey of 346 target genes derived from 319 individual gene studies^40^ and a set of 3509 target genes derived from 16 high-throughput data sets^40^, only 13 and 89 of our p53 distal target genes, respectively, were previously identified, in part due to the bias of analyzing only proximal regions to p53-binding sites and promoters. Indeed, p53 distal target genes that we identified were located at a median distance of 116 kb from the functional p53 binding sites, outside of the largest arbitrary window of 100 kb previously established. Moreover, only 7% of the p53 distal target genes that we identified were found to be the nearest gene of the targeting p53-bound enhancers. These results, all together, showcase the power of our long-range promoter interaction data to provide a more comprehensive landscape of the p53 direct transcriptional regulome. Another limitation in the identification of the true set of p53 target genes is the frequent use of late time points of p53 activation. This strategy unavoidably includes confounding indirect effects and does not capture early p53 targets genes dynamically regulated in time. Finally, identification p53 direct targets has historically been performed using poly-A mature RNA-seq (mRNA) analysis along p53 activation. However, as we demonstrated, mRNA levels do not fully capture the p53-driven transcriptional effects, hindering the identification of truly direct p53 targets. 

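For the 12 distal target genes of Fig. 5K, the RNA-seq counts were set beside the paper's nascent qRT-PCR values of Supplementary Data 2. In the paper's values the mean relative nascent RNA of the 12 genes lay between 1.58 and 4.84 at Nut 1h and between 1.59 and 18.6 at Nut 10h, above 1 for all 12. In the RNA-seq counts the mature mRNA of 7 genes was upregulated at Nut 1h, that of JAG2 was downregulated and 4 genes were not called. At Nut 10h 5 genes were upregulated, BRD7 was downregulated and 6 genes were not called. Across the 12 genes, log2 nascent RNA and the mature log2 fold change had a Pearson r of -0.09 at Nut 1h (two-sided permutation test with 100000 permutations, n = 12 genes, p = 0.741) and a Spearman rho of 0.06 (permutation p = 0.868). At Nut 10h r was 0.56 (permutation p = 0.0565) and rho 0.31 (permutation p = 0.319). Adjusted over these 4 relations, the permutation p-values were 0.868, 0.868, 0.226 and 0.637. Without the 2 genes farthest from the median nascent value, r was -0.29 at Nut 1h (without PLK2 and JAG2) and -0.20 at Nut 10h (without PLK2 and BRD7), so the relation at Nut 10h rests on those genes. Genes are not independent replicates.
JAG2 (chromosome 14, 105607319 to 105635161) had the largest discrepancy. The paper's nascent value was 4.16 ± 1.79 at Nut 1h (SD, n = 4) and 4.17 ± 0.628 at Nut 10h (SD, n = 4). Its mature mRNA fell from 7923 ± 563 normalized counts at Nut 0h to 3291 ± 282 at Nut 1h and was 8922 ± 1214 at Nut 10h (mean ± SD, n = 2 libraries). The log2 fold change was -1.27 at Nut 1h (standard error 0.11, adjusted p = 5.57e-07 from edgeR's quasi-likelihood test) and 0.17 at Nut 10h (standard error 0.11, adjusted p = 0.271 from the same test). JAG2 has a GC content of 64.1%, the highest of the 12 genes, and its log2 fold change at Nut 1h was -0.12 with the GC-content offset, under which r across the 12 genes was 0.56. JAG2 also overlaps an unnamed gene in the annotation. S100A1 had 36.1 ± 7.35 normalized counts at Nut 0h, and its log2 fold change of -0.12 at Nut 1h had a standard error of 0.30. It overlaps S100A13 in the annotation. PCM1 was upregulated at Nut 1h (log2 fold change 0.72, adjusted p = 1.4e-05) and unchanged in this test at Nut 10h (-0.00441, adjusted p = 0.980), while the paper's nascent value was 2.12 at Nut 1h and 8.51 at Nut 10h. With the GC-content offset, the log2 fold change of PCM1 at Nut 1h was -0.02.

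**Figure D2:**
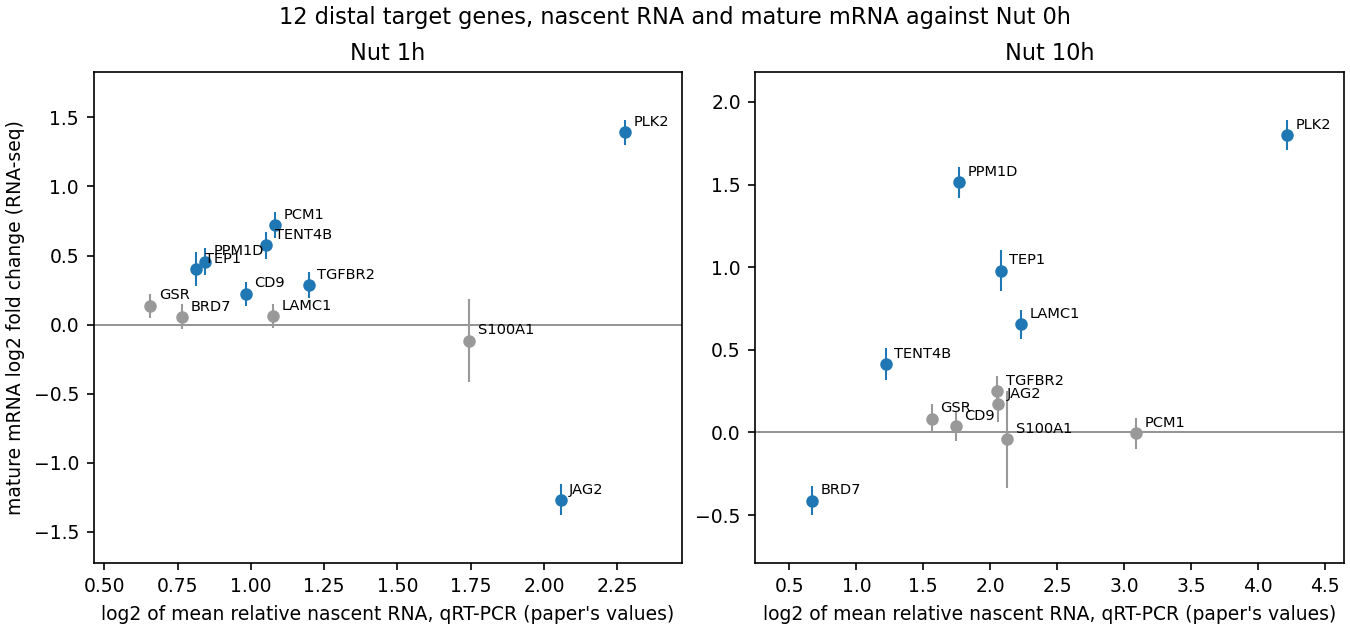
Log2 fold change of mature mRNA (y axis, RNA-seq, bars are the standard error of the fit) against log2 of the mean relative nascent RNA (x axis, the paper's qRT-PCR values) for 12 distal target genes at Nut 1h and Nut 10h. Blue points had an adjusted p-value of at most 0.05 and grey points did not. At Nut 1h JAG2 is the only gene below 0 among the blue points, at -1.27.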

We think that the discrepancies between steady state levels of mature RNAs and nascent transcripts levels that we mainly identified at the early time point could be explained by the p53-driven transcriptional upregulation of micro RNAs and RNA binding proteins (RBPs) that could ultimately affect mRNA stability and steady-state levels of mature RNAs. Specifically, 7 microRNAs and 84 RBPs are significantly upregulated upon 1 h of p53 activation. Among these, two microRNAs (miR-1293 and miR-1915) and nine RBPs (*SRSF1, EIF3, BRBM4, RBM14, ESRP2, RBM12B, PUF60, DNAJC17*, and *EIF3B*) are distally controlled by p53-bound enhancers. Moreover, miR-4738 has a functional p53 binding at its promoter region.

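The count matrix holds 1377 genes with a microRNA symbol (MIR), of which 347 had at least 1 count in any library and 38 passed the low-count filter. Of these 38, 14 were upregulated at Nut 1h and 7 downregulated (adjusted p of at most 0.05 in edgeR's quasi-likelihood test over all tested genes), and 4 were upregulated at Nut 10h. Adjusted over the list alone, 14 were upregulated. The number depended on the filter and the tool, with 19 upregulated microRNA genes without a low-count filter and 11 with DESeq2. In the authors' deposited table, 8 genes with such symbols are upregulated at Nut 1h. Of the 14 upregulated genes, 6 overlap another annotated gene, whose reads could not be told from theirs. Another 2 are annotated as another kind of gene, and 2 had no match in the annotation. Of the 14, 9 had fewer than 20 counts in each Nut 0h library.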

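MIR1293 (chromosome 12 of GRCh37, 50627925 to 50627995) had 0 counts in all 6 libraries, and MIR1915 (chromosome 10, 21785491 to 21785570) had 0 and 2 counts at Nut 0h, 0 in both Nut 1h libraries, and 3 and 2 at Nut 10h. MIR4738 (chromosome 17, 73780602 to 73780688), which overlaps H3-3B, had 0 counts in all 6 libraries. A count of 0 allows up to 3 counts, which is 0.0945 and 0.115 CPM in the Nut 1h libraries. These limits cover counting error only. Changes of these 3 microRNA genes were not detectable in these libraries. The paper describes no library made for small RNAs, so depth need not be the reason.
Of the 8 RNA binding proteins named here that stand for a single gene, with RBM4 taken for the name BRBM4, 3 were upregulated at Nut 1h. RBM4 had a log2 fold change of 1.38 (adjusted p = 1.15e-05 from edgeR's quasi-likelihood test), RBM12B of 0.80 (adjusted p = 8.28e-06) and SRSF1 of 0.46 (adjusted p = 0.000552). Another 4 of them were downregulated, PUF60 with -0.95 (adjusted p = 7.92e-06), ESRP2 with -0.74 (adjusted p = 9.93e-06), RBM14 with -0.59 (adjusted p = 0.000221) and EIF3B with -0.36 (adjusted p = 0.00544). DNAJC17 was not called (-0.22, adjusted p = 0.171). The authors' deposited table gives the same directions, with the same 3 genes upregulated, the same 4 downregulated and DNAJC17 not called. Adjusted over the list alone, 3 were upregulated, which is not independent evidence, since the study chose the genes on these samples. With the GC-content offset only RBM4 was upregulated, with 0.78, and SRSF1 and RBM14 were downregulated, with -0.30 and -0.37. RBM4 overlaps RBM4B and RBM14-RBM4 in the annotation, so its counts and those of RBM14 are uncertain.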

In this study, we have also shown that the p53 regulome is characterized by extensive rewiring of the p53-bound enhancer-promoter loops. Previous studies^6–8,70^ proposed a mechanism, also called the permissive model, by which p53 relies on pre-programmed and stable enhancer–promoter loops to rapidly respond to p53-activating stimuli^71^. However, these studies used chromosome conformation capture technology to analyze only a few p53-bound enhancer-promoter loops. Using an unbiased genome-wide high-resolution approach, we have shown the co-existence of an additional dynamic and non-primed mechanism, called the instructive model, by which p53 controls transcription of distal genes through the formation and destruction of p53-bound enhancer-promoter loops (Fig. 7J). The permissive model could be associated with a rapid core transcriptional response structurally stable in time. Contrarily, the instructive model could be associated with a dynamic transcriptional response over time and may enable tailoring the response to different types of stress.

p53 binds a core set of regions regardless of cellular and epigenetic contexts via high-affinity recognition of its binding motif without the need of auxiliary transcription factors^27^. However, despite its largely invariant binding, p53 leads a highly cell-type-specific and stimulus-specific transcriptional response previously associated with permissiveness of the epigenetic environment^28,29^. On top of the dynamism along p53 activation, p53-bound enhancer-promoter loops could also be cell-type and stimulus-specific, restricting the p53 targets available for direct transactivation. This type of structural guidance would ultimately allow tailoring the response to different types of stress responses and pathway activations. Further investigations to decode the cell-type-specific and stimulus-specific variation of the p53-centric spatio-temporal genome architecture will be needed to fully understand the variable p53 transcriptional response.

Emphasizing the relevance of spatio-temporal genome architecture, here we showed that cohesin was critically required for the induction of distal target gene expression triggered by p53 activation. Since cohesin removal leads to deletion of promoter-enhancer interactions^10,14^, our findings reinforce the critical role of DNA loops in mediating transcriptional changes in response to cellular stress. Paradoxically, cohesin depletion has little impact on steady-state gene transcription and enhancer activity^10^. However, two recent studies have implicated cohesin in inducible gene transcription. Specifically, it has been demonstrated that RAD21 removal hinders macrophages’ transcriptional response to the endotoxin lipopolysaccharide stimulation^23^ and prevents neurons from establishing transcriptional programs in response to new stimuli^24^. In agreement with these results, our findings demonstrate that cohesin is critical to support changes in transcriptional response, as opposed to the maintenance of a stable transcriptional landscape (Fig. 7J).

Although in this study we have been focused on the cohesin-dependent loop extrusion model, it is important to highlight that p53 has an intrinsically disordered domain^72^. Intrinsically disordered proteins have the capacity to undergo liquid-liquid phase separation to form membrane-less droplets that act as transcriptional condensates, promote gene expression, and remodel 3D chromatin organization^73^. However, to what extent p53 has the ability to induce topological changes in genome architecture through this mechanism and what the transcriptional consequences would be remains unknown.

Finally, our findings not only advance our understanding of p53 biology, but also pave the way for better-informed p53-based cancer therapies. Tumor suppressor gene *TP53* is the most frequently mutated gene in cancer^74^. p53-based therapy can either re-establish the functionality of mutant p53 proteins or safeguard wild-type p53 from degradation in the cases of over-activity of its negative regulators (e.g., HDM2, HDM4). However, only a few of these therapeutic strategies have reached late-stage clinical trials for various types of cancer^75–77^ and no drugs have been approved in Europe or USA up to date^78^. One of the multiple reasons behind the limited success of this strategy to safeguard wild-type p53 could be the presence of loss-of-function mutations affecting p53 distal target genes. In this scenario, treatments to block p53 degradation would not be effective since the p53-mediated transcriptional response is compromised in a p53-independent manner. For this reason, a comprehensive list of true p53 direct target genes may help to better predict which patient will respond based on preservation of the wild-type cascade downstream of p53. Another potential reason of failure of p53-based therapeutic approaches could be associated with mutations affecting cohesin. Although cohesin mutations are frequent in several types of cancer^74,79,80^, the mechanisms by which these mutations trigger cancer development and progression are not completely understood^81^. The Cancer Genome Atlas project has reported a comprehensive landscape of molecular alterations in bladder cancer, which includes mutations affecting p53 and cohesin in 49% and 11% of the cases, respectively^82^. Since our study disclose a p53 dependency on cohesin to drive a tumor suppressor transcriptional response, further investigations of mutually exclusive or synergistic effects of p53 and cohesin mutations are required to ultimately guide better therapeutic decisions.

Altogether, our study implicates spatio-temporal genome architecture as an instructive force for implementing a p53 transcriptional response to cellular stress, identifies a new set of reliable p53 direct target genes, and may help the future design of better-informed p53-based cancer therapies.

## Methods

### Cell culture

HCT116 (RRID:CVCL_0291), HCT116-RAD21-mAC (kindly provided by Dr. Masato T. Kanemaki), SH-SY5Y (RRID: CVCL_0019), and HepG2 (RRID:CVCL_0027) cell lines were cultured in RPMI1640 medium with Glutamax (Fisher Scientific #61870044) supplemented with 10% FBS (Life Technologies #10270106) and penicillin-streptomycin (Dutscher #L0022-100). MCF-7 (RRID:CVCL_0031), C32 (RRID:CVCL_1097), and CAKI-1 (RRID:CVCL_0234) were cultured in DMEM-Glutamax (Lifetechnologies cat#61965-026) supplemented with 10% FBS and penicillin-streptomycin. Human Umbilical Vein Endothelial Cells (HUVEC) (Lonza, C2519A) and Human Dermal Lymphatic Endothelial Cells (HDLEC) (Promocell, C-12217) were cultured in 0.5% gelatine‐coated culture well in EGM2 medium (PromoCell, C-22211) supplemented with Endothelial Cell Growth Medium 2 KIT (Promocell, C-22111), 10% FBS (Gibco, 10270-106), 1% penicillin/streptomycin (Gibco, 15140-122). Human Pericytes from Placenta (hPC-PL) (Promocell, C-12980) were cultured in Perycte growth media (Promocell, C-28041) with supplement mix, 10%FBS (Gibco, 10270-106), 1% penicillin/streptomycin (Gibco, 15140-122).

Cell cultures were kept in a humid incubator at 37 °C at 5% CO2. Besides, to activate p53 response, cells were supplemented with 10 µM of Nutlin-3a (Quimigen #HY-10029) dissolved in DMSO and incubated for the required time. To reverse p53 response, Nutlin-3a treated cells were washed twice with PBS1x, and cultured in completely fresh growth media for an additional 24 h. Degradation of the AID2-tagged RAD21 protein was induced by addition of 1 µM of 5-Ph-IAA (MedChemExpress #HY-134653) dissolved in DMSO for at least 6 h prior to further experimental procedure. Appropriate negative controls for each condition were established by incubating the cells with the drug vehicle (DMSO).

### p53 binding site CRISPR-targeting

Single guide RNA (sgRNA) sequences targeting p53 binding sites were obtained from the GRCh37.p13 genome. Two sgRNAs surrounding the p53 binding motif (length 222 bp and 224 bp for the binding sites associated with *S100A*1 and *PCM1*, respectively) and with high predicted cleavage (On-target score >60^83^ and Off-target score >50^84^ were selected using the “CRISPR Guide RNA Design Tool” (https://www.benchling.com). For the different loci of interest to be deleted, sgRNAs for each side were cloned into pX330-GFP-hSpCas9 (https://www.addgene.org/128385/) and pX330-BFP-hSpCas9 (https://www.addgene.org/64323/) respectively. Precise cloning was validated by Sanger sequencing before gene targeting experiments. Sequences of the oligonucleotides used are provided in Suppl. Data 11.

According to the manufacturer’s instructions, HCT116 cells were transfected by nucleofection using Kit V and program D-032 (Amaxa Nucleofector, Lonza). A mix of 1 µg of each plasmid (pX330-GFP and pX330-BFP) in 100 µl of nucleofection solution was used to transfect 1 × 10^6^ cells. Two sets of nucleofection were done for each condition and cells were pooled together for recovery. The day after, cells were washed with PBS1x to remove cellular debris, and GFP/BFP double-positive cells were selected among the population by single-cell FACS sorting. After expanding the GFP+/BFP+ clones, their DNA was extracted (Wizard Genomic DNA Purification Kit (Promega #A1120)) and analyzed by PCR to detect clones carrying bi-allelic deletions on the regions of interest.

### Cell cycle analysis by FACs

After incubation with drugs or vehicle, 10^6^ cells per condition were collected in a single cell suspension, washed in PBS1x, fixed by adding 0.9 ml of ice-cold 70% ethanol dropwise while vortexing and stored at −20 °C for at least 24 h. On the day of the analysis, cells were spun down at 1000 *g*, 5 min and washed with PBS1x. Cells were stained for 30 min at room temperature using FxCycle PI/RNase Staining Solution (Life Technologies #F10797) following manufacturer’s instructions. Cell cycle was assessed using BD FACSCanto^TM^ II flow cytometer and data was analyzed using the Watson Pragmatic algorithm platform provided by FlowJo v10^85^.

### Western blot

For validation of drug treatments, at least 5 × 10^6^ cells from different conditions were harvested, and washed with cold PBS1x. Cytoplasmatic membranes were lysed with 0.1% Triton X-100 (AppliChem #A4975,0100) diluted in ice-cold Sucrose Buffer (0.32 M Sucrose, 10 mM Tris-HCl pH8, 3 mM CaCl_2_, 2 mM Magnesium Acetate, 0.1 mM EDTA) supplemented with Pierce^TM^ Protease and Phosphatase Inhibitor Mini Tablets, EDTA-free (Thermo Scientific #A32961). Cytosolic fractions were collected after centrifugation at 1000 × *g*, 3 min, 4 °C; and nuclei were lysed 30 min at 4 °C in rotation, in ice-cold RIPA buffer (50 mM TisHCl pH8, 150 mM NaCl, 1%NP40, 0.5% Na-deoxycholate, 0.1%SDS) containing Pierce^TM^ Protease and Phosphatase Inhibitor Mini Tablets, EDTA-free (Thermo Scientific #A32961) and 1 mM DTT (Merck Life Science #DO632- 1G). Cell lysates were sonicated using a UP50H Hielscher sonicator (1cy, 90%amp, 10 s per burst, 3 bursts per sample) and clear cell extracts were collected after centrifugation at max speed, 8 min, 4 °C. Total cell lysates were quantified using BCA Pierce^TM^ (Thermo Scientific #23225) and at least 20 µg of protein were resolved on 12 or 15% polyacrylamide gels, transferred onto nitrocellulose membranes and incubated with appropriate primary and secondary antibodies. The following primary antibodies were used: p53 DO1 (Santa Cruz Biotechnology, sc-126, diluted 1:200), p53 (phospho S46) (Abcam, ab76242, diluted 1:5000), CDKN1A (Abcam, ab109520, diluted 1:1000), RAD21 (Abcam, ab992, diuted 1:1000), Vinculin (Abcam, ab129002, diluted 1:10,000), H3 (Thermo Fisher Scientific, PA5-16183, diluted 1:4000), α-Tubulin (SIGMA-ALDRICH, T6199, diluted 1:10,000). The following secondary antibodies were used: IRDye 800CW Goat anti-rabbit IgG secondary antibody (LICOR #926-32211, dilute 1:10,000) and IRDye 680RD Goat anti-mouse IgG secondary antibody (LICOR #926-68070, dilute 1:10,000).

Immunoblots were imaged using an Odyssey CLx imager and Image Studio Lite v5.2. For the quantification, optical density was measured using Image Studio Lite Version 5.2 and normalized by that of its housekeeping protein (Suppl. Data 1). Plots show fold change of each condition versus Nut 0 h (DMSO-treated) cells. Statistical significance was tested in fold change ratios using a non-parametric Mann-Whitney test (*p* < 0.05).

### In situ Hi-C and PCHi-C libraries generation

Hi-C and PCHi-C libraries were prepared as described in ref. ^68^. Briefly, cells were fixed in DMEM medium supplemented with 10% FBS and 2% methanol-free formaldehyde for 10 min rotating at room temperature. After quenching the formaldehyde with 0.125 M glycine and washing the cells with 1X PBS, nuclei were extracted by lysing the cells in 10 mM Tris-HCl pH 8.0, 10 mM NaCl, 0.2% IGEPAL CA630 (SIGMA-ALDRICH #18896-50 ML), 1× cOmplete EDTA-free protease inhibitor cocktail. Chromatin was digested overnight with HindIII enzyme and the cohesive restriction fragment ends were filled in with dCTT, dTTP, dGTP and biotin-14-dATP (Invitrogen #19524-016) nucleotides. After blunt-end ligating the restriction fragment ends, the chromatin was decrosslinked by incubating overnight with proteinase K and purified by phenol:chloroform:isoamyl alcohol 25:24:1 (SIGMA-ALDRICH #P3803-100ML) extraction.

Non-informative biotin at restriction fragment ends was removed by incubating the samples with dATP and T4 DNA polymerase (New England Biolabs #M0203S). After purifying the DNA again with phenol:chloroform:isoamyl alcohol extraction, 10 µg of the chromatin was sheared using a Covaris M220 focused ultrasonicator in 130 µl cuvettes using the following parameters: 20% duty factor, 50 peak incident power, 200 cycles per burst, 65 s. The ends were end-repaired and dATP-tailed, followed by a biotin-pulldown using Dynabeads MyOne streptavidin C1 paramagnetic beads (Thermo Fisher #65001) to enrich for those DNA fragments which contain information of a chromatin loop. PE Illumina adapters (Suppl. Data 11) were ligated to the sample and the library was amplified for eight cycles. Finally, the library was purified using a SPRI bead double-sided selection (0.4–1 volumes). The size and concentration of the finished Hi-C libraries were assessed by DNA ScreenTape Analysis (Agilent #5067-5582) on an Agilent 2200 Tapestation.

For PCHi-C libraries, 500–1000 ng of Hi-C library were captured using the SureSelectXT Target Enrichment System for the Illumina Platform (Agilent Technologies) as instructed by the manufacturer. Captured library was amplified a total of 4 cycles, and the size and concentration of the finished PCHi-C libraries were assessed by high-sensitivity DNA ScreenTape Analysis (Agilent #5067-5584) on an Agilent 2200 Tapestation.

### ChIP-seq library preparation

Cells were crosslinked in 1X PBS supplemented with 1% methanol-free formaldehyde (Thermo Fisher #28908) for 10 min rotating at room temperature. After quenching the formaldehyde with 0.125 M glycine for 5 min rotating at room temperature. After washing the cells with 1X PBS, pelleted cells were lysed in 1% SDS (AppliChem #A0676,0250), 10 mM EDTA (Invitrogen #AM9260G), 50 mM Tris-Cl pH 8.1 (Invitrogen #AM9855G) at 4 °C for 20 min. Samples were sonicated using a Covaris M220 focused ultrasonicator at a concentration of 20 × 10^6^ cells/ml using the following parameters: 10% duty factor, 75 peak incident power, 200 cycles per burst, 15 min. After centrifuging the samples at 18,407 × *g* to remove cell debris and recovering the chromatin-containing supernatant, 33 µl of sonicated chromatin were prepared for immunoprecipitation by adding 267 µl of buffer containing 1% Triton (AppliChem #A4975,0100), 1.2 mM EDTA, 16.7 mM Tris pH 8, 167 mM NaCl (Invitrogen #AM9760G), 1X cOmplete protease inhibitor cocktail (Merck cat. #11873580001) and the appropriate amount of antibody (1ug of α-H3K27ac and 0.5 µg of α-H3K4me1; Diagenode #C15410196 and #C15410194, respectively). Samples were incubated rotating at 4 °C overnight. Chromatin was immunoprecipitated by adding 10 µl of both protein A and protein G-conjugated paramagnetic beads (Invitrogen #1001D and #1003D, respectively) and incubated at 4 °C for 1 h. After washing the beads, chromatin was decrosslinked overnight at 65 °C using proteinase K (ThermoFisher Scientific #EO0491) and purified using 1.1 volumes of SPRI beads according to the manufacturer’s instructions (CleanNA #CNGS-0050). For ChIP inputs, an equivalent amount of sonicated chromatin was directly decrosslinked and purified as before.

ChIP-seq libraries were performed using the KAPA HyperPrep Kit (Roche #07962363001) according to the manufacturer’s instructions using Truseq Illumina adapters and PCR primers described in Suppl. Data 11. Samples were sequenced to reach a minimum number of either 20 M or 45 M valid paired-read for H3K27ac and H3K4me1 histone marks respectively.

### RNA-seq library preparation

RNA was extracted from 200,000 frozen cell pellets using the RNAeasy Mini Kit (Qiagen #74104) following the manufacturer’s instructions. Total RNA’s integrity and concentration were assessed using RNA ScreenTape Analysis (Agilent #5067-5576) on an Agilent 2200 Tapestation. Samples were sequenced to reach a minimum number of 30 M unique valid paired reads.

### qRT-PCR

RNA was extracted from the corresponding conditions from 200,000–250,000 cell pellets using the RNeasy Mini Kit (Qiagen #74104) according to the manufacturer’s instructions. On-column DNase (Qiagen #79254) treatment was applied to ensure no traces of genomic DNA were carried over during the genomic purification. The RNA was retrotranscribed using the SuperScript III First-Strand Synthesis System kit (ThermoFisher #18080051) according to the manufacturer’s instructions using random hexamer priming and the final cDNA was further diluted to 3.7 ng/ul.

qRT-PCR primers for a given gene were designed against the most common intron between alternative transcripts (merged Ensembl/Havana database for protein coding transcripts) using Primer3 web tool (v.4.1.0 https://primer3.ut.ee/) using the following parameters: product size ranges 100–150, optimal primer Tm 60 °C, the rest in default. The primers were further checked for unique hybridization on the genome using the UCSC BLAT web tool using the GRCh37/hg19 human version of the genome, and tested for their amplification efficiency (between 85 and 115%, Suppl. Data 11).

The qRT-PCR reactions were carried out on 384-well plates using a QuantStudio 7 Flex Real-Time PCR System (ThermoFisher #4485701) using 10 µl reactions (2 µl of cDNA 3.7 ng/µl, 0.5 µl of forward and reverse primer mix 10 µM each, 5 µl of SYBR Green PCR Master Mix (ThermoFisher #4368577) and 2.5 µl of nuclease-free water). Raw data was analyzed using the QuantStudio software (v.1.3) and the nascent transcript expression fold change was calculated using the ΔΔCt method^86^ against *HPRT1* as the housekeeping gene. Primer sequences are detailed in Suppl. Data 11, and nascent transcript expression fold change data are summarized in Suppl. Data 2.

We adjusted a linear mixed model to relative nascent mRNA expression to decide whether gene expression can be explained by the fixed-effect of the experimental condition (either the effect of Nutlin-3a over time or degradation of RAD21), or by a random effect. *p*-values correspond to the rejection of a hypothesis which states that the random effect fits better than the experimental condition.

### Hi-C processing

Various steps were taken to process the Hi-C data, including read quality control, mapping, interaction detection, filtering, and matrix normalization using the TADbit pipeline^25^ (specific version: https://github.com/fransua/TADbit/tree/p53_javierre). The mapping of di-tags was performed using GEM3 mapper^87^ onto the GRCh37.p13 reference genome (hg19 downloaded from UCSC, http://genome.ucsc.edu). TADbit mapping consists of two steps. First full reads are mapped, then, for the remaining unmapped reads, TADbit searches for HindIII ligation sites consisting of facing fragments of restriction-enzyme (RE) sites (e.g., AAGCTAGCTT). These reads with ligation sites are then split and their original HindIII site is reconstructed. Second, each of the read fragments undergoes a second round of mapping. This methodology may result in reads mapped in more than the two locations expected for Hi-C di-tags. TADbit crumbles these multiple mappings (see Suppl. Data 3) into multiple individual di-tags.

Di-tag filtering was then conducted on pairs of mapped read fragments in order to remove experimental or computational artifacts. Filters used in TADbit were 1, 2, 3, 4, 6, 7, 9, and 10 (see TADbit online documentation); namely we filtered for di-tags in the same RE-fragment (1: self-circle, 2: dangling-end, and 3: mapping-errors); or in contiguous fragments (4: extra dangling-end); for di-tags mapped in uninformative RE fragments, either too short, below 50 nucleotides, or too large, above 100 kb (6: too short, 7: too large); for PCR artifacts (9: duplicated); and finally, we also filtered for di-tags with at least an end mapped too far from any RE-site, as Hi-C product should necessary come from their vicinity (10: random breaks). The specific distance considered to fall in this last category is automatically defined by TADbit using the length distribution of single-fragment di-tags (specifically di-tags falling in the second filer dangling-end).

Hi-C interaction matrices at 50 kb and 100 kb resolutions were generated from filtered di-tags. These matrices are built, for each time point, by combining biological replicates. Interaction matrices were then cleaned by removing bins (rows or columns) with a ratio of mid-range cis interactions (interactions below 5 Mb) over total interactions below 1. Bins with more than expected long-range interactions were considered artefactual. The genomic interaction matrix was normalized using the ICE normalization as defined in ref. ^88^.

A/B compartments were called independently for each chromosome and time point at a 100 kb resolution. To this end, ICE-corrected interaction matrices were further distance corrected and finally transformed into Pearson correlation matrices^89^. In order to reduce potential noise in our data matrix we used a median filter with a size of 3 bins, similar to the methodology implemented in the HOMER software^90^. For each chromosome, we computed the three leading eigenvectors and performed a manual assessment to determine which one potentially provided a more accurate representation of the heterochromatin and euchromatin segregation. The parameters considered for the decision of the eigenvector to use were: the correlation with GC-content (expected to be high in A-compartments), the enrichment of our available markers for activity (H3K27ac and RNA-seq), the relative importance (eigenvalue) of each of the eigenvectors, the correlation between time points, and the general pattern and distribution of compartments in the interaction matrices. As expected, we selected the first eigenvector as representative of compartment segregation for most of the chromosomes in all time points. However, in the cases of chromosomes 4 and 7, we selected their second eigenvectors, this again, for all time points. Following the accepted protocol, the selected eigenvectors were rotated according to their enrichment in markers for transcriptional activity in order to associate positive values to A-compartment and negative values to B-compartments. Finally, a sigmoid transformation was applied to the resulting eigenvector in order to reduce the impact of specific outliers across time points and chromosomes. We referred to the resulting transformed eigenvectors as compartment scores.

TAD borders were identified using the TADbit built-in TAD caller applied on 50 kb interaction matrices. TADbit’s TAD caller assesses the robustness of the TAD border detection by assigning a score between 1 and 10 to each TAD border. In this work, we used only TAD borders with a score strictly above 4. As an alternative TAD calling strategy, we also used TAD-borders called using the insulation score as proposed in ref. ^91^. In our implementation, we measured levels of interactions in the distance range of 50 kb to 400 kb and considered a value of *delta* = *2* (smoothing parameter, where 2 relates to the span in number of bins). This combination of parameters was found by maximizing the number of shared borders between replicates. TAD border alignments were generated with the function *align_TAD_borders* from our version of TADbit. We considered borders to be homologous between replicates if the distance between them was below or equal to 100 kb (2 bins).

### ChIP-seq processing

ENCODE standards were followed to process paired-end reads. Sequencing adapters were trimmed using Trim Galore! (0.6.6). Reads were then mapped to the reference genome (GRCh37.p13) using bowtie2 (2.3.2)^92^ in the *--very-sensitive* mode. Low-quality reads, reads overlapping the ENCODE blacklist, and duplicate reads were filtered out using samtools (1.9)^93^. Genome-wide coverage was computed using the function bamCoverage from deepTools (3.2.1)^94^ to obtain bigwig files for visualization purposes. Macs2 (2.2.7.1)^95^ was used for peak calling in the narrow mode for H3K27ac and broad mode for H3K4me1, using an input sample as control, with default parameters. Consensus peaks were computed for each condition using Macs2 with all replicates and their respective input samples as control, setting the parameter *--scale-to small*. For quantification, a set of non-redundant enriched regions were defined by taking the union of peaks from all datasets. The signal of this set of regions was then quantified for each sample by counting the number of reads falling into each region using the function regionCounts from R package csaw (1.30.1)^96^. Normalization and differential analysis were performed using R package DESeq2 (1.36.0)^97^. Library size factors for normalization were calculated based on the background signal. This background signal was quantified per sample, excluding the set of previously defined non-redundant enriched regions. Specifically, this signal was quantified on fragment counts over genomic bins of 10 kb using the function windowCounts from R package csaw^96^. Library statistics were assessed using FastQC and MultiQC^98^ and summarized in Suppl. Data 4.

### RNA-seq processing

ENCODE standards were followed to process paired-end reads. Sequencing adapters were trimmed using Trim Galore! (0.6.6). Reads were then mapped to the reference genome (GRCh37.p13) using STAR (2.7.0f)^99^ with parameters recommended by ENCODE. Read counts were quantified using featureCounts from subread (2.0.0)^100^. Normalization and differential analysis were performed using R package DESeq2 (1.36.0)^97^. Library statistics were assessed using FastQC and MultiQC^98^ and summarized in Suppl. Data 5.

### Definition of promoters and enhancers

Gene promoters were defined as regions spanning 1000 base pairs upstream and 200 base pairs downstream from their transcriptional start site. Ensembl gene annotation GRCh37 release 87 was used to define transcriptional start sites. To define enhancers, we first identified the intersection between consensus H3K4me1 and H3K27ac peaks at 0 h, 1 h and 10 h after p53 activation in wild-type conditions. Consensus enhancers were defined as the union of enhancers at each time point. To define enhancer activity, we annotated whether consensus H3K4me1 and H3K27ac peaks were present for each time point, with solely H3K4me1 presence signifying a primed enhancer state, and both H3K4me1 and H3K27ac presence signifying an active enhancer state. Defined enhancer regions used for downstream analysis are presented in Suppl. Data 6.

### Definition of functional p53 binding sites

Since p53 binding is stimulus and tissue independent^27,101,102^, but its functionality displays clear cell type- and stimulus-specificity, we defined a list of functional p53 binding sites at 1 and 10 h of 10 µM Nutlin-3a treatment. Specifically, we used publicly available ChIP-seq data of p53 in the HCT116 cell line treated with 10 µM Nutlin-3a during 12 h from^26^ (GSE86164). This dataset was refined into time point-specific functional p53 binding sites by intersecting it with our H3K27ac consensus peaks dataset. Specifically, the H3K27ac consensus peaks of 1 and 10 h time points in wild-type conditions were overlapped with the p53 binding sites using R package GenomicRanges (1.50.2)^103^. A p53 binding site was defined as functional when overlapping at least 1 base pair with an H3K27ac peak. The set of functional p53 binding sites are listed in Suppl. Data 7.

### PCHi-C processing

Raw sequencing reads were processed using HiCUP (0.8.2)^104^. The target sequence of the restriction enzyme HindIII was used to computationally digest the genome. HiCUP was then used to map paired-end reads to the human genome (GRCh37.p13), filter out experimental artifacts such as circularized reads and re-ligations, and remove duplicate reads. Paired reads which do not overlap with a captured restriction fragment are filtered out, retaining only uniquely captured valid reads for downstream analysis. This information is then used to assess the sample’s capture efficiency. Datasets were scaled down to the same sequencing depth in reference to the corresponding biological replicate of the dataset with the lowest number of unique valid reads (the 1 h time point datasets). Interaction confidence scores were computed using the R package CHiCAGO (1.24.0)^105^. Interactions with a CHiCAGO score ≥5 were considered high-confidence interactions. CHiCAGO scores were recalibrated based on control datasets (0 h) using the fitDistCurve function from the R package CHiCAGO. Library statistics were assessed using FastQC and MultiQC^98^ and are presented in Suppl. Data 8.

Linear generalized additive model (linear GAM) was used to fit percentages of observed significant interactions at different genomic distance brackets with splines. For all samples, the residuals calculated were all above 0.99 and the *p* values associated with the number of parameters below 1e-16, justifying the optimized (grid-search) choice of 21, 31, and 30 splines for 0 h, 1 h and 10 h time points, respectively (smoothing lambda parameter optimized together at 0.1 for all three samples). We used the GAM implementation from pyGAM^106^. Prediction intervals were calculated from the distribution of observed data points. Confidence intervals of the model, not shown, were fully included inside prediction intervals.

### Definition of p53 target genes

Proximal p53 target genes are defined as those genes with an overlapping functional p53 binding sites at their promoter. Distal p53 target genes are determined based on high-confidence interactions defined using CHiCAGO (1.24.0)^105^ (CHiCAGO score ≥ 5). These distal genes must be located in captured fragment interacting with a fragment that overlaps a functional p53 binding site that i) is not defined as proximally targeting, and ii) overlaps an active enhancer. For each p53 binding site, a prioritization strategy was implemented whereby the distal target gene with the largest gain in H3K27ac at their promoter (based on the mean log2 fold change) was prioritized as their target gene. Genes targeted by the same p53 binding site and with the same mean log2 fold change were all defined equally as distal target genes. The set of p53 target genes is summarized in Suppl. Data 9.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) was performed using the enricher function from clusterProfiler (4.4.4)^107^ using default parameters. *p*-values were computed using a hypergeometric distribution test and adjusted for multiple comparisons using Benjamini-Hochberg correction. Gene sets were defined as enriched with an adjusted *p* value ≤ 0.05. Gene sets were obtained from the Molecular signatures database^107^ via the msigdbr R package (7.5.1). Analysis was performed against all Human Collections, with particular emphasis on H collection (hallmark gene sets)^108^, C2 collection (curated gene sets), C5 collection (ontology gene sets)^109–111^ and C6 collection (oncogenic signature gene sets). Depending on the analysis, we tested given sets of genes against different libraries of total genes (often referred to as a gene universe). For the GSEA of RNA-seq and ChIP-seq differential analysis results, we used the Ensembl gene annotation GRCh37 release 87. For the GSEA of p53 target genes, we used genes present captured HindIII fragments. All GSEA results are presented in Suppl. Data 10.

### Statistical methods and figures

PCA of TAD borders and compartments was performed using the scikit-learn API v1.1.3. Statistical tests and complex numerical treatments were performed with SciPy v1.10.1^112^ and NumPy v.1.24.2^113^. Matrix comparison and large internal data manipulation were performed using the Pandas API. Figures and plots were generated using ggplot2 (Wickham H (2016). *ggplot2: Elegant Graphics for Data Analysis*. Springer-Verlag New York. ISBN 978-3-319-24277-4) and matploltib v3.7.1^114^.

PCA for RNA-seq, ChIP-seq, and PCHi-C samples were generated using prcomp function from stats (4.2.1) R package^115^. Statistical tests were performed using ggpubr (0.6.0)^116^. Data manipulation and complex numerical treatments were performed using tidyverse (1.3.2).

Weighted Euclidean distances were applied on principal components (PCs) computed from Hi-C data to measure the similarity of biological replicates. The formula applied was:

1 $${{WED}}_{{ij}}=\sqrt{{\sum }_{n=1}^{N}{\left({{PC}}_{{ni}}-{{PC}}_{{nj}}\right)}^{2}\times {w}_{n}}$$

where *i* and *j* are biological replicates, *N* the number of considered principal components (10 here), and *w*_*n*_ is the variance explained by the current PC, and *PC*_*ni*_ the current (*n*) PC of the sample *i*.

For analysis regarding the identification of p53 target genes, mean comparisons were performed using a two-sided Mann-Whitney test. Data manipulation and integration with PCHi-C data sets were performed using HiCaptuRe^117^.

We implemented the HiCRep algorithm^118^ in TADbit to compute the stratum-adjusted correlation coefficient (SCC) between the two replicates.

### Data visualization

Data from this study can be visualized in the Washington University Epigenome Browser (http://epigenomegateway.wustl.edu/browser/) [http://epigenomegateway.wustl.edu/browser/].

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

### Source data

Source data

## Data Availability

Raw and processed sequencing data for Hi-C, ChIP-seq, RNA-seq and PCHi-C data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE235947. The nascent qRT-PCR, western blot quantification, functional p53 binding sites and enhancer data generated in this study are provided in the Supplementary Information. The p53 binding sites data used in this study are available in the Gene Expression Omnibus (GEO) database under accession code GSE86164 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi]. Source data are provided with this paper.

# Supplementary material for: p53 rapidly restructures 3D chromatin organization to trigger a transcriptional response
**Source:** Nat Commun. 2024 Apr 1;15:2821. doi: 10.1038/s41467-024-46666-1
**Supplement:** Supplementary file 1 — Supplementary Information

A

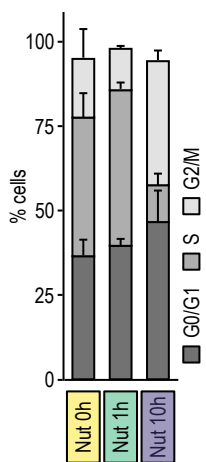

B

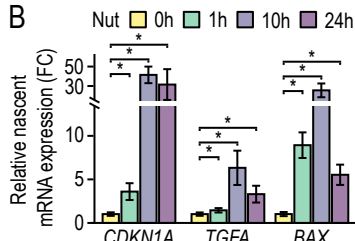

C

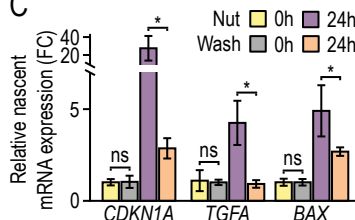

D

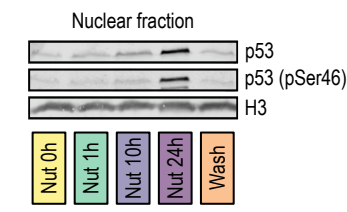

E

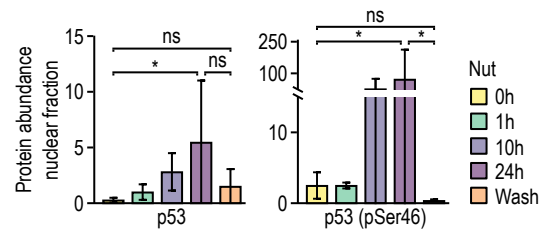

F

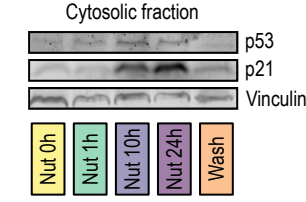

G

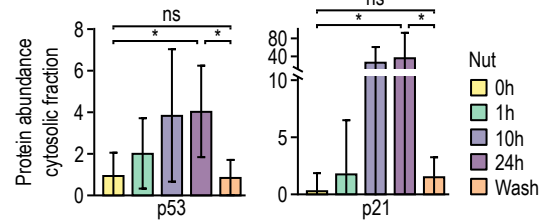

H

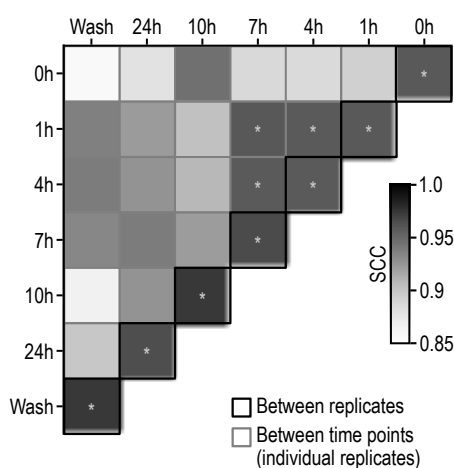

I

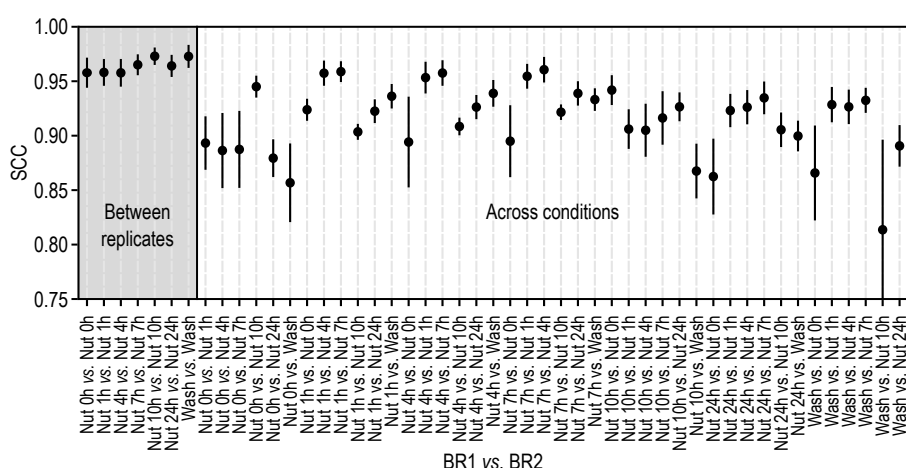

J

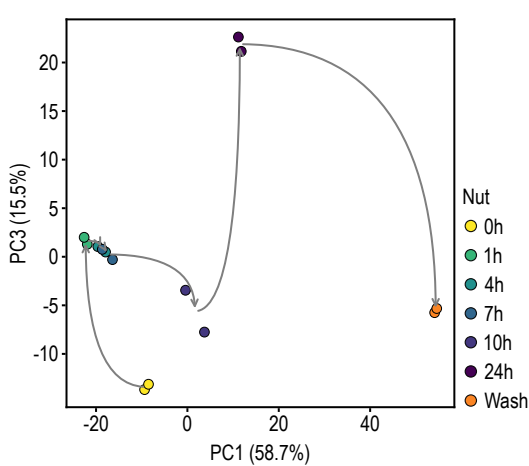

K

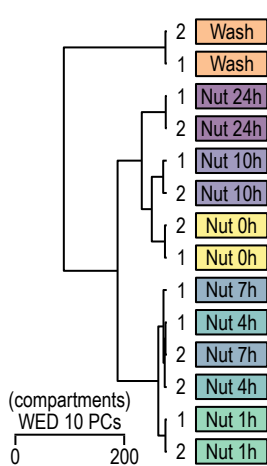

L

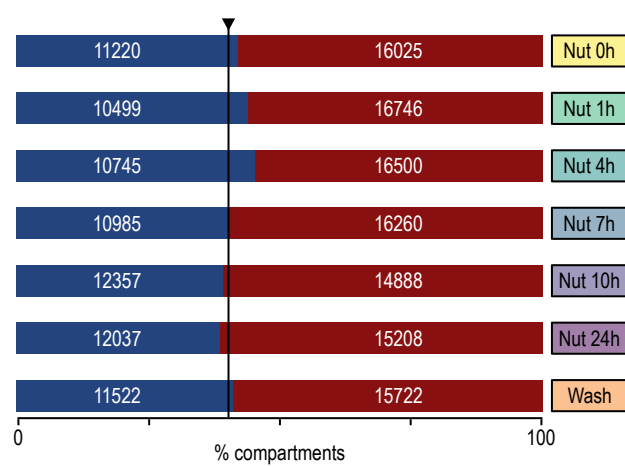

M

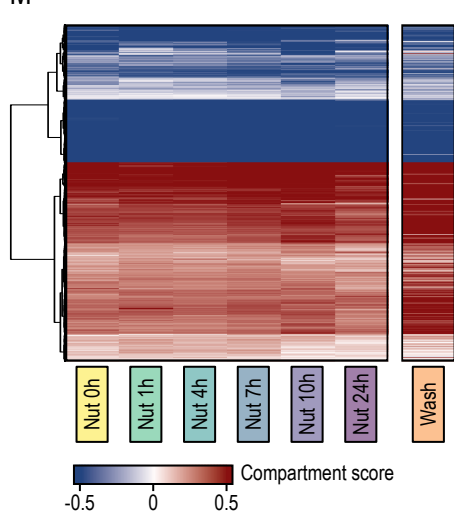

N

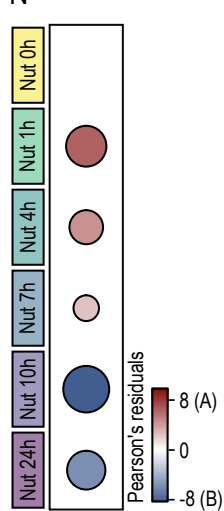

O

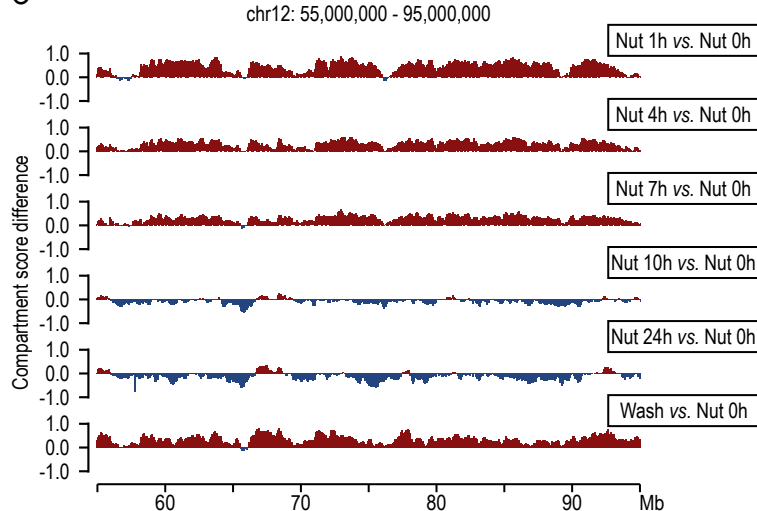

**Suppl. Fig. 1 |** Quality controls, reversibility experiments and compartment dynamics

- A.** Distributions of cells in each cell cycle phase (G0–G1, S, G2–M) during Nutlin-3a treatment. Nut 0h means control cells without p53 activation.
- B.** Relative nascent mRNA expression throughout p53 activation for 3 known p53 target genes, measured by qRT-PCR.
- C.** Relative nascent mRNA expression 0 and 24 hours after p53 activation, before (Nut) and after (Wash) washing Nutlin-3a.
- D.** Western blot of nuclear fraction of p53 and activated p53 as marked by the phosphorylation of serine 46 (p53 (pSer46)) at 0, 1, 10, and 24 hour timepoints and after washing Nutlin-3a, using Histone 3 (H3) as control. Source data is provided in Source Data file.
- E.** Bar plot showing quantification of western blot show in **D**.
- F.** Western blot of cytosolic fraction of p53 and p21 (CDKN1A) at 0, 1, 10, and 24 timepoints and after washing Nutlin-3a, using Vinculin as control. Source data is provided in Source Data file.
- G.** Bar plot showing quantification of western blot shown in **F**.
- H.** Similarity between Hi-C interaction matrices calculated using the Stratum Adjusted Correlation Coefficient (SCC) throughout p53 activation. SCC of 1 means perfect correlation, values above 0.95 (star) are expected for biological replicates.
- I.** Stratum Adjusted Correlation Coefficient (SCC), with standard deviation bar, between time points and replicates of Hi-C data.
- J.** Principal Component Analysis of compartment scores for all Hi-C biological replicates throughout p53 activation and inactivation. Principal components (PC) 1 and 3 are shown. Numbers in parentheses represent the percentage of variance explained by each PC.
- K.** Hierarchical clustering (Ward criterion) of compartment values throughout p53 activation and inactivation. Distances between replicates were measured by applying weighted Euclidean distance (WED) of the 10 first PCs.
- L.** Percentage of 100kb genomic regions defined as A or B compartments for each timepoint.

**M.** Compartment scores of the non-dynamic compartments upon p53 activation and inactivation. Each row represents a 100kb bin and each column represents a time point.

**N.** Correlation plot of Pearson's residuals from a Chi-square test of independence for the contingency table time-course *vs.* compartment category ( $X^2 = 410.52$ ,  $df = 5$ ,  $p\text{-value} < 2.2e-16$ ). Only significant associations (with  $|\text{Pearson's residual}| > 2$ ) are shown. Bubble size indicates the number of compartment regions associated.

**O.** Difference in compartment score between p53 activated and non-activated cells (Nut 0h) along the region of chromosome 12 displayed in **Figure 1E**. Positive values in red indicate a shift towards the A compartment throughout p53 activation, while negative values in blue indicate a shift towards the B compartment.

A

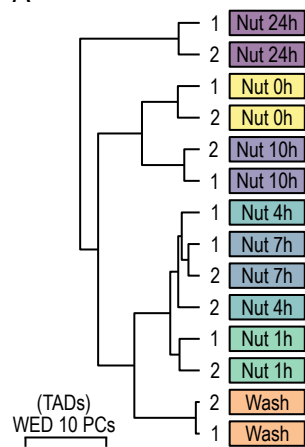

B

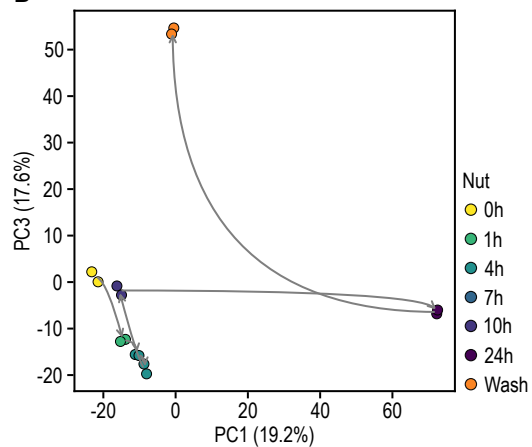

C

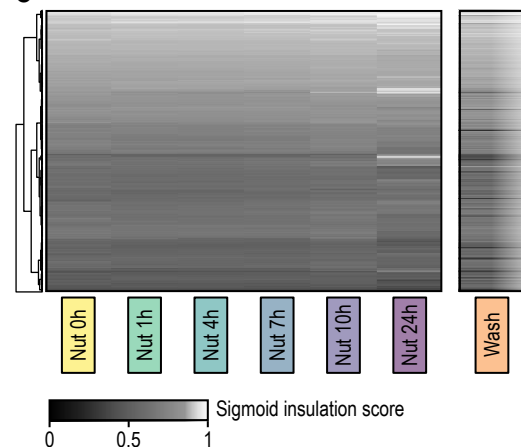

D

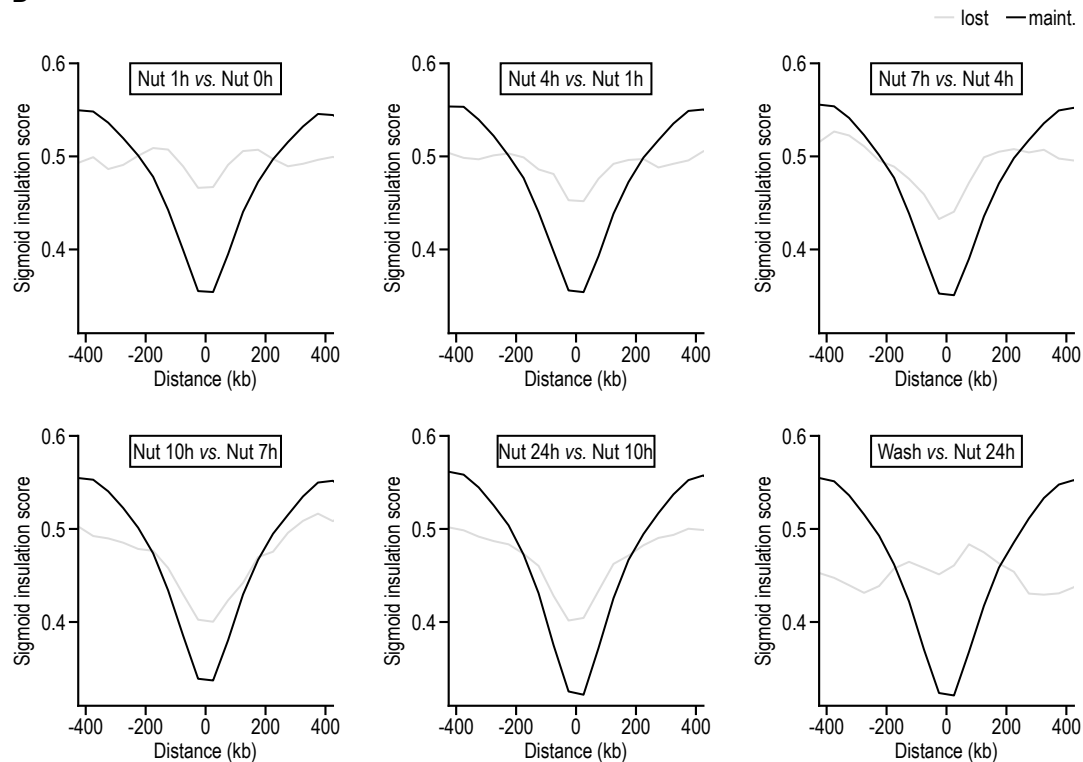

E

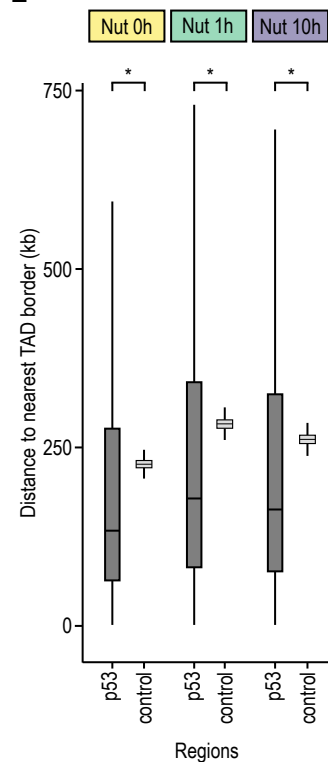

## **Suppl. Fig. 2 | Topologically associated domain dynamics**

**A.** Hierarchical clustering analysis (Ward criterion) of TADbit TAD border scores across p53 activation and after washing of Nutlin-3a, reflecting the degree of dissimilarity between biological replicates of different samples. The distances between replicates were measured by applying weighted Euclidean distance (WED) of the 10 first principal components.

**B.** Principal Component Analysis of TADbit TAD border scores for all Hi-C biological replicates throughout p53 activation and after washing Nutlin-3a. Principal components 1 and 3 are shown. Numbers in parentheses represent the percentage of variance explained by each principal component (PC).

**C.** Sigmoid-normalized TAD insulation scores of the TAD borders that remained unchanged across all samples (invariant TAD borders). Colour intensity represents insulation score, with lower scores (in black) indicating stronger insulation between TADs.

**D.** Insulation score profiles stacked over a 1Mb genomic region centred at TAD borders. Only TAD borders characterized by a TADbit score  $> 4$  and identified as invariant (maint.) or lost across adjacent time points were included. Sigmoid insulation score is inversely proportional to insulation capacity.

**E.** Distribution of the distances between functional “p53” binding sites, or “control” regions, and the nearest TAD border. Control regions are defined as a random set of regions of similar genomic length to a p53 binding site and a similar distribution across the genome. Statistical comparisons between p53 and control regions were computed using a two-sided Wilcoxon test.

A

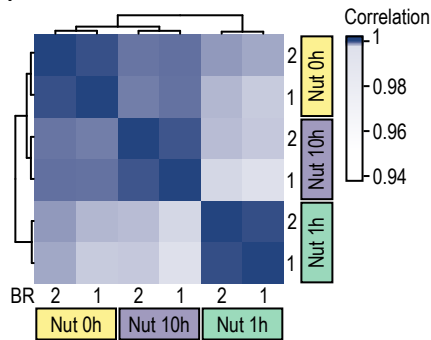

B

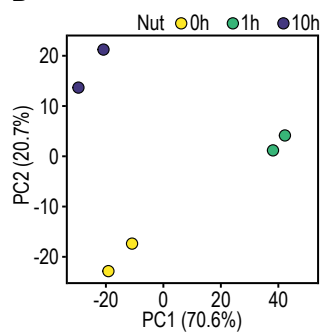

D

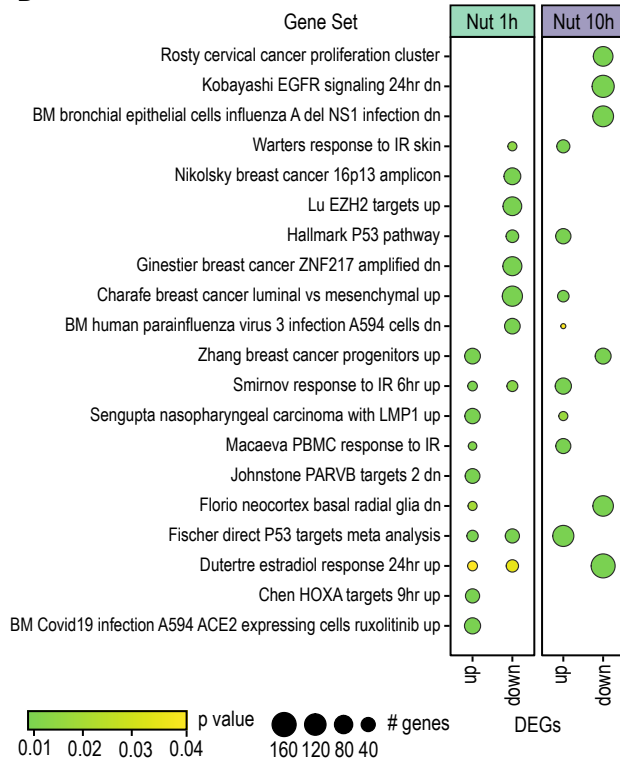

C

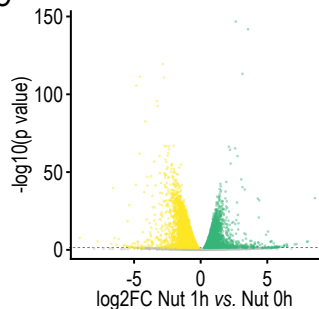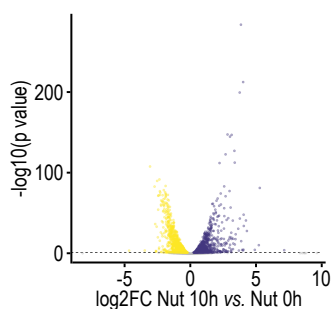

E

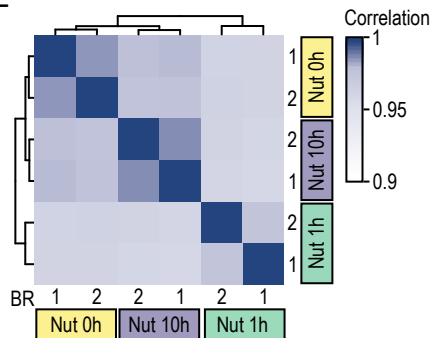

F

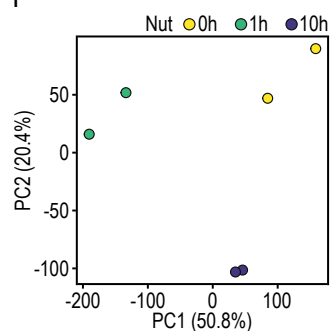

H

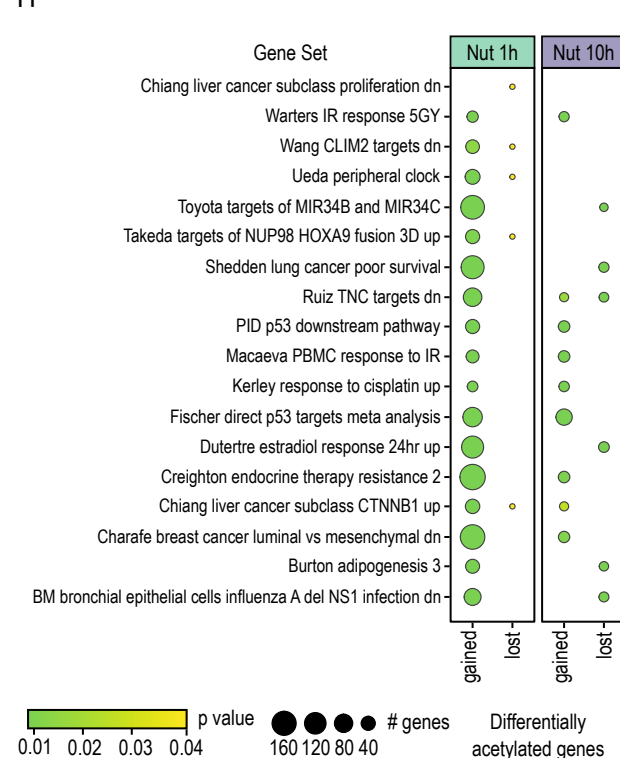

G

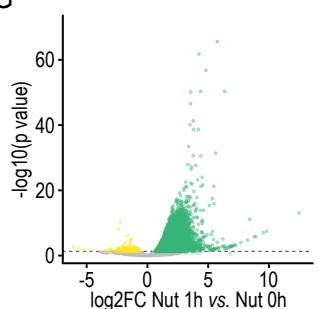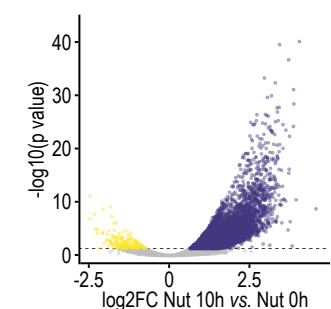

I

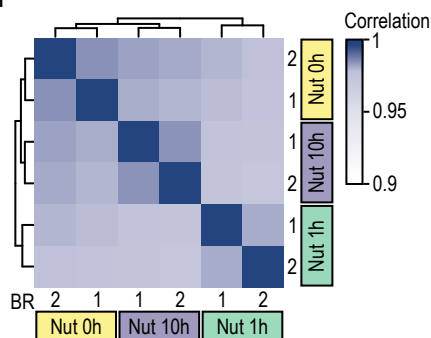

J

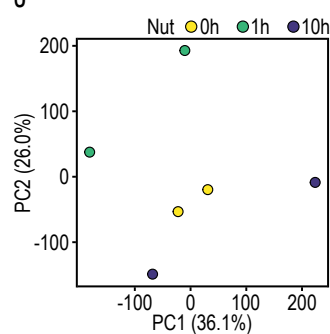

K

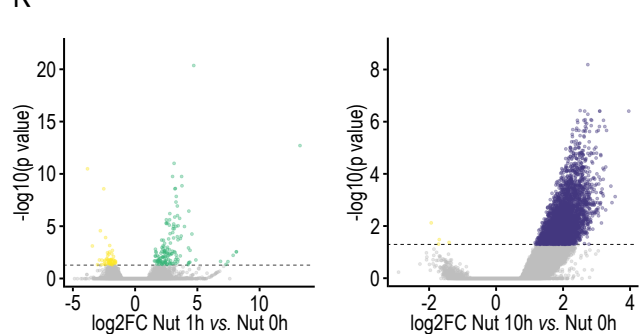

**Suppl. Fig. 3** | Pre-processing of RNA-seq and ChIP-seq datasets

**A.** Pearson Correlation between biological replicates (1 and 2) of RNA-seq samples along p53 activation. Samples were clustered hierarchically inputting Euclidean distances to the “complete” agglomeration method. Nut 0h refers to control cells without p53 activation.

**B.** Principal Component Analysis of RNA-seq biological replicates along p53 activation. Numbers in parentheses represent the percentage of variance explained by each principal component (PC).

**C.** Differential expression analysis between 1 hour (Nut 1h) and 0 hour (Nut 0h) time points (left) and 10 hour (Nut 10h) and 0 hour (Nut 0h) time points (right). 

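Of the 16565 tested genes, 11077 were differentially expressed between Nut 1h and Nut 0h, 5722 upregulated and 5355 downregulated. Between Nut 10h and Nut 0h, 4810 were differentially expressed, 2340 upregulated and 2470 downregulated. The 2 treated conditions also differed from each other, with 11246 differentially expressed genes between Nut 10h and Nut 1h. The alternative that moved the counts most was an added minimum absolute log2 fold change of 1, which left 3974 genes at Nut 1h and 1135 at Nut 10h. In the authors' deposited table of comparisons, 4367 genes are upregulated and 4882 downregulated at Nut 1h, and 1587 and 2180 at Nut 10h. Of the genes called here, 9152 at Nut 1h and 3690 at Nut 10h are also called in the authors' deposited table, each in the same direction.
The 2 comparisons share the Nut 0h libraries. In them 3528 genes were called at both time points, 1992 in the same direction and 1536 in opposite directions, and 3216 would be called at both if the calls were independent. In 20 simulated sets of unchanged groups against the same controls the number was 0, since unchanged groups give hardly any calls. Across all tested genes, the log2 fold changes at Nut 1h and Nut 10h correlated with a Pearson r of 0.160. In these simulations, where no gene changed, the shared controls alone gave a mean r of 0.484. That value is no baseline for the observed r, since many genes changed here beyond the noise that the simulations hold.
The log2 fold change of a gene at Nut 1h fell with its GC content (Pearson r = -0.69 across genes), which it did not at Nut 10h (r = -0.03). Of the 2613 tested genes with a GC content under 40%, 82.6% were upregulated at Nut 1h and 1.34% downregulated, whereas of the 2425 genes over 60% only 0.577% were upregulated and 84.5% downregulated. With a smooth GC-content offset for each library, 7672 genes were differentially expressed at Nut 1h and 6444 at Nut 10h.

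**Figure D3:**
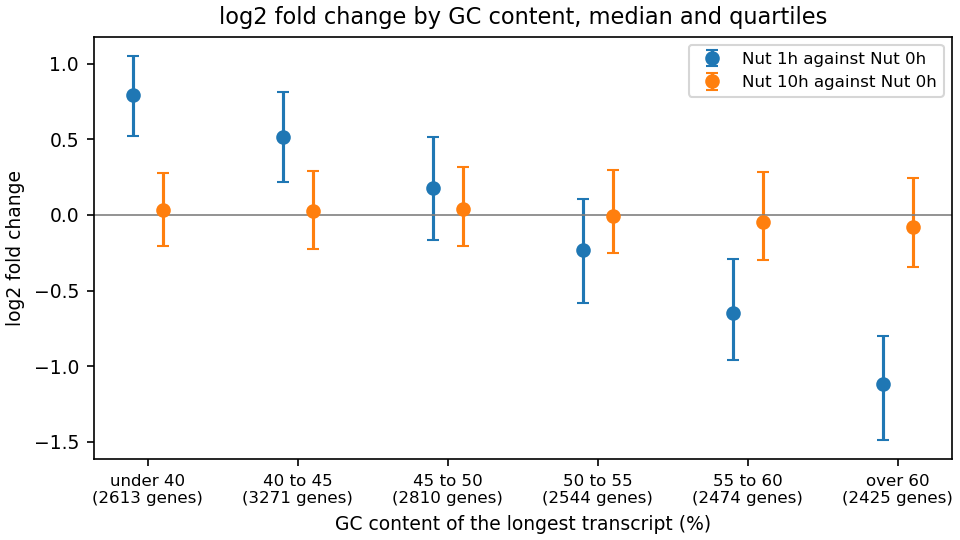
Log2 fold change (y axis) of the tested genes in 6 classes of GC content of the longest transcript (x axis, in percent), at Nut 1h and Nut 10h against Nut 0h. Points are medians over the genes of a class and bars run from the first to the third quartile. The median at Nut 1h falls from 0.79 in the class under 40% to -1.12 in the class over 60%, and the median at Nut 10h stays between -0.08 and 0.04.

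Among well-known targets, CDKN1A (chromosome 6 of GRCh37, 36644237 to 36655114) had 9958 ± 949 TMM-normalized counts at Nut 0h, 10282 ± 629 at Nut 1h and 142606 ± 4136 at Nut 10h (mean ± SD, n = 2 libraries). Its log2 fold change was 0.05 at Nut 1h (standard error 0.10, adjusted p = 0.704) and 3.84 at Nut 10h (standard error 0.11, adjusted p = 1.03e-10, edgeR's quasi-likelihood test here and below). BAX (chromosome 19, 49458072 to 49465055) was downregulated at Nut 1h, with a log2 fold change of -0.54 (adjusted p = 0.000502), and upregulated at Nut 10h, with 1.29 (adjusted p = 5.33e-07). With the GC-content offset, the log2 fold change at Nut 1h was 0.68 for CDKN1A and 0.16 for BAX, whose transcripts have a GC content of 58.1% and 58.9%. TGFA changed by -0.08 at Nut 1h (adjusted p = 0.472), where it was called lower with the offset (-0.50), and by 1.05 at Nut 10h (adjusted p = 2.07e-06). MDM2, a p53 target and the protein that Nutlin-3a binds, was upregulated at both time points, with log2 fold changes of 2.19 (adjusted p = 3.54e-08) and 3.75 (adjusted p = 4.51e-10). CDKN1A overlaps DINOL and MDM2 overlaps CPM in the annotation, so part of their reads is uncertain. With each library left out in turn, the log2 fold change of CDKN1A stayed between -0.05 and 0.15 at Nut 1h and between 3.75 and 3.94 at Nut 10h. That of BAX stayed between -0.66 and -0.42 at Nut 1h.

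**Figure D4:**
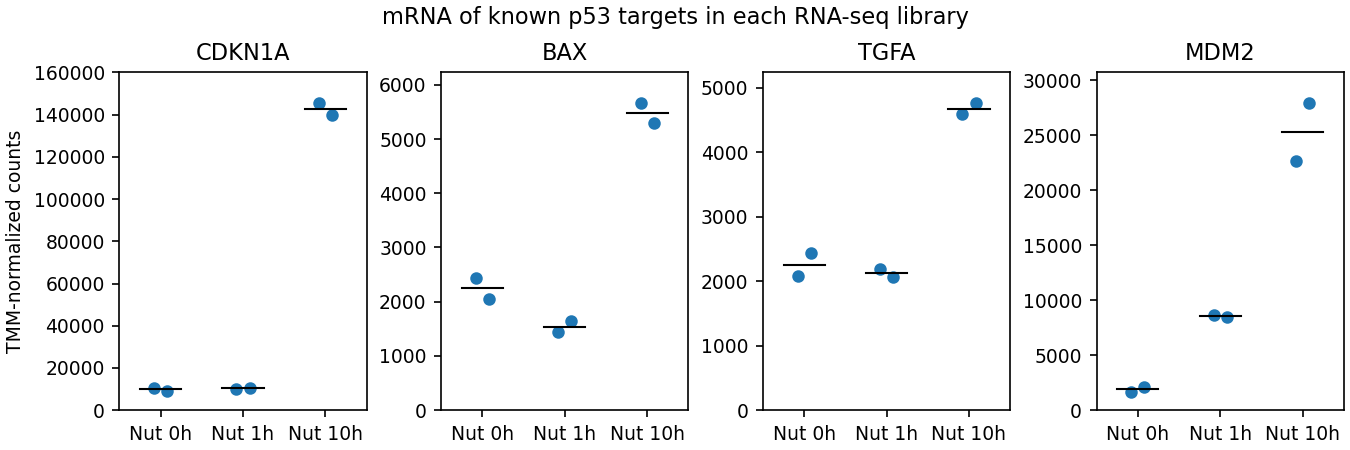
TMM-normalized counts (y axis, starting at 0) of CDKN1A, BAX, TGFA and MDM2 in each library at Nut 0h, Nut 1h and Nut 10h. Each point is 1 library and each line the mean of 2 libraries. The Nut 10h libraries lie above all others for the 4 genes, and at Nut 1h only MDM2 lies above Nut 0h by more than the spread between libraries.

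Among genes with a mean of at least 100 normalized counts and groups that did not overlap, the largest rises at Nut 1h were those of the mitochondrial tRNA gene MT-TN, the pseudogene EEF1A1P9 (log2 fold change 4.35, uncertain because of its near-identical parent gene) and NR4A3 (4.25). MT-TN had 2 and 3 counts at Nut 0h and 894 and 658 at Nut 1h, at least 286-fold higher when 3 counts are taken as the floor at Nut 0h. This bound leaves out the counting error of those 3 counts. The largest falls at Nut 1h were those of the entries annotated as MIR3648 (-6.49) and MIR3687 (-5.27) and of CNIH3 (-4.80). The first 2 entries are neighbours on chromosome 21 (9825832 to 9826011 and 9826203 to 9826263). Reads of a longer transcript over these positions cannot be told from theirs, so the falls need not be those of microRNAs. These 2 entries have a GC content of 83.9% and 78.7%, and with the GC-content offset their log2 fold changes were -3.36 and -2.69. At Nut 10h the largest rises were SORCS2 (5.26), HMCN2 (4.28) and ABCA12 (4.22), and the largest falls ZNF367 (-3.06), E2F2 (-2.71) and FAM111B (-2.66).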

Differentially expressed genes are those with log2 fold change ( $\log_2FC$ )  $\neq 0$  and adjusted P value  $\leq 0.05$  (horizontal dotted line). Upregulated genes are in green or purple, downregulated genes are in yellow.

**D.** Gene sets from the Molecular Signature Database (MSigDB) with significant enrichment ( $p\text{-adj} < 0.05$ ) in one or more gene groups defined using differentially expressed genes (DEGS; upregulated as up; downregulated as down) comparing Nut 0h to Nut 1h and Nut 10h time points. Bubble size indicates the number of genes found in a gene set. P-values were calculated using a hypergeometric distribution test and adjusted for multiple comparison using a Benjamini-Hochberg (BH).

**E, F, G and H.** As panel A, B, C and D respectively, but for H3K27ac ChIP-seq data.

**I, J and K.** As panel A, B and C respectively but for H3K4me1 ChIP-seq data.

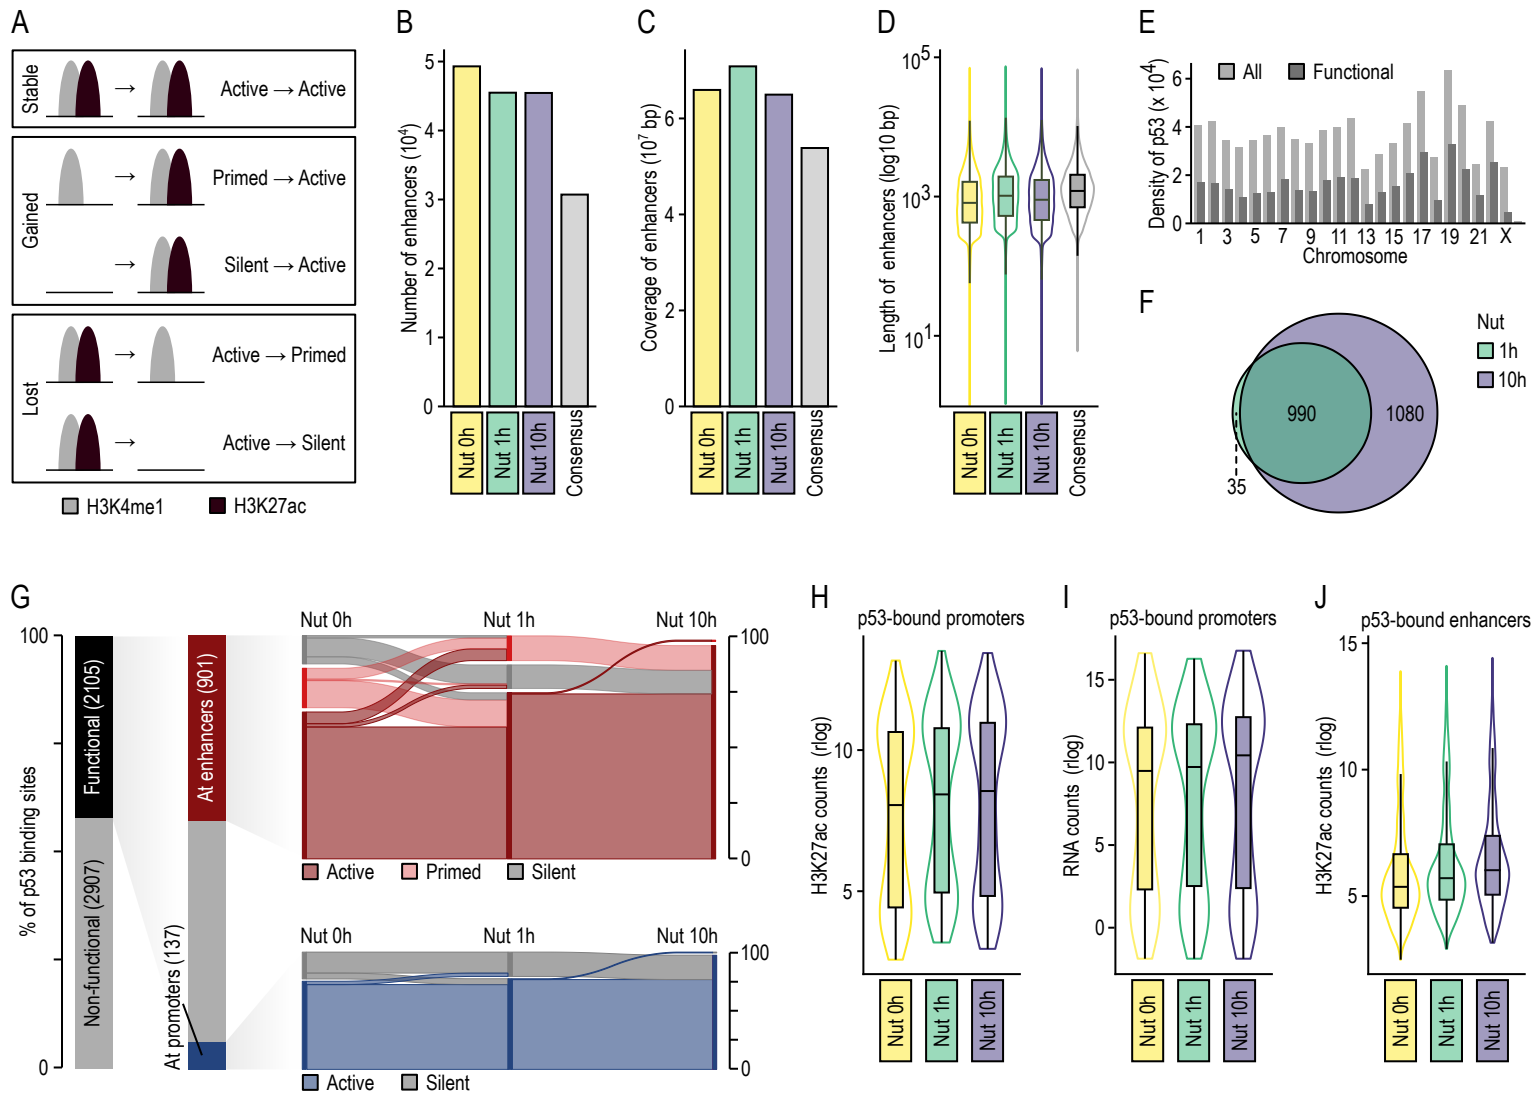

**Suppl. Fig. 4 | Characterizing functional p53 binding sites and enhancers**

- A.** Schematic representation of our definition of enhancer dynamism.
- B.** Number of enhancers defined at time points Nut 0h, Nut 1h and Nut 10h, as well as the consensus number of enhancers reached by intersecting the data of all three time points. Enhancers are defined as regions of the genome covered by H3K27ac and H3K4me1 peaks. Nut 0h refers to control cells without p53 activation.
- C.** Genomic coverage of the enhancers defined at time points Nut 0h, Nut 1h and Nut 10h, as well as for the consensus set enhancers.
- D.** Distribution of enhancer sizes defined at time points Nut 0h, Nut 1h and Nut 10h, as well as in the consensus set of enhancers.
- E.** Number of all (light grey) and functional (dark grey) p53 binding sites per chromosome. Functional p53 binding sites are defined as p53 binding sites with an overlapping H3K27ac peak at either Nut 1h or Nut 10h time points.
- F.** Overlap between functional p53 binding sites defined at Nut 1h and Nut 10h time points.
- G.** Descriptive representation of the defined proportion of functional p53 binding sites (black) found at either promoters (blue) or enhancers (red) with varying states of activity over defined time points (Nut 0h, Nut 1h and Nut 10h).
- H.** Distribution of normalized and rlog transformed H3K27ac counts at active promoter elements over the three time points (Nut 0h, Nut 1h and Nut 10h).
- I.** Distribution of normalized and rlog transformed RNA-seq counts of genes with active promoter elements along p53 activation.
- J.** Distribution of normalized and rlog transformed H3K27ac counts at active enhancers over the three time points (Nut 0h, Nut 1h and Nut 10h).

A

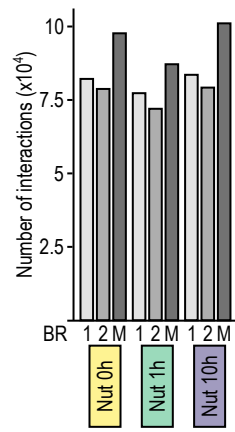

B

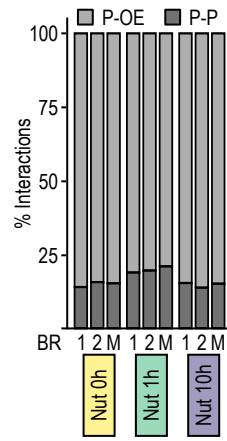

C

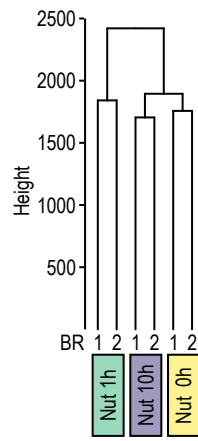

D

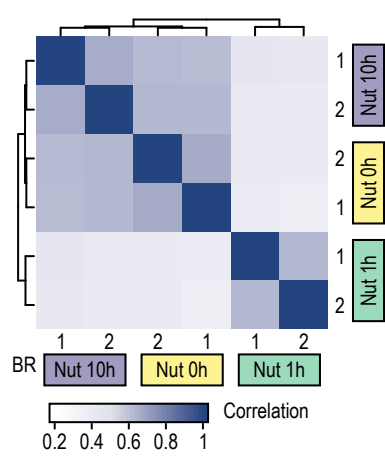

E

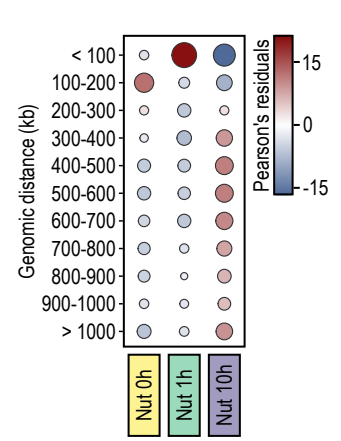

**Suppl. Fig. 5 | Pre-processing of PCHi-C datasets**

**A.** Total number of significant promoter interactions (CHICAGO score  $\geq 5$ ) of biological replicates (1 and 2) and merged samples (M) obtained by PCHi-C at Nut 0h, Nut 1h and Nut 10h time points. Nut 0h refers to control cells without p53 activation.

**B.** Percentage of promoter-promoter (P-P) and promoter-other end (P-OE) significant interactions of biological replicates (1 and 2) and merged samples (M) obtained by PCHi-C along p53 activation.

**C.** Hierarchical clustering of biological replicates (1 and 2) of promoter interactomes obtained by PCHi-C at Nut 0h, Nut 1h and Nut 10h time points. Euclidean distances were measured between samples, and the “complete” agglomeration method was used.

**D.** Pearson correlations between promoter interactomes obtained by PCHi-C of biological replicates at 0, 1 and 10 hour time points. Samples were clustered hierarchically using Euclidean distances and the “complete” agglomeration method. Nut 0h refers to control cells without p53 activation.

**E.** Correlation plot for resultant Pearson’s residuals from a Chi-square test of independence for the contingency table time-course *vs.* genomic distance bracket (X-squared = 2096.3, df = 20, p-value < 2.2e-16). Only significant associations (with | Pearson’s residual| > 2) are shown. Bubble size indicates the number of interactions associated. Blue to red corresponds to an increasing association with genomic distance bracket.

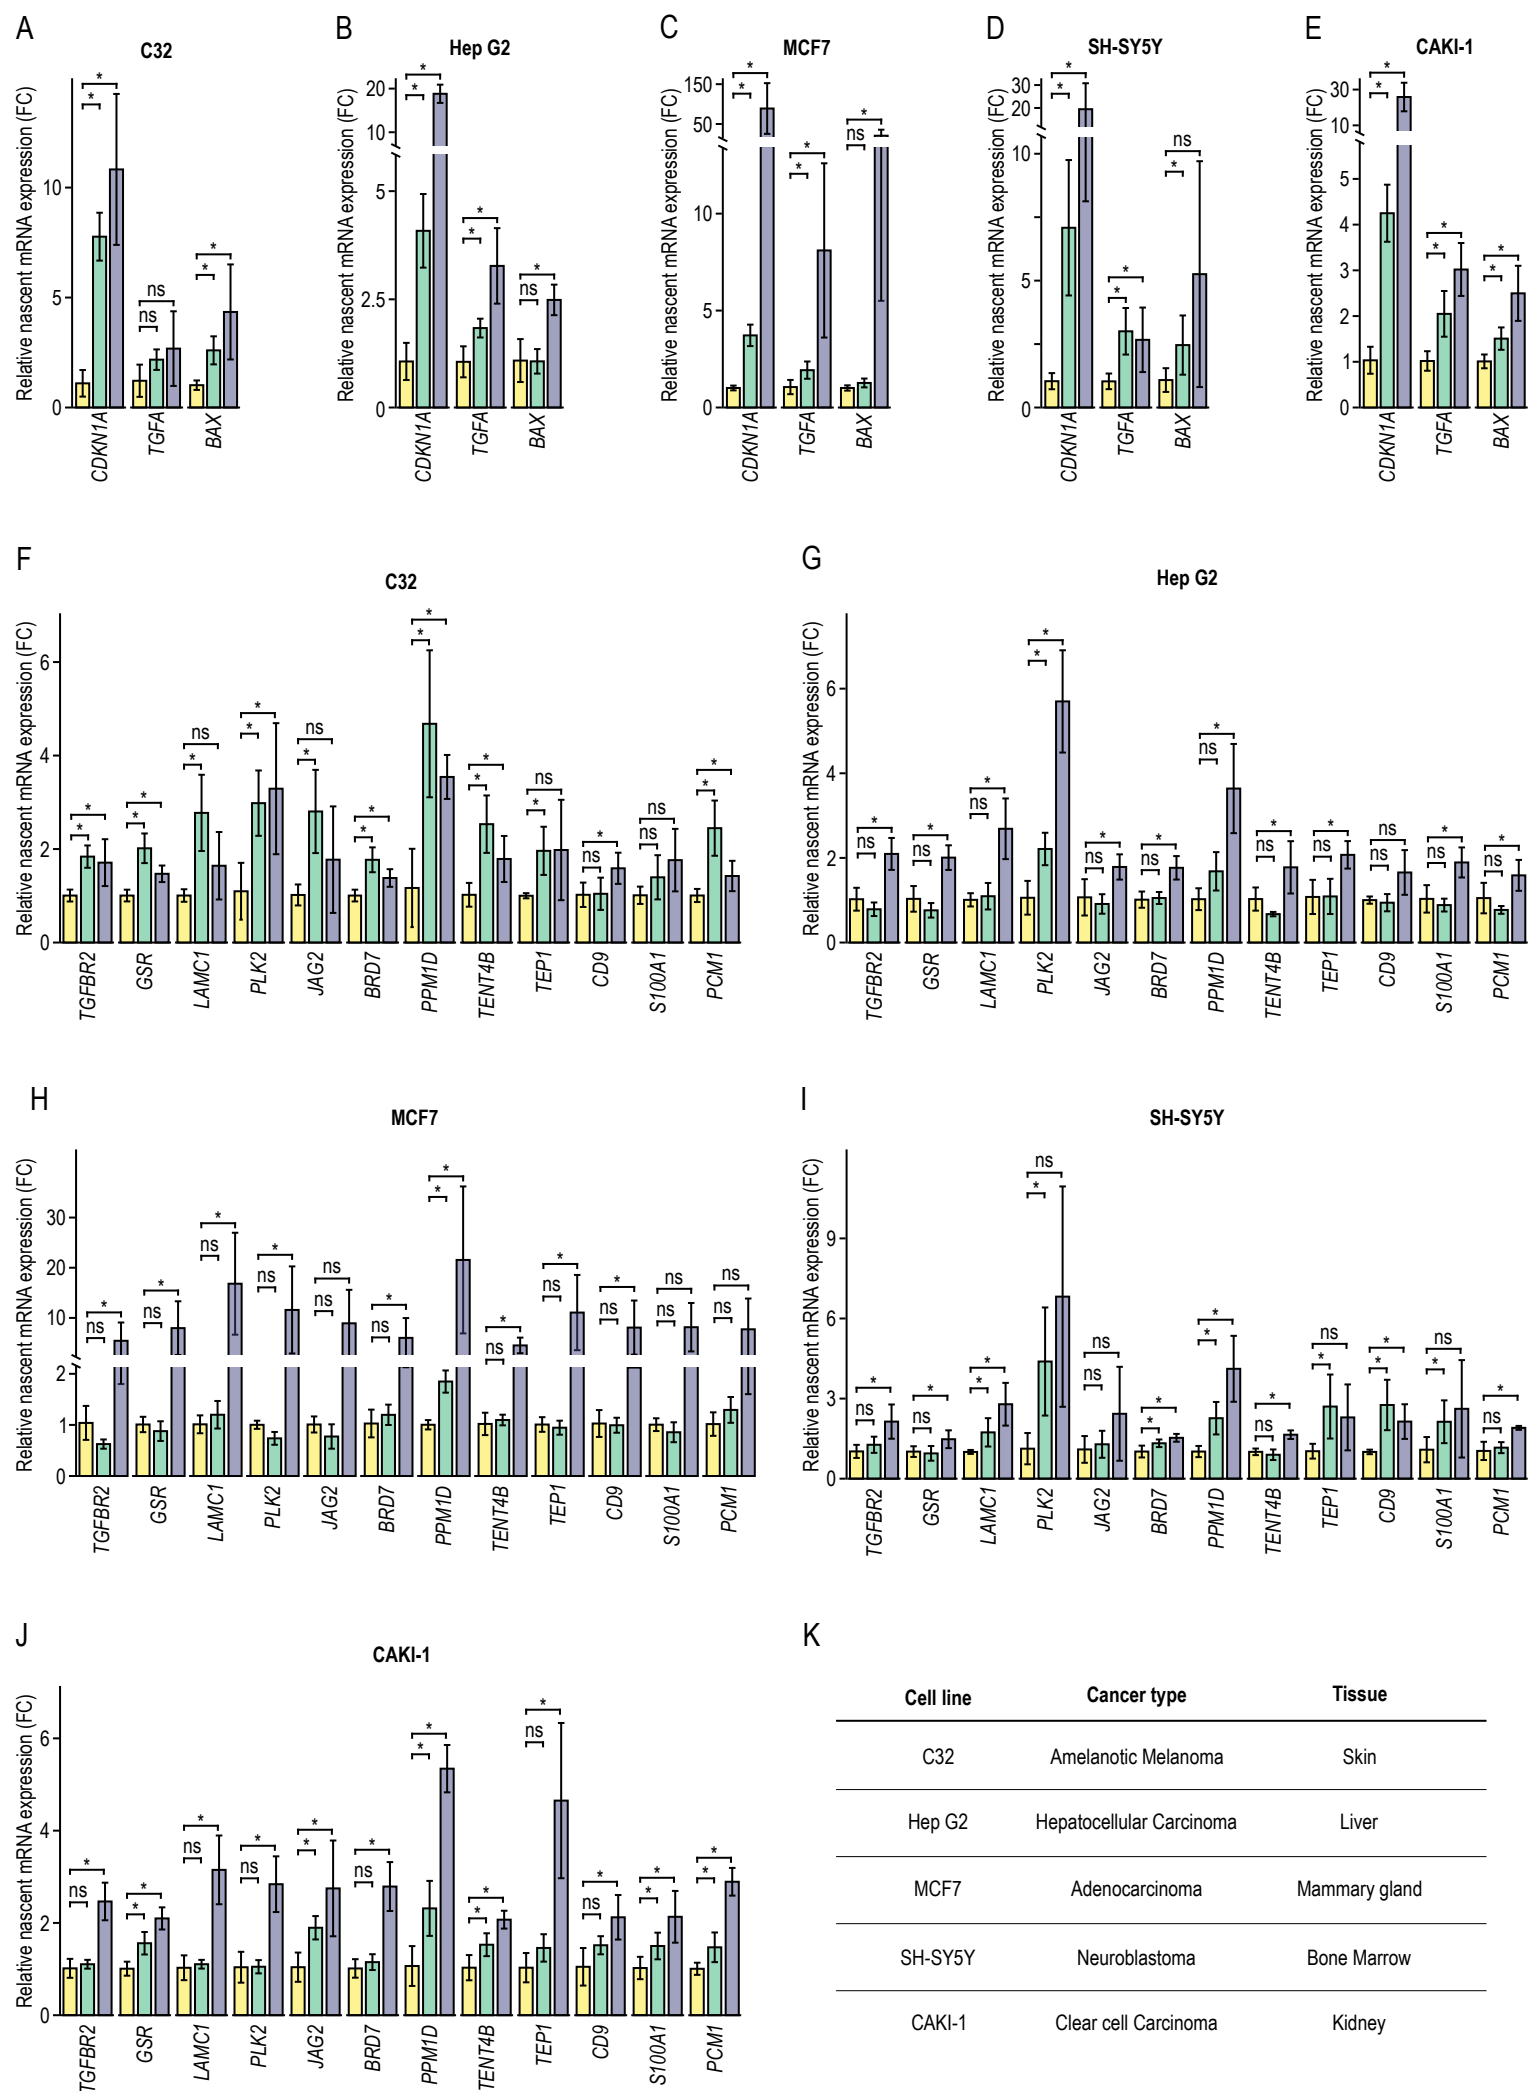

**Suppl. Fig. 6** | Testing p53 distal target genes in a five different cell lines

**A.** Levels of relative nascent mRNA expression along p53 activation for 3 known p53 target genes in C32 cell line, measured by qRT-PCR.

**B, C, D** and **E.** As in panel A but for HepG2, MCF7, SH-SY5Y and CAKI-1 cell lines, respectively.

**F.** Relative nascent mRNA expression (fold change) of p53 distal target genes along p53 activation in C32 cell line, measured by qRT-PCR. A one-tailed Student's t-test was used to test whether relative expression differed significantly between adjacent time points for each gene (star).

**G, H, I,** and **J.** As in panel F for HepG2, MCF7, SH-SY5Y and CAKI-1 cell lines, respectively.

**K.** Table summarizing information on additional cell lines used.

A

| Cell type                                        | Acronym | Developmental origin |
|--------------------------------------------------|---------|----------------------|
| Primary Human Dermal Lymphatic Endothelial Cells | HDLECs  | Mesoderm             |
| Primary Human Umbilical Vein Endothelial Cells   | HUVECs  | Mesoderm             |
| Pericytes                                        | -       | Mesoderm             |

B

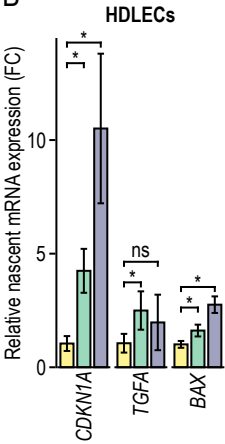

C

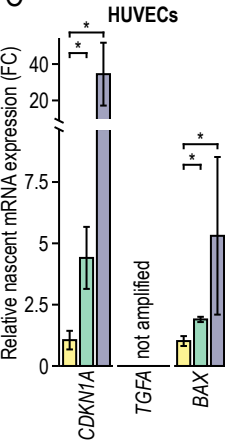

D

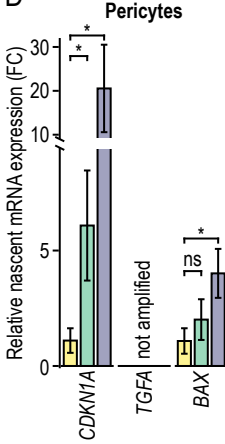

E

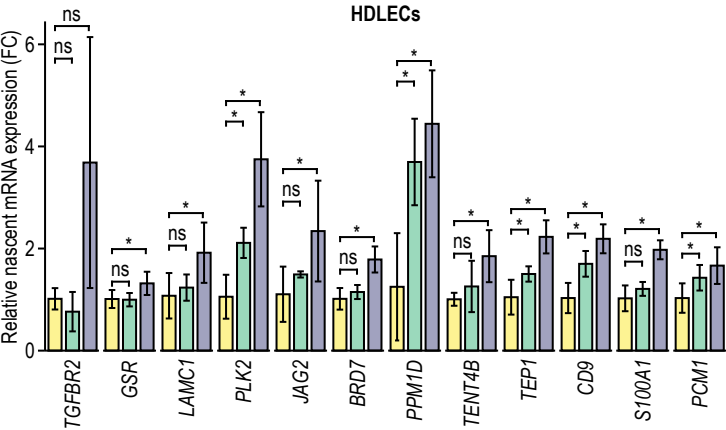

F

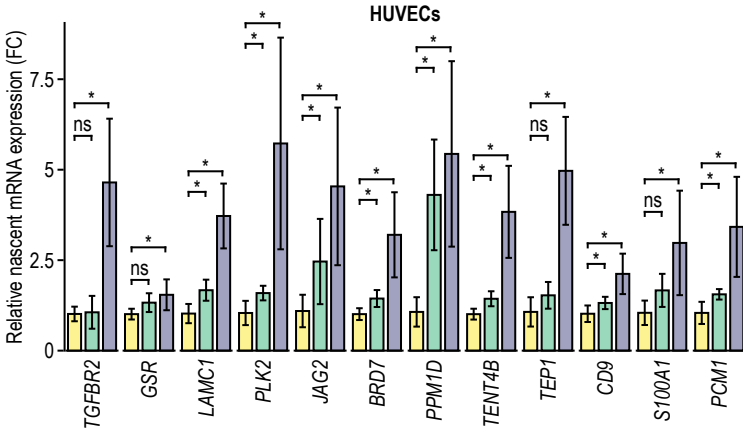

G

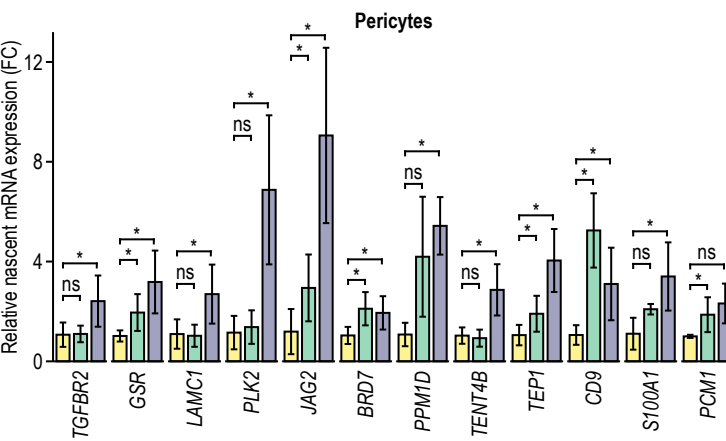

**Suppl. Fig. 7 | Testing p53 distal target genes in three different primary cell types**

**A.** Table summarizing information on additional cell types used.

**B.** Levels of relative nascent mRNA expression along p53 activation for 3 known p53 target genes in primary human dermal lymphatic endothelial cells (HDLECs), measured by qRT-PCR.

**C and D.** As in panel B but for primary human umbilical vein endothelial cells (HUVECs) and Pericytes, respectively.

**E.** Relative nascent mRNA expression (fold change) of p53 distal target genes along p53 activation in HDLECs, measured by qRT-PCR. A one-tailed Student's t-test was used to test whether relative expression differed significantly between adjacent time points for each gene (star).

**F, and G.** As in panel E but for HUVECs and Pericytes, respectively.

A

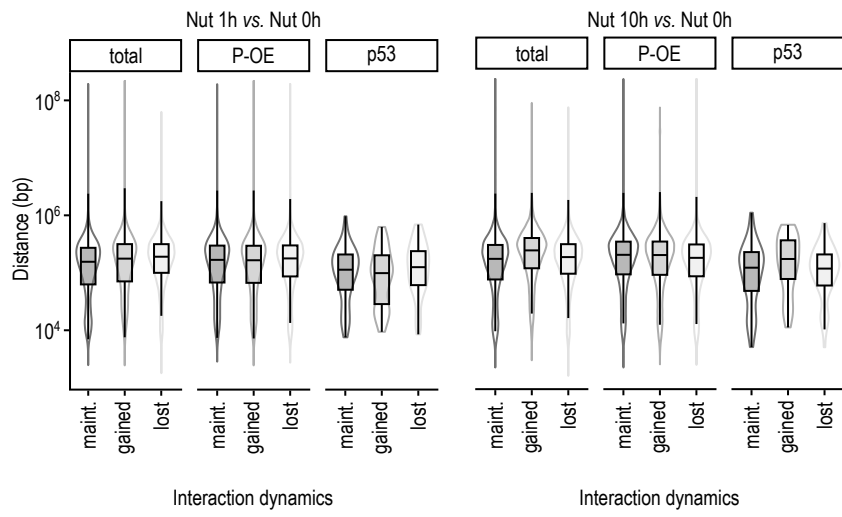

B

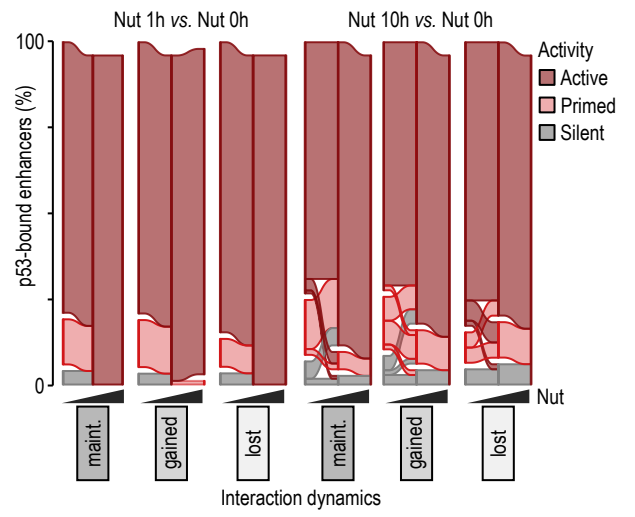

**Suppl. Fig. 8** | Characterizing interaction dynamics between p53-bound enhancers and distal target genes

**A.** Distribution of distances of significant promoter interactions (CHiCAGO score  $\geq 5$ ) maintained, gained and lost between Nut 1h and Nut 0h time points (left) and Nut 10h and Nut 0h time points (right) respectively. The three interaction sets shown are comparing the complete interactomes (total); comparing interactions between a promoter and a non-promoter region (promoter with other-end or P-OE); and comparing interactomes with a p53 binding site present at either end (p53). Nut 0h refers to control cells prior to p53 activation.

**B.** Sankey plot showing the activity dynamics of p53-bound enhancers after 1 hour (left) and 10 hours of p53 activation (right). Trends are divided considering only interactions maintained, gained or lost.

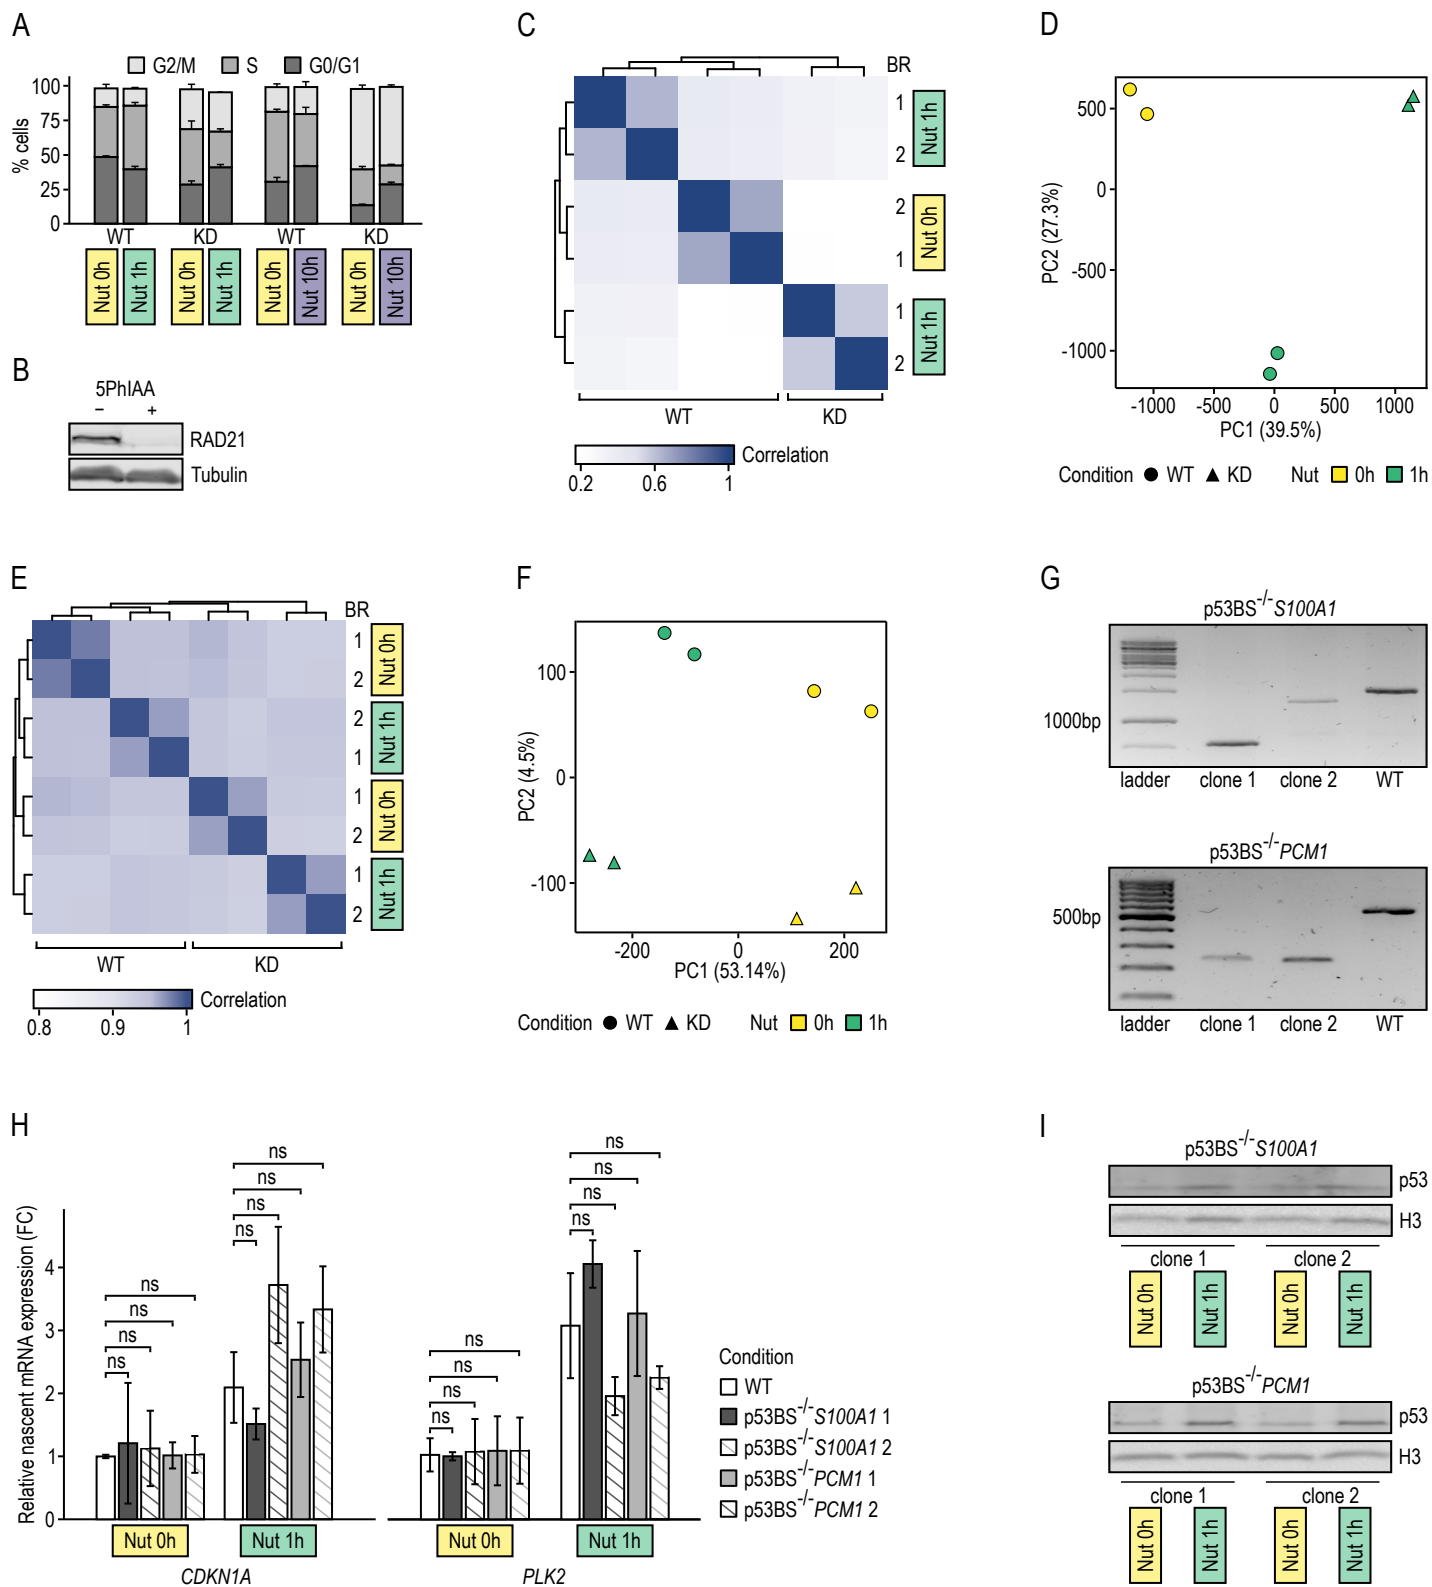

**Suppl. Fig. 9** | Functional validation of p53 distal target genes

**A.** Representative distributions of cells in each cell cycle phase (G0–G1, S, G2–M) during Nutlin-3a treatment in the presence (WT) or absence of RAD21 (RAD21 KD).

**B.** Western blot of RAD21 at with and without auxin treatment (*i.e.*, 5PhIAA), using Tubulin as control. Source data is provided in Source Data file.

**C.** Pearson correlation between biological replicates (1 and 2) of PCHi-C samples at time points Nut 0h and Nut 1h, both in wild type (WT) and knockdown condition of RAD21 (KD) using an auxin inducible degron system. Samples were clustered hierarchically using Euclidean distances and the “complete” agglomeration method. Nut 0h refers to control cells prior to p53 activation.

**D.** Principal Component Analysis of PCHi-C biological replicates of time point Nut 0h and Nut 1h both in wild type (WT) and knockdown condition of RAD21 (KD). Numbers in parentheses represent the percentage of variance explained by each principal component (PC).

**E.** Pearson correlation between biological replicates (1 and 2) of H3K27ac ChIP-seq samples at time points Nut 0h and Nut 1h, both in wild type (WT) and knockdown condition of RAD21 (KD) using an auxin inducible degron system. Samples were clustered hierarchically using Euclidean distances and the “complete” agglomeration method. Nut 0h refers to control cells prior to p53 activation.

**F.** Principal Component Analysis of H3K27ac ChIP-seq biological replicates of time point Nut 0h and Nut 1h both in wild type (WT) and knockdown condition of RAD21 (KD). Numbers in parentheses represent the percentage of variance explained by each principal component (PC).

**G.** PCR amplification of p53 binding sites targeting distal target genes *S100A1* and *PCMI* (top: p53BS<sup>-/-</sup> *S100A1*, bottom: p53BS<sup>-/-</sup> *PCMI*) in CRISPR deletion clones 1 and 2 and wild type (WT) cells.

**H.** Levels of relative nascent mRNA expression at 0 and 1 hour after p53 activation for well-known p53 target gene *CDKN1A* and characterized distal target genes *PLK2* in wild type (WT) and CRISPR clones (p53BS<sup>-/-</sup> *S100A1*, p53BS<sup>-/-</sup> *PCMI*), measured by qRT-PCR.

**I.** Western blot of p53 for both CRISPR clones (p53BS<sup>-/-</sup> *S100A1*, p53BS<sup>-/-</sup> *PCMI*) targeting distal p53 binding sites of top: *S100A1* and bottom: *PCMI*, using Histone 3 (H3) as control. Source data is provided in Source Data file.

# Supplementary material for: p53 rapidly restructures 3D chromatin organization to trigger a transcriptional response
**Source:** Nat Commun. 2024 Apr 1;15:2821. doi: 10.1038/s41467-024-46666-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Western blot quantifications

File Name: Supplementary Data 2

Description: Relative nascent expression values obtained by qRT-PCR

File Name: Supplementary Data 3

Description: Pre-processing statistics of Hi-C datasets.

File Name: Supplementary Data 4

Description: Pre-processing statistics of ChIP-seq datasets.

File Name: Supplementary Data 5

Description: Pre-processing statistics of RNA-seq datasets.

File Name: Supplementary Data 6

Description: Characterization of enhancer regions

File Name: Supplementary Data 7

Description: Characterization of functional p53 binding sites

File Name: Supplementary Data 8

Description: Pre-processing statistics of PCHi-C datasets.

File Name: Supplementary Data 9

Description: Distal target genes

File Name: Supplementary Data 10

Description: Gene set enrichment analysis

File Name: Supplementary Data 11

Description: Primers

# Supplementary material for: p53 rapidly restructures 3D chromatin organization to trigger a transcriptional response
**Source:** Nat Commun. 2024 Apr 1;15:2821. doi: 10.1038/s41467-024-46666-1
**Supplement:** Supplementary file 15 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | Software versions:HiCUP 0.8.2; CHiCAGO 1.14.0; AutoClass 3.3.6; bowtie2 2.3.2; ; WashU Epigenome Browser Legacy 46.2; liftOver tool (Nov 2021 release); 'CRISPR Guide RNA Design Tool' ( <a href="https://www.benchling.com">https://www.benchling.com</a> ); Watson Pragmatic algorithm platform provided by FlowJo v1086; Image Studio Lite v5.2; QuantStudio software (v.1.3); TADbit pipeline (specific version: <a href="https://github.com/fransua/TADbit/tree/p53_javierre">https://github.com/fransua/TADbit/tree/p53_javierre</a> ); GEM3 mapper; samtools (1.9); deepTools (3.2.1); Macs2 (2.2.7.1); csaw (1.30.1); DESeq2 (1.36.0); Trim Galore (0.6.6); GenomicRanges (1.50.2); clusterProfiler (4.4.4); msigdb R package (7.5.1); SciPy v1.10.1; ggplot2 and matplotlib v3.7.1; stats (4.2.1).All custom code and the required software versions are publicly available in GitHub at <a href="https://github.com/JavierreLab/p53">https://github.com/JavierreLab/p53</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed data sequencing data for Hi-C, ChIP-seq, RNA-seq and PCHI-C have been deposited in Gene Expression Omnibus (GEO) under the accession number GSE235947.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                          |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Our study and findings do not take into consideration sex or gender, nor our findings apply to only one sex or gender due to the nature of the samples and the analysis. |
| Reporting on race, ethnicity, or other socially relevant groupings | Our study and findings do not take into consideration race, ethnicity, or other socially relevant groupings                                                              |
| Population characteristics                                         | n/a                                                                                                                                                                      |
| Recruitment                                                        | No participants / volunteers were recruited for our research                                                                                                             |
| Ethics oversight                                                   | n/a                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | As sample size we used 2 biological replicates for each condition. Sample size was determined based on similar omics experiments in previous studies, allowing a reduction of heterogeneity bias while keeping the experiments at a non-prohibitive cost. |
| Data exclusions | No data was excluded from the analysis                                                                                                                                                                                                                    |
| Replication     | 3 replicates were performed. Experimental reproducibility between libraries was measured using reproducibility-score.                                                                                                                                     |
| Randomization   | Randomization is not relevant as we did not allocate datasets into experimental groups                                                                                                                                                                    |
| Blinding        | Blinding is not necessary as we did not allocate datasets into experimental groups                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | WB antibodies: p53 DO1 (Santa Cruz Biotechnology, sc-126, diluted 1:200), p53(phospho S46) (Abcam, ab76242, diluted 1:5000), CDKN1A (Abcam, ab109520, diluted 1:1000), RAD21 (Abcam, ab992, diluted 1:1000), Vinculin (Abcam, ab129002, diluted 1:10000), H3 (Thermo Fisher Scientific, PA5-16183, diluted 1:4000), $\alpha$ -Tubulin (SIGMA-ALDRICH, T6199, diluted 1:10000). The following secondary antibodies were used: IRDye 800CW Goat anti-rabbit IgG secondary antibody (LICOR #926-32211, dilute 1:10000) and IRDye 680RD Goat anti-mouse IgG secondary antibody (LICOR #926-68070, dilute 1:10000).<br><br>ChIP-seq antibodies: (1ug of $\alpha$ -H3K27ac and 0.5ug of $\alpha$ -H3K4me1; Diagenode #C15410196 and #C15410194 respectively). |
| Validation      | All primary antibodies were shown to react to their target protein on the manufacturer's website.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HCT116 (RRID:CVCL_0291), HCT116-RAD21-mAC, SH-SY5Y (RRID: CVCL_0019), HepG2 (RRID:CVCL_0027), MCF-7 (RRID:CVCL_0031), C32 (RRID:CVCL_1097), CAKI-1 (RRID:CVCL_0234), Human Umbilical Vein Endothelial Cells (HUVEC; Lonza cat: C2519A), Human Dermal Lymphatic Endothelial Cells (HDLEC) adult (Promocell cat: C-12217), Human Pericytes from Placenta (hPC-PL; Promocell, cat: C-12980) |
| Authentication                                                    | Non of the cells lines were authenticated                                                                                                                                                                                                                                                                                                                                                |
| Mycoplasma contamination                                          | Cell lines tested negative for mycoplasma                                                                                                                                                                                                                                                                                                                                                |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | n/a                                                                                                                                                                                                                                                                                                                                                                                      |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                     |
|--------------------------------------------------------------------|---------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | Gene Expression Omnibus (GEO) under the accession number GSE235947. |
| Files in database submission                                       | Hi-C: 0h, 1h, 4h, 7h, 10h, 24h, wash<br>RNAseq: 0h, 1h, 10h         |

|                                                        |                                                                                   |
|--------------------------------------------------------|-----------------------------------------------------------------------------------|
| Genome browser session<br>(e.g. <a href="#">UCSC</a> ) | ChIP-seq (h3K27ac, H3K4me1 and IgG): 0h, 1h, 10h<br>PCHI-C: 0h, 1h, 10h, RAD21 KD |
|                                                        | n/a                                                                               |

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | 3 replicates were performed. Experimental reproducibility between libraries was measured using reproducibility-score.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Sequencing depth        | Following ENCODE guide                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Antibodies              | ChIP-seq antibodies: (1ug of $\alpha$ -H3K27ac and 0.5ug of $\alpha$ -H3K4me1; Diagenode #C15410196 and #C15410194 respectively).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Peak calling parameters | Macs2 (2.2.7.1) was used for peak calling in the narrow mode for H3K27ac and broad mode for H3K4me1, using an input sample as control, with default parameters. Consensus peaks were computed for each condition using Macs2 with all replicates and their respective input samples as control, setting the parameter --scale-to small.                                                                                                                                                                                                                                                                                                                                   |
| Data quality            | Low-quality reads, reads overlapping the ENCODE blacklist, and duplicate reads were filtered out using samtools (1.9). Genome-wide coverage was computed using the function bamCoverage from deepTools (3.2.1). Library size factors for normalization were calculated based on the background signal. This background signal was quantified per sample, excluding the set of previously defined non-redundant enriched regions. Specifically, this signal was quantified on fragment counts over genomic bins of 10kb using the function windowCounts from R package csaw96. Library statistics were assessed using FastQC and MultiQC98 and summarized in Suppl. Data 4 |
| Software                | Trim Galore (0.6.6), bowtie2 (2.3.2) in the --very-sensitive mode, samtools (1.9), deepTools (3.2.1), Macs2 (2.2.7.1), csaw (1.30.1), DESeq2 (1.36.0)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

How the deposited data were processed for this re-analysis (not part of the article)

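RNA-seq libraries of HCT116 cells at Nut 0h (vehicle), Nut 1h and Nut 10h of 10 µM Nutlin-3a were analysed, with 2 biological replicates per condition and 6 libraries in all. Conditions and replicate numbers were taken from the sample labels and checked against Supplementary Data 5, whose numbers of reads assigned to genes equal the column sums of the deposited counts in each library.

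The authors trimmed the reads with Trim Galore, aligned them to GRCh37 with STAR and counted them per gene with featureCounts, and the deposited count matrix holds these counts without normalization. All 57905 rows name a gene. The authors' deposited table of comparisons holds log2 fold changes, standard errors and p-values from their own DESeq2 run (the adjusted p-values are NA for genes that DESeq2 left out), and it was used for gene symbols and to compare calls. The authors' text gives neither the strand setting, the treatment of multimapping reads nor the design formula.

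The counts per library summed to between 26068076 and 35473485. From them, genes were filtered with edgeR's filterByExpr (16565 kept), normalized with TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with the condition as the only term and all 6 libraries in the fit. DESeq2 1.42.0 was used as an alternative. P-values were adjusted by the Benjamini-Hochberg method and genes were called at an adjusted p-value of at most 0.05. Standard errors of log2 fold changes were computed from the log2 fold change and the F statistic. Normalized counts are counts divided by the TMM-scaled library size and multiplied by its mean. Correlations and principal components used log2(CPM + 1).

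The tests were tried on simulated data with the real means and library sizes. Of 200 genes changed by known fold changes among 16565, edgeR called 193 and also 18 unchanged genes. A simulated GC-content trend made 8821 unchanged genes pass, and 21 with the GC-content offset.

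The GC-content and length offsets are smooth (loess, span 0.4) trends of each library's deviation on the GC content or the log2 length of the longest transcript. Distal and proximal target genes were read from Supplementary Data 9, which was complete, and compared with the tested genes that are neither at the same time point, which include targets of the other time point, by a two-sided Mann-Whitney test. Truncated supplementary tables were not used for any overlap or set test. The nascent qRT-PCR values are the means of the paper's replicate values in Supplementary Data 2.

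Genes were named by a rule set before the data were examined: the well-known targets CDKN1A, TGFA and BAX, with MDM2 and HPRT1; the 12 genes of Fig. 5K; other genes the text names as distal targets; the microRNAs and RNA binding proteins of the discussion; genes next to the PLK2 enhancer; and, for each comparison against Nut 0h, the 3 largest rises and falls among genes past the threshold with a mean of at least 100 normalized counts and groups that do not overlap. Other genes are named as chosen after their values were seen. A further gene of this rule is not reported here. TENT4B is listed under an older symbol in the deposited table.

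The alternatives were other normalizations, low-count filters, tools, designs and thresholds, the offsets, other tests for the gene lists, and each replicate left out in turn. Apart from those named as chosen after seeing the data, they were also set before the data were examined. A minimum count of 3 was used as the floor for genes without counts. The paper's full list of RNA binding proteins and the gene sets of Suppl. Fig. 3D were not analysed here. The ChIP-seq and chromatin interaction data were not used here. The figures were drawn with matplotlib.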

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

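The tests of HPRT1, DDIT4 and CNIH3 and of the slopes on GC content were chosen only after the results were seen. So were the offsets for the other named genes, JAG2, BAX and CDKN1A among them. The other tests were set before. Nut 1h and Nut 10h were compared directly in the same fit.

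In all, 1536 genes changed in opposite directions at Nut 1h and Nut 10h and also differed between Nut 10h and Nut 1h, 750 lower at Nut 1h and higher at Nut 10h and 786 the other way round. They are part of a wider pattern, in which 11077 genes were called at Nut 1h and 4810 at Nut 10h. A gene-length trend is argued against, since 11073 genes at Nut 1h and 5235 at Nut 10h were called with a length offset. With each library thinned to 26068076 counts 10744 and 4607 genes were called, which decides nothing about the lower depth of the Nut 1h libraries, since lower depth gives fewer calls and not more. A few genes taking most of the counts are argued against by 10988 and 4797 genes called without the 100 genes with the most counts, and reads shared with pseudogenes and mitochondrial copies by 9549 and 4350 calls among 13041 protein-coding nuclear genes. RNA from other cells would bring transcripts absent from the other libraries, yet only 2 genes, MT-TN and RP11-553P9.1 (the second named after its values were seen), were under 0.5 CPM in each Nut 0h and Nut 10h library and over 5 CPM in both Nut 1h libraries. A preparation that kept other RNA classes would raise mitochondrial tRNA genes as a set, and 7 of 22 were called lower at Nut 1h and 5 higher, although the snoRNA genes rose. This covers a gain of RNA classes only. The 20 tested replication-dependent histone genes had a median log2 fold change of -0.65 at Nut 1h, and -0.36 with the GC-content offset. Of these, 6 were called lower and 2 higher, so a preparation that lost RNA classes stays open. The GC-content trend accounts for a large part of the calls but not for the excess as a whole. With the GC-content offset 7672 genes were called at Nut 1h and 6444 at Nut 10h, and 1363 genes went in opposite directions and differed between the time points. Of the 11077 genes, 5101 lost their call with the offset, 4861 were called in the same direction and 1115 in the opposite one. An effect of 1 h of Nutlin-3a on the mRNAs stays open, tied to GC content or not, as does a difference in preparation shared by both Nut 1h libraries.

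JAG2, BAX and CDKN1A differed between Nut 10h and Nut 1h, with log2 fold changes of 1.44 (adjusted p = 9.5e-08), 1.83 (adjusted p = 7.73e-09) and 3.79 (adjusted p = 6.53e-11, edgeR's quasi-likelihood test). At Nut 1h JAG2 was lower, at -1.27, and BAX at -0.54, and CDKN1A was not called (0.05) while MDM2 rose. For JAG2 and BAX the values at Nut 1h follow the GC-content trend. CDKN1A, with a GC content of 58.1%, lay above it, since genes of 55 to 60% had a median of -0.65 at Nut 1h. With the GC-content offset JAG2 was at -0.12 and BAX at 0.16, both no longer called, and CDKN1A was higher, at 0.68 and past the threshold. At Nut 10h the offset left 0.24 for JAG2, which was called higher with it and not without it (0.17), 1.32 for BAX and 3.87 for CDKN1A. The offset removes any change tied to GC content. A fall of the JAG2 and BAX mRNAs at Nut 1h that follows their GC content for a biological reason therefore stays open and was not tested.

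HPRT1, the reference gene of the qRT-PCR experiments, was higher at Nut 1h (log2 fold change 0.89, adjusted p = 2.47e-06) and not called at Nut 10h (-0.23, and called lower with the offset, at -0.25), and differed between Nut 10h and Nut 1h by -1.12 (adjusted p = 2.29e-07, edgeR's quasi-likelihood test). The offset removed most of the rise of HPRT1, which has a GC content of 40.4%, and left 0.21, past the threshold. Genes of 40 to 45% had a median of 0.51 at Nut 1h, with quartiles of 0.22 and 0.81. Since the offset removes only the average trend, the remaining 0.21 cannot decide whether the GC-content trend is the whole cause. HPRT1 was higher in both Nut 1h libraries than in both Nut 0h libraries, and leaving out each library gave 0.85 to 0.93. A rise of HPRT1 in the cells and a difference between the libraries both stay open.

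DDIT4 and CNIH3 were lower at Nut 1h, at -2.71 and -4.80, and rose from Nut 1h to Nut 10h by 3.32 (adjusted p = 1.05e-10) and 4.68 (adjusted p = 1.07e-09, edgeR's quasi-likelihood test). The GC-content trend is argued against as their cause, since the offset left -2.08 for DDIT4 and -4.48 for CNIH3, both past the threshold. CNIH3 fell from 424 ± 44.3 normalized counts at Nut 0h to 15.2 ± 1.64 at Nut 1h and was at 390 ± 60.1 at Nut 10h (mean ± SD, n = 2 libraries). CNIH3 overlaps other genes in the annotation. An effect of the treatment at 1 h stays open. A gene-length trend is also argued against, since the length offset left -2.44 for DDIT4 and -4.59 for CNIH3, both past the threshold. No technical explanation beyond these trends was tested for these 2 genes.

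The paper does not discuss mitochondrial tRNA or snoRNA genes. With 3 counts as the floor, MT-TN was at least 286-fold higher at Nut 1h than at Nut 0h, and the 55 tested snoRNA genes had a median log2 fold change of 0.98 at Nut 1h, 28 called higher and 2 lower, against 0.13 at Nut 10h. The median at Nut 1h was 1.03 with library size only, 0.97 with DESeq2 and 0.76 with the GC-content offset. If small RNAs had been kept in the Nut 1h libraries, snoRNA genes and the other mitochondrial tRNA genes would both rise. The snoRNA genes did, and the mitochondrial tRNA genes did not as a set, since 7 others were called lower at Nut 1h and 4 higher. Kept small RNAs are therefore argued against for the MT-TN reads and stay open for the snoRNA genes. A change in the processing of mitochondrial transcripts at Nut 1h was not tested and stays open, and so does one in snoRNA levels.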

How the results depend on the processing

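The alternatives were set before the data were examined, apart from DESeq2 without the low-count filter and the GC-content offset for the 12 genes, the microRNA genes and the RNA binding proteins and both offsets for the named genes, which were chosen after seeing the data.

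The numbers of differentially expressed genes stayed within 1.5 times of 11077 at Nut 1h, 4810 at Nut 10h and 11246 between Nut 10h and Nut 1h under each other normalization, filter, tool and design run, and only the threshold moved them further. An absolute log2 fold change of at least 1, which is a stricter threshold by construction, left 3974, 1135 and 4746. The GC-content offset gave 7672 genes at Nut 1h, of which 3157 were higher and 4515 lower, against 5722 and 5355 without it. It changed the genes as well as their number, since 4861 calls were shared in the same direction. At Nut 10h it gave 6444 genes, of which 4803 were shared with the 4810.

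The replicate numbers share only a number. Deviations of same-numbered libraries from their group means correlated by -0.15, 0.22 and -0.14 between the 3 pairs of conditions. With the replicate number as a block, 10979 genes were called at Nut 1h, 4893 at Nut 10h and 11189 between Nut 10h and Nut 1h, and 7478, 6304 and 9468 with the block and the GC-content offset together. For the gene lists and the 12 genes the block changed neither direction nor significance, and the numbers of upregulated microRNA genes and RNA binding proteins were the same, 14 and 3. Among the named genes it removed the calls of DKK1 and TCEB3.

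For the distal target genes at Nut 1h the main difference of medians of -0.09 was not significant. It was -0.11 and significant without a low-count filter (p = 0.0125, n = 179 genes) and -0.0639 and significant with the GC-content offset (p = 0.0324, n = 161 genes), and the fry rotation test gave p = 0.0101, lower in each case. The p-values of the alternatives with a test ranged from 0.0101 to 0.716 (n = 161 genes with the low-count filter). For the distal target genes at Nut 10h the difference was 0.0388 without a filter (p = 0.275, n = 218 genes). The cause was not tested, beyond the larger number of genes with few counts that the missing filter adds by construction. The proximal target genes at Nut 1h, not significant in any test, were lower by the median and higher by camera with a preset correlation of 0.01 (p = 0.937, n = 62 genes); the cause was not tested. Both lists at Nut 10h passed camera (p = 0.00464 and 3.44e-16, n = 191 and n = 56 genes) and fry (p = 0.00079 and 4.92e-06).

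With each replicate left out in turn, the difference of medians ranged from -0.0702 to -0.0155 for the distal target genes at Nut 1h, from 0.0699 to 0.0874 at Nut 10h, from -0.15 to -0.12 for the proximal target genes at Nut 1h and from 0.32 to 0.36 at Nut 10h. The distal value at Nut 1h was nearest 0 without Nut 0h replicate 1 and without Nut 1h replicate 1, at -0.0155 and -0.0202, and the proximal value was -0.15 without Nut 0h replicate 1 and -0.14 without Nut 1h replicate 1. Of the 11077 genes called at Nut 1h, 11076 to 11077 kept their direction, as did 4809 to 4810 at Nut 10h and 11243 to 11246 between Nut 10h and Nut 1h. The correlation of nascent and mature RNA ranged from -0.11 to -0.07 at Nut 1h and from 0.54 to 0.58 at Nut 10h.

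That correlation at Nut 1h changed with the GC-content offset from -0.09 to 0.56 (permutation test across 12 genes, p = 0.0531), and 1 of the RNA binding proteins was upregulated in place of 3. DESeq2 without the low-count filter called 8 microRNA genes in place of 14; the cause was not tested. The median replicate correlation of 0.997 was 0.999 on rlog values and 0.994 over the 500 most variable genes, values that differ by construction of the scale and the gene set.

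Of the 234 results of named genes under DESeq2, library size only and the replicate block, 226 kept their direction and side of the threshold, 6 lost and 1 gained a call, and PCM1 at Nut 10h changed sign with library size only, from -0.00441 to 0.0167. The offsets moved the named genes much more. With the GC-content offset 40 of 78 results kept their direction and side of the threshold, 10 lost and 8 gained a call and 20 changed sign, all at Nut 1h. Called in the opposite direction were TGFBR2 (-0.258), DKK1 (-0.267), KMT2E (-0.202), GTF2F2 (-0.303) and SRSF1 (-0.304), which had been higher. BRD7 (-0.435) and E2F2 (0.444) were called only with the offset. Not called with it were PPM1D (-0.165), TENT4B (-0.121), PCM1 (-0.0245), RBM12B (-0.00753) and GPBP1 (-0.0968), which had been called higher, and BAX (0.157), CARM1 (0.0221), PUF60 (0.123) and EIF3B (0.106), which had been called lower. GSR (-0.129), LAMC1 (-0.0457), S100A1 (0.568) and DNAJC17 (0.256) were not called either way. With the length offset 64 results kept both, 4 lost and 2 gained a call and 8 changed sign. Of these, LAMC1 (-0.249) was called only with it and TEP1 (-0.0281) only without it. At Nut 1h BRD7 (-0.0682), S100A1 (0.0817), FUCA1 (0.0992), YWHAH (0.119) and SMAD1 (0.0219) were not called either way, nor was S100A1 at Nut 10h (0.00353). GC-content and length trends are what the offsets remove by construction. Of the 1377 microRNA genes listed, 38 had enough counts to be tested.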

Differences from the paper's values

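The paper gives 7 microRNAs upregulated at Nut 1h, where 14 microRNA genes were upregulated here. None of the alternatives set before the data were examined closed the gap, with 19 without a low-count filter, 11 with DESeq2, 14 with the replicate block and 14 adjusted over the list alone. DESeq2 without the low-count filter, chosen after seeing the values, gave 8.

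Of the 34 log2 fold changes compared with Supplementary Data 9, 9 differed from the paper's by more than the spread between replicates. All 34 were higher than the paper's by a similar amount, from 0.0179 to 0.0527 with a median of 0.0485. The 9 genes are therefore those with a small spread between replicates, not genes with a shift of their own. At Nut 1h the log2 fold change was 0.29 for TGFBR2 against the paper's 0.24, 0.137 for GSR against the paper's 0.0881, 0.0609 for LAMC1 against the paper's 0.0124, 1.39 for PLK2 against the paper's 1.34, 0.57 for TENT4B against the paper's 0.53, 0.22 for CD9 against the paper's 0.18, 0.72 for PCM1 against the paper's 0.67, 0.22 for DKK1 against the paper's 0.17 and -0.13 for E2F2 against the paper's -0.18. Of the alternatives set before the data were examined, DESeq2 brought all but DKK1 (0.19) within the spread, while the replicate block and library size only did not for any of the 9. Leaving out 1 library did so for 7 of them, but not for LAMC1 and DKK1. With DESeq2 without the low-count filter, chosen after seeing the values, none of the 34 differed. CD9 was also within the spread with the GC-content offset (0.21), which was chosen for these genes after seeing the values.

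The paper states that p53 distal target genes were upregulated in mature RNA. Here their median lay above that of the other genes at Nut 10h (difference 0.09) and not at Nut 1h (-0.09). The paper states that genes closer to the PLK2 enhancer did not respond, and GPBP1, 230 kb from it, had a log2 fold change of 0.71 at Nut 1h and of -0.10 with the GC-content offset. The paper states that the RNA binding proteins it names were upregulated at Nut 1h, and PUF60 (-0.95), ESRP2 (-0.74), RBM14 (-0.59) and EIF3B (-0.36) were lower and DNAJC17 (-0.22) was not called here. None of the alternatives run for this list called these 4 genes higher, and with the GC-content offset PUF60 (0.12), ESRP2 (-0.14) and EIF3B (0.11) were not called. The authors' deposited table also has these 4 genes lower at Nut 1h and past the threshold. Its values are -0.99 for PUF60, -0.79 for ESRP2, -0.64 for RBM14 and -0.41 for EIF3B. The paper also states that miR-1293 and miR-1915 were upregulated, and they had no counts in the Nut 1h libraries. The paper states that JAG2 is transiently upregulated at Nut 1h, from its transcription and H3K27ac, and its mature mRNA was lower at Nut 1h (-1.27) and rose to Nut 10h (1.44), and with the GC-content offset it was not called at Nut 1h (-0.12).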

Other observations

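The tests on GC content in this part were chosen only after the trend was seen, except that of the distal target genes.

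GC-poor genes were higher and GC-rich genes lower at Nut 1h, with a slope of -0.79 on the log2 scale for each 10 percentage points of GC content (Pearson r = -0.69, Spearman rho -0.76, across genes, which are not independent replicates). At Nut 10h the slope was -0.02. A trend of the size seen between replicates is argued against, since the steepest slope between 2 replicates was -0.15, between the Nut 10h libraries. Each of the 4 pairs of a Nut 1h and a Nut 0h library had the trend, with slopes from -0.83 to -0.66, while the pairs of a Nut 10h and a Nut 0h library went from -0.15 to 0.12. A difference in preparation or sequencing shared by both Nut 1h libraries and an effect of the treatment tied to GC content cannot be told apart, since all libraries of that time point share the trend and the labels name no batch. One hypothesis is that the trend is technical. Of the genes called at Nut 1h, 2309 were lower by at least 1 log2 unit, 908 of them with a mean of at least 1000 normalized counts, and with the GC-content offset 656 were. A fall of that size within 1 h needs an mRNA half-life of at most 1 h even with no new transcription. Half-lives were not measured in these data. Of the 2309 genes, 1567 did not differ from Nut 0h at Nut 10h.

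Whether the same trend hides a rise of the distal target genes at Nut 1h was tested with the GC-content offset. It is argued against, since the difference of medians was -0.0639 with the offset, below the other genes. For the 12 genes with nascent values, r at Nut 1h was 0.56 with the offset (permutation test, n = 12 genes, p = 0.0531) and 0.44 without PLK2 and JAG2, with 3 genes called higher and 2 lower. Whether the missing relation between nascent and mature RNA at Nut 1h comes from the trend cannot be told apart from chance with 12 genes.

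E2F2, named in the paper among the targets with new loops at Nut 1h, was not called at Nut 1h (-0.13, adjusted p = 0.283) and was called higher there with the GC-content offset (0.44). It fell at Nut 10h (-2.71, adjusted p = 2.31e-09 from edgeR's quasi-likelihood test). MT-RNR1 and MT-RNR2, the mitochondrial rRNA genes, had a median log2 fold change of -0.75 at Nut 1h with 1 of the 2 called lower, while 9 of the 13 mitochondrial protein genes were called higher and none lower, with a median of 0.62 (0.67 with library size only, 0.59 with DESeq2 and 0.30 with the GC-content offset).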
